# 5-aminosalicylic acid suppresses osteoarthritis through the OSCAR-PPARγ axis

**DOI:** 10.1038/s41467-024-45174-6

**Published:** 2024-02-03

**Authors:** Jihee Kim, Gina Ryu, Jeongmin Seo, Miyeon Go, Gyungmin Kim, Sol Yi, Suwon Kim, Hana Lee, June-Yong Lee, Han Sung Kim, Min-Chan Park, Dong Hae Shin, Hyunbo Shim, Wankyu Kim, Soo Young Lee

**Keywords:** Differentiation, Cartilage, Inflammation, Bone remodelling

## Abstract

Osteoarthritis (OA) is a progressive and irreversible degenerative joint disease that is characterized by cartilage destruction, osteophyte formation, subchondral bone remodeling, and synovitis. Despite affecting millions of patients, effective and safe disease-modifying osteoarthritis drugs are lacking. Here we reveal an unexpected role for the small molecule 5-aminosalicylic acid (5-ASA), which is used as an anti-inflammatory drug in ulcerative colitis. We show that 5-ASA competes with extracellular-matrix collagen-II to bind to osteoclast-associated receptor (OSCAR) on chondrocytes. Intra-articular 5-ASA injections ameliorate OA generated by surgery-induced medial-meniscus destabilization in male mice. Significantly, this effect is also observed when 5-ASA was administered well after OA onset. Moreover, mice with DMM-induced OA that are treated with 5-ASA at weeks 8–11 and sacrificed at week 12 have thicker cartilage than untreated mice that were sacrificed at week 8. Mechanistically, 5-ASA reverses OSCAR-mediated transcriptional repression of PPARγ in articular chondrocytes, thereby suppressing COX-2-related inflammation. It also improves chondrogenesis, strongly downregulates ECM catabolism, and promotes ECM anabolism. Our results suggest that 5-ASA could serve as a DMOAD.

## Abstract (web summary)

There is a strong need for the development of effective and safe disease-modifying osteoarthritis drugs. Here, the authors show that 5-ASA, an anti-inflammatory drug used for ulcerative colitis, shows promise in treating osteoarthritis in mice by improving cartilage and reducing inflammation even when administered at late stages of disease.

## Introduction

Osteoarthritis (OA) is an age-related chronic degenerative joint disease that is characterized by cartilage destruction, osteophyte formation, subchondral-bone remodeling, and synovitis^1^. Although it is the most common degenerative joint disease globally and a leading cause of disability and reduced quality-of-life in older people^2^, therapeutic options mainly involve pain management^3^. Thus, disease-modifying OA drugs (DMOADs) that both halt OA progression and restore joint structures/functions are urgently needed.

An OA hallmark is progressive destruction of cartilage extracellular matrix (ECM)^4^. Normally, this ECM is respectively synthesized and destroyed by chondrocyte-derived anabolic and catabolic factors in equilibrium, resulting in cartilage homeostasis. In OA, this balance is tipped towards catabolism mediated by the matrix-metallopeptidases MMP3, MMP9, MMP13, and the aggrecanase ADAMTS5^5,6^. These degrade collagen-II and aggrecan (ACAN), whose synthesis is also downregulated in OA^7,8^. Thus, targeting chondrocyte catabolic/anabolic processes, thereby modifying cartilage-ECM structures, may yield promising OA therapies.

OSCAR is a receptor^9^ that binds to the triple-helical peptide GPOGPAGFO of collagen-II^10^ via its extracellular domains^11,12^. It is strongly expressed by osteoclasts, and its binding to collagen-II co-stimulates FcRγ, thereby upregulating signaling pathways that induce osteoclastogenesis^13^. Interestingly, we showed recently that although normal chondrocytes express OSCAR at negligible levels, they can be upregulated and may participate in OA: OA-cartilage chondrocytes express more OSCAR than normal in both mice and humans^14,15^. Moreover, as reported in the present study, simply injecting OSCAR-expressing adenovirus (Ad-OSCAR) into naive mouse joints induced OA-like disease. We, therefore hypothesized that small molecules that block OSCAR-collagen binding could be DMOAD candidates. This was tested in the present study by screening 3287 compounds.

One of these inhibited the collagen binding of OSCAR on chondrocytes, namely, 5-aminosalicylic acid (5-ASA; also known as mesalamine or mesalazine). 5-ASA is widely used to treat inflammatory bowel diseases (IBDs)^16^, particularly ulcerative colitis (UC)^17^. We found that intra-articular (IA) 5-ASA injections significantly improved not only Ad-OSCAR-induced OA-like disease but also a classical murine model of OA, namely, surgery-induced medial-meniscus destabilization (DMM)^18^. Importantly, 5-ASA treatment also ameliorated DMM-induced OA when the injections started long after disease initiation. Late injections at weeks 8–11 also led to thicker cartilage compared to untreated mice that were sacrificed at week 8. Our RNA-seq, in vitro, and in vivo analyses showed that 5-ASA may improve OA via multiple molecular mechanisms. First, it upregulated PPARγ, which inhibited the pro-inflammatory eicosanoid pathway. Second, it enhanced the chondrogenic differentiation of mesenchymal stem cells (MSCs), which could promote cartilage regeneration. Third, it upregulated cartilage-specific ECM-anabolism and downregulated ECM-catabolism. Thus, OSCAR may play a key role in OA pathogenesis and 5-ASA may have significant potential as an IA-administered DMOAD.

## Results

### OSCAR-overexpression in joint tissue induces cartilage degeneration

Since we found recently that OA cartilage overexpresses OSCAR^14,15^, we asked whether overexpressing OSCAR in naive joints would induce OA. Since Ad-OSCAR infection of chondrocytes in vitro strongly upregulates their OSCAR expression (Fig. 1a, b) and IA-injection of recombinant adenovirus effectively delivers genes to joint tissues^19,20^, we IA-injected murine knees with Ad-OSCAR (3 weekly injections; Fig. 1c). By the end of the third week, this induced in vivo chondrocyte-overexpression of OSCAR (Fig. 1d), damaged the glycosaminoglycans in the articular cartilage, and induced synovitis. Notably, there was no obvious cartilage loss or osteophyte development, and the thickening of the subchondral bone plate (SBP) that is suggestive of sclerosis was not observed (Fig. 1e, f). However, as will be detailed later, when mice were treated for 8 weeks with IA Ad-OSCAR injections, cartilage destruction, osteophyte formation, SBP thickening, and synovitis were observed (Fig. 1h, i). Nonetheless, it should be noted that the Ad-OSCAR-induced model involves OA-like disease rather than classical OA.

**Fig. 1:**
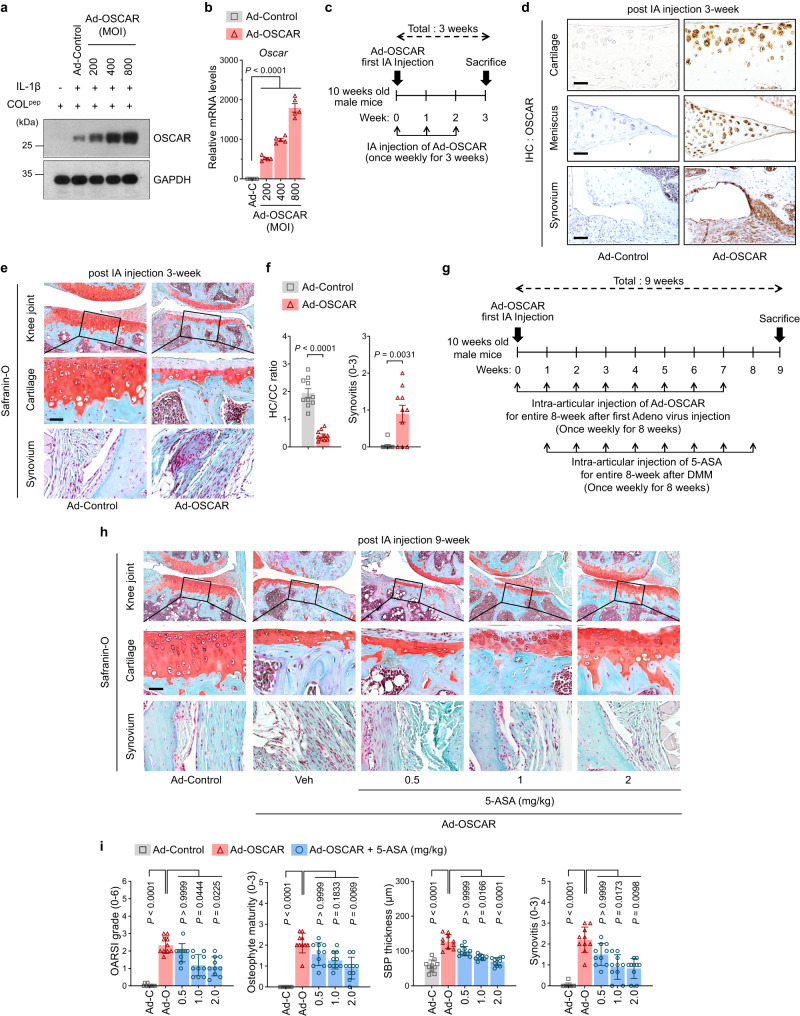
5-ASA attenuates OA caused by OSCAR overexpression in mouse articular cartilage. **a**, **b** Cultured primary chondrocytes from C57BL/6 J mice were infected with Ad-Control (Ad-C; 800 MOI) or the indicated MOI of Ad-OSCAR (*n* = 5). **a** Western blotting with anti-OSCAR antibody. **b** qRT-PCR analysis of OSCAR mRNA expression. **c**–**e** C57BL/6 J mice underwent IA injections once per week for 3 weeks with Ad-Control or Ad-OSCAR (both 800 MOI) and were sacrificed a week later (*n* = 10 mice per each group) (**c**). Cartilage sections from their knee joints were subjected to immunohistochemistry for OSCAR (**d**) and Safranin-O/hematoxylin staining (**e**). Representative images are shown. The latter slides were used to score the following OA variables (**f**): The ratio of hyaline cartilage (HC) to calcified cartilage (CC) and synovitis (*n* = 10 mice per group). Scale bar, 25 µm. **g**–**i** The knee joints of C57BL/6 J mice were IA-injected with Ad-Control or Ad-OSCAR weekly for 8 weeks and, starting 1 week after the first adenovirus injection, 0.5, 1, or 2 mg/kg 5-ASA or vehicle (Veh; PBS) was IA-injected weekly for 8 weeks starting 1 week after the first adenovirus injection. The last 5-ASA/vehicle injections occurred 1 week after the last adenovirus injection and 1 week before the sacrifice at week 9 (*n* = 10 mice per group) (**g**). Safranin-O/hematoxylin staining of cartilage sections (**h**) was then conducted. Representative images are shown. The slides were used to score the following OA variables (**i**): articular cartilage destruction (as indicated by the OARSI grade), osteophyte maturity, subchondral bone plate thickness (SBP Th.), and synovitis. The OARSI grade, synovitis, and osteophyte maturity data are shown as means ± 95% confidence intervals (CI). Differences between groups were determined with the Kruskal–Wallis test followed by the Mann–Whitney *U* test. The HC/CC ratio and SBP thickness data were shown as means ± s.e.m. Differences between groups were determined with a two-tailed *t*-test. Exact *P* values can be found in the accompanying Source Data. Scale bars, 25 μm.

Conversely, knocking down OSCAR in mice that were developing DMM-induced OA significantly ameliorated OA^14^: joint histology at 9 weeks of mice that underwent weekly IA-injections with small-hairpin OSCAR-expressing adenovirus (Ad-shOSCAR) starting 1 week after DMM surgery revealed marked improvements in their severe cartilage destruction (as indicated by Osteoarthritis Research Society International [OARSI] grading), osteophyte maturity, SBP thickness, and synovitis. These effects depended on Ad-shOSCAR multiplicity-of-infection (MOI) (Supplementary Fig. 1). Thus, OSCAR is necessary and sufficient for the development of OA/OA-like disease.

### Screening and verification of OSCAR-antagonists

The extracellular OSCAR domain binds to collagen-II via the GPOGPAGFO consensus sequence^10^. Moreover, this peptide (denoted as COL^pep^) binds both to recombinant OSCAR protein and cell-surface OSCAR on chondrocytes^14^. It should be noted at this point that while normal chondrocytes express OSCAR-mRNA/protein at negligible levels, we found that this expression is upregulated in vitro by IL-1β^14^, which stimulates chondrocytes to produce cartilage-destroying enzymes such as MMPs and aggrecanase^6,21^. Moreover, culture of normal chondrocytes on COL^pep^-coated plates also increases their native OSCAR transcription, and IL-1β augments it further (Supplementary Fig. 2a). While unstimulated Ad-OSCAR-infected chondrocytes express ~300-fold more OSCAR than IL-1β+COL^pep^-stimulated uninfected chondrocytes (Supplementary Fig. 2b), IL-1β and/or COL^pep^ also augment it (Supplementary Fig. 2c). These OSCAR-transcription responses reflect downstream signaling induced by COL^pep^-bound OSCAR that triggers new OSCAR expression^15^. These responses served as readouts of the binding of chondrocyte-surface OSCAR to COL^pep^ in our study.

Thus, COL^pep^ was used in our ELISA-based screening system to find small molecules that structurally inhibit the collagen-II binding of OSCAR. The system uses purified hOSCAR-Fc, a fusion protein of human OSCAR and human-IgG Fc, which efficiently binds to COL^pep^ (ref. ^14^). The screening involved immobilizing COL^pep^, adding hOSCAR-Fc with small molecules, and detecting disruption of hOSCAR-Fc binding to COL^pep^ (Supplementary Fig. 2d). The 3287 screened small compounds were structurally diverse and originated from a natural-compound library and an FDA-approved drug library (Supplementary Fig. 2e). Of the 165 primary target compounds that emerged, 124 compounds were excluded because their role in chondrocytes or OA has already been studied (Supplementary Fig. 2f; Supplementary Data 1). Of the 41 remaining candidates, three underwent further study because they competed with COL^pep^ most strongly (Supplementary Fig. 2g). They were epigallocatechin-3-gallate (EGCG), morin hydrate, and 5-ASA (Supplementary Fig. 2h). Dose-ELISAs confirmed that these molecules suppressed hOSCAR-Fc binding to COL^pep^ (Supplementary Fig. 3a) and 5-ASA had the lowest IC10, IC50 and IC90 value (Supplementary Fig. 3b).

### 5-ASA competes with collagen-II for binding to OSCAR

Next, we asked whether the three candidate molecules could compete with COL^pep^ for binding to chondrocyte-expressed OSCAR. We thus cultured chondrocytes on COL^pep^-coated plates, infected them with Ad-OSCAR and treated them with increasing candidate molecule concentrations. OSCAR-qRT-PCR showed that only 5-ASA downregulates COL^pep^-induced OSCAR transcription in chondrocytes (Supplementary Fig. 3c). Since 10 µM 5-ASA had a particularly marked effect, this concentration was used further in vitro experiments.

5-ASA-mediated downregulation of OSCAR expression was also observed when OSCAR expression on normal human and murine chondrocytes was upregulated by IL-1β+COL^pep^ treatment: 5-ASA significantly antagonized OSCAR-protein expression in this setting (Supplementary Fig. 3d). Similarly, 5-ASA antagonized the high OSCAR-protein and mRNA expression in IL-1β+COL^pep^-treated Ad-OSCAR-infected chondrocytes (Supplementary Fig. 3e, f). It should be noted here that since our screening ELISAs showed that 5-ASA binds directly to OSCAR, 5-ASA probably modulates OSCAR expression in chondrocytes by displacing COL^pep^ from cell-surface OSCAR, thus eliminating the downstream signaling induced by COL^pep^-bound OSCAR that stimulates de novo OSCAR expression.

These results show that 5-ASA powerfully competes with OSCAR-collagen binding. Induced-fit docking (IFD) studies showed that Tyr166, Tyr200, and Ser211 in OSCAR were important for its binding to epigallocatechin-3-gallate, morin hydrate, and 5-ASA (Supplementary Fig. 3g). More specifically, the IFD analysis showed that hOSCAR and 5-ASA likely bound stably because (i) the 5-amino and carboxylate groups of 5-ASA form hydrogen bonds with Ser211 and Tyr166 in hOSCAR-Fc, respectively; and (ii) the aromatic ring of 5-ASA interacts with Tyr200 through π-π stacking. This was confirmed by mutating each residue in 5-ASA to alanine and conducting the COL^pep^/hOSCAR-Fc ELISA: each substitution abolished 5-ASA binding to OSCAR (Supplementary Fig. 3h). Thus, 5-ASA is an antagonist that binds at Y166, Y200, and S211 of OSCAR and inhibits its binding to collagen-II.

### 5-ASA treatment attenuates OSCAR-related cartilage destruction in mice

Since (i) cartilage expresses more OSCAR in OA^14,15^, (ii) collagen-II is the activating ligand of OSCAR^10^, and (iii) 5-ASA antagonizes OSCAR binding to collagen-II, we asked whether IA-injection of 5-ASA could attenuate the OA-like cartilage destruction induced by 8 IA Ad-OSCAR injections. Indeed, when the mice were co-injected weekly with 0.5, 1, or 2 mg/kg 5-ASA starting 1 week after the first Ad-OSCAR injection and sacrificed 1 week after the last 5-ASA injection (Fig. 1g), we found that 5-ASA reduced articular cartilage erosion (i.e., OARSI scores) as well as decreasing osteophyte development, SBP thickening, and synovitis (Fig. 1h, i). Moreover, as we will detail later, we found that the cartilage destruction induced by DMM surgery, which correlates with cartilage expression of OSCAR (see Fig. 7), was greatly ameliorated by IA injections of 5-ASA (see Figs. 6 and 7). Thus, 5-ASA may antagonize the ability of OSCAR to induce cartilage destruction.

It should be noted that mice treated weekly with IA 5-ASA injections for 3 or 8 weeks were viable, normally sized, had normal lifespans, and lacked gross morphological or histological abnormalities.

### 5-ASA powerfully targets PPARγ and the eicosanoid pathway

Supplementary Fig. 3 and Fig. 1 together suggest that by binding to OSCAR, 5-ASA alters OSCAR signaling in chondrocytes, which both reduces chondrocyte OSCAR expression and associates with cartilage protection. To identify the 5-ASA targets in this signaling pathway, we conducted RNA-sequencing analysis on Ad-OSCAR-infected chondrocytes cultured on COL^pep^ with or without 5-ASA.

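RNA was sequenced from 9 cultures of primary murine articular chondrocytes, the cells that make and maintain the cartilage matrix, in 3 groups of 3. One group was infected with Ad-Control, one with Ad-OSCAR (an adenovirus that makes the cells express OSCAR), and one with Ad-OSCAR followed by 10 µM 5-ASA. COL pep, which coated all plates, is a collagen peptide that binds OSCAR. The paper's methods give 2 days of culture, infection with 800 MOI of Ad-OSCAR for 2 h and an additional 24 h with or without 5-ASA. The sample annotations give 400 MOI, 3 days of culture and 36 h between the infection and the treatment, and they call the first group Control. IL-1β was not added. Stranded mRNA libraries were sequenced as 2 × 100 base reads, trimmed with BBDuk, aligned to the mouse genome GRCm38 with STAR and counted with RSEM, which divides reads that match several genes between them and therefore gives estimated counts that need not be whole numbers.

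The authors deposited these estimated counts together with TPM for 55471 genes per sample, and the estimated counts, which are not scaled to a common total, were used here. The counts summed to 22276105, 25235536 and 19733448 in the 3 Ad-Control cultures, to 28192740, 23414618 and 26160383 in the Ad-OSCAR cultures, and to 26138694, 27517077 and 25378609 in the 5-ASA-treated Ad-OSCAR cultures. In each culture, the 10 genes with the highest counts held between 12.6% and 15.0% of all counts. No pair of cultures within a group had the same counts: the chi-square statistic per degree of freedom between replicates ranged from 4.84 to 9.55, where 1 is the value for sampling noise alone. The counts were rounded to whole numbers and normalized for library size and composition with edgeR's TMM method, genes with too few counts in all groups were left out, and the 15362 remaining genes were tested with edgeR's quasi-likelihood test in one fit of all 9 cultures, which leaves 6 residual degrees of freedom. The annotations number the cultures 1 to 3 in each group, but neither they nor the paper's text say whether cultures with the same number came from the same animals. The deviations of same-numbered cultures from their group means had a mean correlation of -0.0209 across genes (from -0.0723 to 0.0396 over the pairs), so the replicate number was not used in the main fit and a fit with the replicate number as a block is given beside it.

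*Oscar* (ENSMUSG00000054594.13; chromosome 7 of GRCm38 from 3609813 to 3616157), the overexpressed gene, had 3 to 4 counts in the Ad-Control cultures, 173445 to 187278 in the Ad-OSCAR cultures and 80766 to 94199 in the 5-ASA-treated cultures. Its normalized level was 6665 ± 397 CPM (counts scaled to the library size; SD, n = 3) without and 3399 ± 404 CPM (SD, n = 3) with 5-ASA, a log2 fold change of -0.97 (standard error 0.06, adjusted p = 1.76e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fit with the replicate number as a block gave -0.98 (adjusted p = 1.44e-07, same test). Reads from the virus and from the cells' own *Oscar* gene are counted together in these values.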

Compared to Ad-Control-infected chondrocytes, OSCAR overexpression resulted in 1515 DEGs, of which 682 were upregulated and 833 were downregulated. By contrast, compared to Ad-Control-infected chondrocytes, 5-ASA-treated OSCAR-overexpressing chondrocytes had 456 DEGs, of which 184 were upregulated and 272 were downregulated. 

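With the paper's criteria (|log2FC| > 1.5 and an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1529 of the 15362 genes tested were DEGs between Ad-OSCAR and Ad-Control chondrocytes, of which 701 were upregulated and 828 were downregulated. Without a limit on the fold change, 9983 genes had an adjusted p below 0.05. The fit with the replicate number as a block gave 705 upregulated and 829 downregulated DEGs. The filter on low counts moved these numbers most: when only genes with at least 10 counts in every culture were kept, 350 DEGs were upregulated and 555 were downregulated. Without a filter, 966 were upregulated and 1076 were downregulated. Of the 681 upregulated genes listed in Supplementary Data 2, 582 were among the genes tested and 580 were upregulated DEGs here. Of the 832 downregulated genes it lists, 757 were tested and 748 were downregulated DEGs.

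Apart from *Oscar*, the DEGs with the largest fitted rise among those with a mean of at least 1 CPM and no overlap between the groups' values (a share of 10% of genes by chance for 3 cultures against 3) were *Gm49339*, *Trdc*, *Cck* and *Mylk2*. *Gm49339* and *Trdc* had at most 1 count in any Ad-Control culture and were at least 19.2-fold and at least 42.5-fold higher with Ad-OSCAR when 3 counts are taken as the smallest level the depth can show. *Gm49339* lies over *Lilr4b* and *Lilrb4a* on the same strand, so the counting could have divided reads between them. *Cck* rose by 7.59 (standard error 0.21) and *Mylk2* by 6.95 (standard error 0.18) on the log2 scale. *Cck* had 1 to 6 counts with Ad-Control, and its rise lay between 7.11 and 8.99 when each culture was left out in turn. By the same rule, the DEGs with the largest fitted fall were the pseudogene *Itih5l-ps* and the genes *Msmp*, *Magel2*, *Ucma* and *Matn3*. *Itih5l-ps*, *Msmp* and *Magel2* had at most 1 count in any Ad-OSCAR culture and were at least 223-fold, 28.2-fold and 53.8-fold lower than with Ad-Control. *Msmp* overlaps *Rgp1* on the other strand, and the strand setting of the counting is not stated. *Ucma*, which encodes a cartilage matrix-associated protein, fell from 209 ± 18.7 to 0.706 ± 0.150 CPM (SD, n = 3 each), and *Matn3*, which encodes matrilin-3, fell from 48.8 ± 5.09 to 0.266 ± 0.100 CPM (SD, n = 3 each).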

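When the 5-ASA-treated Ad-OSCAR cultures were compared with the Ad-Control cultures by the paper's criteria for 5-ASA (|FC| > 1.5 and an unadjusted p below 0.05 from edgeR), 4592 of the genes tested were DEGs, of which 2241 were upregulated and 2351 were downregulated. A fit with the replicate number as a block gave 2214 and 2343. With all genes that had any count and no filter, the numbers were 2652 and 2745, and with at least 10 counts in every culture they were 1705 and 1915. Across the 9 fits that each left out one culture, between 2164 and 2274 genes were upregulated and between 2327 and 2406 were downregulated.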

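The change with 5-ASA was measured between treated and untreated Ad-OSCAR cultures. In the treated cultures the mean level of *Oscar* was 51.0% of that in the untreated ones, and no Ad-Control culture received 5-ASA. Taken alone, this comparison does not separate an effect of the lower *Oscar* level from other effects of 5-ASA. By the same criteria, 637 genes were DEGs in this comparison, 349 upregulated and 288 downregulated with 5-ASA. When the p was adjusted and no limit was set on the fold change, 2732 genes passed, 1598 upregulated and 1134 downregulated. With both the limit on the fold change and an adjusted p, 247 were upregulated and 170 were downregulated. The block on the replicate number gave 344 and 274 DEGs and 2499 genes by adjusted p. Without a filter on low counts, 499 were upregulated and 514 were downregulated, against 251 and 151 with at least 10 counts in every culture.

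Of the 701 genes upregulated by OSCAR overexpression, 109 (15.5%) were downregulated by 5-ASA, where 13.1 would be expected if the lists of 701 and 288 genes overlapped at random among the 15362 tested (exact one-sided hypergeometric test, p = 5.76e-72). Of the 828 genes downregulated by OSCAR overexpression, 132 (15.9%) were upregulated by 5-ASA, where 18.8 would be expected (exact one-sided hypergeometric test, p = 5.96e-78). This test takes the lists as independent, whereas the untreated Ad-OSCAR cultures entered both comparisons. With the replicate number as a block the overlaps were 105 and 129 genes. In the opposite sense, 13 genes upregulated by OSCAR overexpression rose further with 5-ASA, where 15.9 would be expected at random (p = 0.811, the same exact test), and 33 downregulated genes fell further, where 15.5 would be expected (p = 3.54e-05, the same exact test). With an adjusted p in place of the unadjusted one for 5-ASA, the overlaps were 79 and 99 genes.

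The DEGs with the largest fitted rise with 5-ASA among those with a mean of at least 1 CPM and no overlap between the groups were *Fgfr4*, *Cyb5r2*, *Slc7a3*, *Cd83* and *Rab39b*. *Fgfr4* had 0 to 2 counts in the untreated and 4 to 8 in the treated Ad-OSCAR cultures, at least 1.93-fold higher, so its place among these genes is not known. *Cyb5r2*, which overlaps *Ppfibp2* on the other strand, rose by 1.86 on the log2 scale (standard error 0.25). *Cd83* rose from 1.44 ± 0.503 to 4.47 ± 0.163 CPM (SD, n = 3 each) and was also upregulated by OSCAR overexpression. Those with the largest fitted fall were *Gm12481*, *Mmp10*, *Abcg1*, *Cd72* and *Rasgrf2*. *Gm12481*, a processed pseudogene that overlaps *Fam221b* on the other strand, had counts that ran from 4 to 80 in the untreated cultures and from 0 to 3 in the treated ones. *Cd72*, which overlaps *Tesk1* on the other strand, fell by 1.48 (standard error 0.32). *Abcg1*, which encodes a cholesterol transporter, rose by 2.59 on the log2 scale with Ad-OSCAR and fell by 1.61 with 5-ASA (standard error 0.15, adjusted p = 7.35e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).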

Importantly, 5-ASA downregulated 82 of the 682 DEGs (12%) that were upregulated by OSCAR overexpression and upregulated 118 of the 833 DEGs (14%) that were downregulated by OSCAR overexpression. These DEGs were termed Flip-DEGs because 5-ASA reversed (flipped) the effect of OSCAR overexpression (Supplementary Data 2). 

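For each OSCAR DEG, the part of the change that 5-ASA took back was computed as the log2 fold change of treated against untreated Ad-OSCAR cells, with its sign turned, as a percent of the log2 fold change of Ad-OSCAR against Ad-Control. The median over the 1529 OSCAR DEGs was 7.83%, against 7.26%, 7.34% and 7.28% for the treated cultures taken one at a time on log2 CPM with a prior count of 2 (SD 0.0413). At least 50% of the change was taken back in 57 genes (3.73%), and 67.7% of the DEGs moved against the OSCAR direction by any amount. The block on the replicate number gave a median of 7.97%. Noise in the untreated Ad-OSCAR cultures enters both fold changes with opposite signs, so the median was also computed with separate Ad-OSCAR cultures for the 2 comparisons, and it was then between 6.03% and 7.28% over the 6 ways to divide them, each of which leaves 1 culture to one of the comparisons. Of the Flip genes listed in Supplementary Data 2 that could be tested here, all 75 catabolic and all 115 anabolic genes moved in the listed direction, with median log2 fold changes for 5-ASA of -0.92 and 0.89, and 75 and 113 of them were called by the same criteria. The authors selected these genes for that direction in the same cultures, so this is not an independent test.

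**Figure D1:**
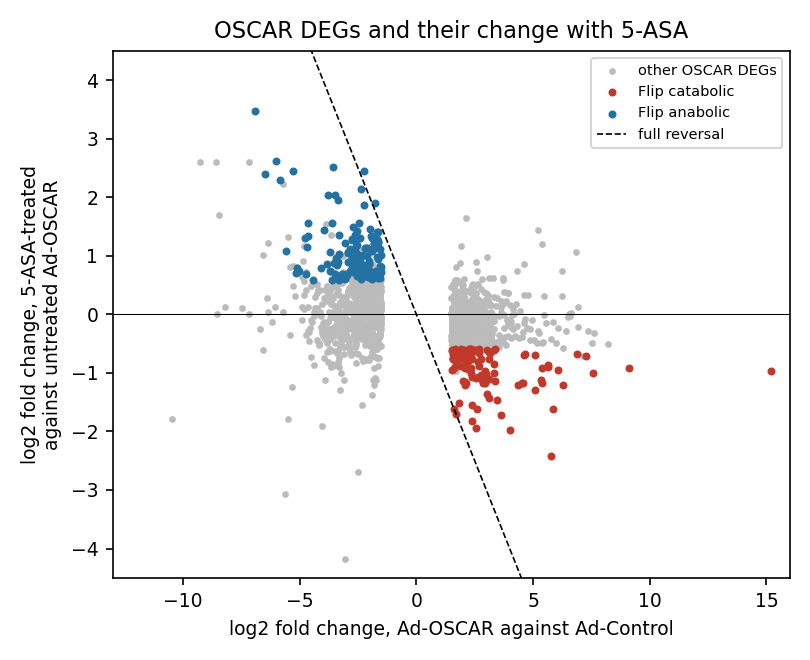
Log2 fold change of 5-ASA-treated against untreated Ad-OSCAR chondrocytes (y axis) against log2 fold change of Ad-OSCAR against Ad-Control chondrocytes (x axis) for the 1529 OSCAR DEGs, one point per gene. The 109 genes that rose with OSCAR and fell with 5-ASA are red, the 132 that fell with OSCAR and rose with 5-ASA are blue, the others are grey, and the dashed line marks full reversal. The points of 57 genes show a return of at least 50%.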

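Among the genes of the matrix metalloproteinase (MMP) family, 5 were upregulated by OSCAR overexpression past the criteria, namely *Mmp3*, *Mmp9*, *Mmp10*, *Mmp12* and *Mmp25*. Of these, 2 (*Mmp10* and *Mmp12*) were downregulated by 5-ASA past the criteria. Of the ADAMTS family of proteases, *Adamts4* and *Adamts7* were upregulated by OSCAR overexpression, and neither was downregulated by 5-ASA past the criteria, which use the unadjusted p. Without a filter on low counts 1 gene of the family, *Adamts8*, passed the criteria in both comparisons. With at least 10 counts in every culture *Mmp12* did, while *Mmp10*, with as few as 5 counts in an Ad-Control culture, was left out by that filter. Without Ad-OSCAR culture 1, *Mmp1b* passed as well as *Mmp10* and *Mmp12*. The names of family members other than *Mmp3*, *Mmp9* and *Mmp10* were chosen after their values were seen. *Mmp10* (ENSMUSG00000047562.3), which encodes stromelysin-2, lies on chromosome 9 of GRCm38 from 7502352 to 7510240. Its level was 0.452 ± 0.233 CPM with Ad-Control, 26.8 ± 2.97 with Ad-OSCAR and 8.74 ± 0.653 with Ad-OSCAR and 5-ASA (SD, n = 3 each). The log2 fold change with 5-ASA was -1.62 (standard error 0.10, adjusted p = 1.34e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -1.70 and -1.55 when each culture was left out in turn.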

Since Ad-OSCAR overexpression in murine knees induced cartilage destruction and OA-like disease and 5-ASA repressed that, we, therefore, designated the DEGs that were upregulated by OSCAR overexpression but then downregulated by 5-ASA as Flip^catabolic^-DEGs because these genes could potentially promote cartilage destruction/OA: indeed, these DEGs included MMPs and ADAMTSs. Similarly, the DEGs that were downregulated by OSCAR overexpression but then upregulated by 5-ASA were designated Flip^anabolic^-DEGs because these genes could potentially inhibit cartilage destruction/OA: indeed, these DEGs included collagen-II, ACAN, and the cartilage-anabolism marker SOX9 (Fig. 2a, b; Supplementary Data 2).

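The collagen genes among those downregulated by OSCAR overexpression and upregulated by 5-ASA past the criteria were *Col14a1*, *Col1a2* and *Col26a1*, and 1 protease gene, *Mmp23*, was in the same group. *Col2a1* (ENSMUSG00000022483.17; chromosome 15 of GRCm38 from 97975602 to 98004695), which encodes collagen-II, fell from 33857 ± 2575 to 2159 ± 183 CPM with Ad-OSCAR and was 2624 ± 223 with 5-ASA (SD, n = 3 each). Its log2 fold change with 5-ASA was 0.28 (standard error 0.06, adjusted p = 0.00477 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which took back 7.10% of a fall of -3.97. *Acan* (ENSMUSG00000030607.7; chromosome 7 from 79053483 to 79115099), which encodes the main proteoglycan of cartilage, went from 2321 ± 146 to 27.9 ± 1.39 and then 33.7 ± 2.21 CPM (SD, n = 3 each), and its log2 fold change with 5-ASA was 0.27 (standard error 0.06, adjusted p = 0.00496, same test), or 4.24% of the change with OSCAR. *Sox9* (ENSMUSG00000000567.5; chromosome 11 from 112782224 to 112787760) went from 318 ± 28.5 to 38.1 ± 4.06 and then 45.0 ± 2.33 CPM (SD, n = 3 each). Its log2 fold change with 5-ASA was 0.24 (standard error 0.08, adjusted p = 0.0414, same test), or 7.80% of the change with OSCAR. All 3 genes rose with 5-ASA by less than the 1.5-fold limit of the criteria. With the replicate number as a block, the adjusted p from edgeR with Benjamini-Hochberg adjustment was 0.00341 for *Col2a1*, 0.00805 for *Acan* and 0.0509 for *Sox9*, and that of *Sox9* lay between 0.00116 and 0.212 over 16 alternatives.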

**Fig. 2:**
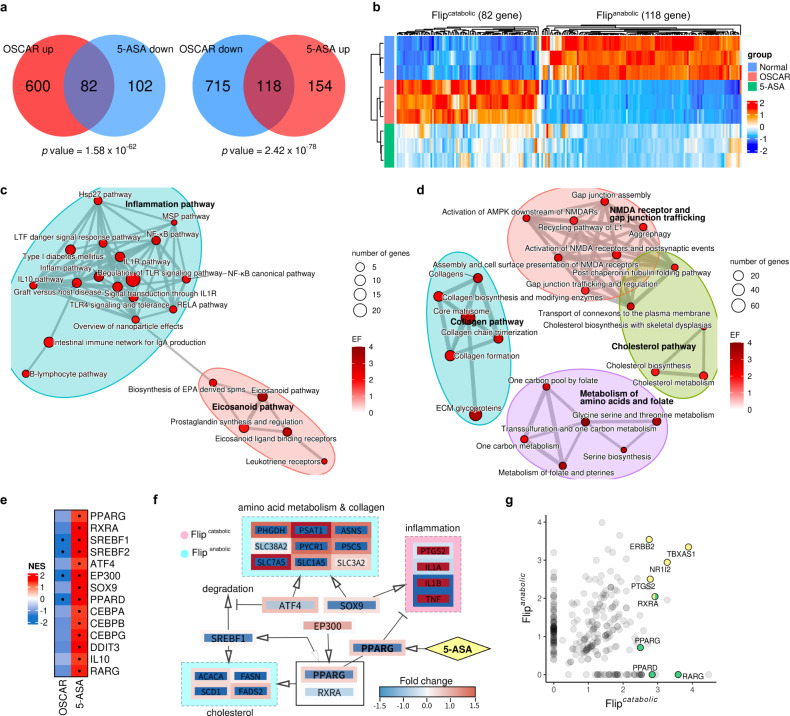
5-ASA ameliorates OA by regulating the transcriptomic changes induced by OSCAR. **a** Identification of DEGs in Ad-OSCAR-infected chondrocytes relative to Ad-Control-infected chondrocytes and the effect of 5-ASA treatment on these DEGs. Chondrocytes infected with Ad-OSCAR were treated with or without 10 μM 5-ASA. Chondrocytes infected with Ad-Control were not treated with 5-ASA. The total RNAs were subjected to RNA-seq analysis. The 82 genes that were upregulated by OSCAR overexpression but then downregulated by 5-ASA are denoted as Flip^Up-Down^ DEGs. The 118 genes that were downregulated by OSCAR overexpression but then upregulated by 5-ASA were designated Flip^Down-Up^ DEGs. **b** Heatmap of the Flip^Up-Down^ and the Flip^Down-Up^ genes. **c**, **d** Network of the pathways that are inversely regulated (‘Flip’) by OSCAR and 5-ASA. The pathways are connected by significantly overlapping genes. Flip^catabolic^ pathways are shown (**c**) and Flip^anabolic^ pathways (**d**). Pathways are grouped with K-means clustering. **e** Identification of the TF genes that operate downstream of the ‘Flip’ pathways (FlipTFs) in OSCAR-overexpressed and 5-ASA-treated chondrocytes. The normalized enrichment score (NES) for these TFs is shown. **f** Inferred regulatory network between the FlipTFs and the Flip pathway genes. Genes are colored according to fold change of OSCAR (center) and 5-ASA (border). The networks were visualized by Cytoscape v.3.8 software. **g** Identification of the 5-ASA-associated FlipDEGs and FlipTFs that are also strongly regulated by other FDA-approved drugs. The CMap database was searched for drugs that strongly altered the Flip^catabolic^ and Flip^anabolic^ DEGs in the same direction as 5-ASA. The Flip^Up-Down^ and Flip^Down-Up^ genes/TFs were then graphed on the x- and y-axis, respectively. The FlipDEGs (yellow) and FlipTFs listed in **e** (green) that are significantly enriched drug targets are highlighted. A hypergeometric test was used to conduct an enrichment analysis, assessing the extent of overlap between the two groups across the common gene space (**a**).

Moreover, pathway analysis showed that known cartilage catabolism and anabolism pathways in OSCAR-overexpressing chondrocytes were altered by 5-ASA treatment. 

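The gene sets that the paper took from pathway databases were not used here, and lists of genes were tested in their place with limma's camera test, which asks whether the genes of a set moved together more than the other genes. The p was adjusted by the Benjamini-Hochberg method over 10 such tests, for 5 lists in both comparisons. The eicosanoid list holds the genes drawn in Supplementary Fig. 4a, of which 20 of 24 could be tested. The paper drew that figure from these same cultures, and its legend describes part of it as changed by OSCAR and reversed by 5-ASA. The tests of this list are therefore not fully independent of the data that shaped the drawing. With OSCAR overexpression 18 rose and 2 fell, with a median log2 fold change of 1.11 (adjusted p = 1.32e-05, camera). With 5-ASA 8 rose and 12 fell, with a median of -0.09 (adjusted p = 0.132, camera). The inflammation list holds genes of interleukin-1, Toll-like receptor, TNF and NF-κB signaling and cytokines, of which 32 of 36 could be tested. With OSCAR overexpression 26 rose and 6 fell, with a median of 0.53 (adjusted p = 1.32e-05, camera). With 5-ASA 9 rose and 23 fell, with a median of -0.05 (adjusted p = 0.0724, camera), and over the alternatives the adjusted p lay between 0.0233 and 0.102. In each of these tests the median had the same sign in all 3 cultures of the first group. The replicate block left the medians for 5-ASA at -0.09 and -0.05 (adjusted p = 0.165 and 0.0665, camera).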

Specifically, the Flip^catabolic^ pathways included the inflammation and eicosanoid-related pathways (Fig. 2c). 

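*Ptgs2* (ENSMUSG00000032487.8) lies on chromosome 1 of GRCm38 from 150100031 to 150108227. Its level was 53.6 ± 6.89 CPM with Ad-Control, 1977 ± 142 with Ad-OSCAR and 1617 ± 30.7 with Ad-OSCAR and 5-ASA (SD, n = 3 each). The log2 fold change was 5.20 with OSCAR overexpression (standard error 0.08, adjusted p = 3.55e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.29 with 5-ASA (standard error 0.07, adjusted p = 0.00417, same test). When each culture was left out in turn, the change with 5-ASA stayed between -0.34 and -0.24, which is a fall smaller than 1.5-fold. With the replicate number as a block it was -0.29 (adjusted p = 0.00445, same test).

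*Alox5* (ENSMUSG00000025701.12; chromosome 6 from 116410077 to 116461178) was read at a low depth, with 4 counts in every Ad-Control culture, 23 to 45 in the Ad-OSCAR cultures and 13 to 23 in the treated ones. Its log2 fold change was 2.83 with OSCAR overexpression (standard error 0.43, adjusted p = 1.41e-05, edgeR with Benjamini-Hochberg adjustment) and -1.12 with 5-ASA (standard error 0.33, adjusted p = 0.0237, same test). Over 15 alternatives the adjusted p for 5-ASA ranged from 0.0047 to 0.126 and was below 0.05 in 9, the replicate block among them with 0.0443. By the paper's criteria, which use the unadjusted p for 5-ASA, *Alox5* was upregulated by OSCAR overexpression and downregulated by 5-ASA here and in all 15 alternatives, and Supplementary Data 2 lists it among the Flip catabolic genes.

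Downstream of these enzymes, *Ptges*, which encodes prostaglandin E synthase, rose by 3.04 on the log2 scale with OSCAR overexpression and fell by 0.24 with 5-ASA (standard error 0.04, adjusted p = 0.00108, edgeR with Benjamini-Hochberg adjustment). The leukotriene B4 receptor gene *Ltb4r2* had 39 to 49 counts in the untreated and 23 to 29 in the treated Ad-OSCAR cultures. It fell by 0.69 with 5-ASA (standard error 0.25), past the criteria by its unadjusted p, with an adjusted p = 0.065 (0.0968 under the replicate block) from edgeR with Benjamini-Hochberg adjustment. *Ltb4r2* passed the criteria in both comparisons in 13 fits, the main one and the replicate block among them. It did not with DESeq2 on all cultures, without Ad-OSCAR culture 3 or without treated culture 2. *Ltb4r1* had 11 to 17 counts in the Ad-OSCAR cultures and 7 to 12 in the treated ones, and its fall of -0.59 was not past the threshold (standard error 0.38, adjusted p = 0.323, edgeR with Benjamini-Hochberg adjustment). *Alox5ap* had between 1 and 13 counts in any culture and no change was detectable at this depth in either comparison. *Ltc4s* had 0 or 1 count in every culture and could not be tested.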

In particular, the Flip^catabolic^ genes in the eicosanoid-related pathway included prostaglandin-endoperoxide synthase 2 (*Ptgs2*, which encodes cyclooxygenase [COX]−2), arachidonate 5-lipoxygenase (*Alox5*, which encodes LOX-5), and their downstream genes (e.g., *Ptges*, *Alox5ap*, *Ltc4s*, *Ltb4r1*, and *Ltb4r2*) (Supplementary Fig. 4a). Moreover, the Flip^anabolic^ pathways included those that relate to collagen, NMDA-receptor and gap-junction trafficking, cholesterol-metabolism, and folate/amino-acid metabolism (Fig. 2d). 

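Lists of genes stood in for 3 of these pathways, tested with limma's camera test and adjusted by the Benjamini-Hochberg method over the same 10 tests. The 21 genes of sterol synthesis and the LDL receptor all fell with OSCAR overexpression, with a median log2 fold change of -1.19 (adjusted p = 8.12e-11, camera), and 20 of them rose with 5-ASA, with a median of 0.42 (adjusted p = 2.56e-14, camera). Of these genes, 19 rose by the test of single genes with 5-ASA, while 2 passed the criteria for Flip genes. Of the 40 collagen genes tested, 24 fell with OSCAR overexpression (median -0.63, adjusted p = 0.0111, camera) and 29 rose with 5-ASA (median 0.14, adjusted p = 4.99e-05, camera). Of the 24 genes of serine, glycine and one-carbon metabolism, 18 fell with OSCAR overexpression (median -0.72, adjusted p = 0.000188, camera) and 16 rose with 5-ASA (median 0.08, adjusted p = 0.000181, camera). In each of these tests the median had the same sign in all 3 cultures of the first group. Under the replicate block, the medians with 5-ASA were 0.417 for the sterol, 0.142 for the collagen and 0.0785 for the serine list (adjusted p = 1.89e-13, 3.8e-05 and 0.000221, camera). NMDA-receptor and gap-junction trafficking were not analysed here.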

Several of the latter are known to relate to cartilage-regeneration processes, including collagen production^22^ and glycine/serine metabolism, which is required for the biosynthesis of ECM collagen and glycoprotein^23^. These transcriptomic changes, together with the in vitro chondrocyte, induced docking, and Ad-OSCAR-injection data, support the notion that 5-ASA may exert chondroprotective effects by altering the COL^pep^-stimulated signaling of OSCAR on chondrocytes.

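Over the genes that the paper names for these data, 64 in all, 56 had enough counts to be tested. With OSCAR overexpression, 52 of them had an adjusted p below 0.05, 27 upregulated and 25 downregulated. With 5-ASA, 29 did when the p was adjusted over all genes tested, 22 upregulated and 7 downregulated, and 36 did when it was adjusted over the 56 genes alone. The paper names part of these genes from its own calls on the same cultures. The block on the replicate number made 80 such calls over both comparisons, against 81 without it. From the pathways that OSCAR overexpression and 5-ASA moved in opposite directions, together with its in vitro, docking and injection experiments, the paper proposes that 5-ASA protects chondrocytes by altering the signaling of OSCAR that COL pep stimulates.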

To assess the changes further, we identified the 14 transcription factors (TFs) whose expression was most strongly altered by 5-ASA treatment (Fig. 2e) and then conducted network analysis (Fig. 2f). This suggested that PPARγ-encoded PPARG may play an important role in the effect of 5-ASA on chondrocytes. It was downregulated by OSCAR overexpression but this was flipped by 5-ASA. This is consistent with studies showing that 5-ASA upregulates PPARγ in epithelial cells^24^. 

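Fig. 2e scores these TFs by the genes downstream of them, and the TF targets used for it were not analysed here. The expression of the TF genes themselves was tested for 13 of the 14, since *Il10* had 0 or 1 count in every culture. With 5-ASA, 4 TF genes were upregulated and 1 was downregulated at an adjusted p below 0.05. The largest changes were in *Atf4*, *Cebpa*, *Pparg* and *Srebf2*, in this order. *Cebpa* rose by 1.24 on the log2 scale with OSCAR overexpression and fell by 0.40 with 5-ASA (standard error 0.09, adjusted p = 0.00385, edgeR with Benjamini-Hochberg adjustment). *Srebf2*, which overlaps *Gm49502* on the same strand, fell by 0.85 and then rose by 0.37 (standard error 0.06, adjusted p = 0.000147, same test), which took back 43.2% of the change. *Cebpg* showed no detectable change with OSCAR overexpression (adjusted p = 0.463, same test) and rose by 0.33 with 5-ASA (standard error 0.05, adjusted p = 0.000163, same test). In the fit with the replicate block, the adjusted p for 5-ASA was 0.00653 for *Cebpa*, 0.000544 for *Srebf2* and 0.00059 for *Cebpg* (edgeR with Benjamini-Hochberg adjustment). It was 0.0509 (same test) for *Sox9*, 1 of the 4 upregulated TF genes, which was therefore not below 0.05 under the block.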

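*Pparg* (ENSMUSG00000000440.12) lies on chromosome 6 of GRCm38 from 115360951 to 115490399. It had 96 to 100 counts in the Ad-Control cultures, 60 to 73 in the Ad-OSCAR cultures and 70 to 93 in the 5-ASA-treated cultures, which is 4.62 ± 0.568, 2.48 ± 0.0252 and 3.21 ± 0.410 CPM (SD, n = 3 each). The log2 fold change with OSCAR overexpression was -0.89 (standard error 0.15, adjusted p = 4.28e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 5-ASA it was 0.37 (standard error 0.15), with an adjusted p = 0.106 from the same test over all genes and 0.0415 over the 56 named genes alone. The change with 5-ASA stayed between 0.29 and 0.47 when each culture was left out in turn and was 0.37 with the replicate number as a block (adjusted p = 0.134, same test). Its adjusted p over all genes lay between 0.0617 and 0.332 in the 16 alternatives. Neither change reached the limit on the fold change that the criteria set.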

Other important TFs may be EP300, which is a co-activator of PPARγ^25^; SOX9, which is a cartilage-anabolism marker in OA^26^; SREBF1, which mediates cholesterol metabolism^27^, which is one of the 5-ASA-regulated pathways (Fig. 2); ATF4, which promotes SREBF1 by inhibiting its degradation^28^ and may upregulate collagen synthesis^29^ and amino-acid metabolism^30^; and RXRA, which heterodimerizes with PPARγ and may thereby regulate lipid/cholesterol metabolism^31^.

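*Atf4* fell by 0.26 on the log2 scale with OSCAR overexpression (standard error 0.05) and rose by 0.47 with 5-ASA (standard error 0.05, adjusted p = 5.23e-06, edgeR with Benjamini-Hochberg adjustment), to 438 ± 26.8 CPM against 378 ± 8.00 with Ad-Control (SD, n = 3 each). The replicate block gave an adjusted p of 3.88e-06 (same test) for *Atf4*. *Srebf1*, which overlaps *Rai1* on the other strand in a counting whose strand setting is not stated, fell by 1.09 with OSCAR overexpression (standard error 0.07) and its change of 0.07 with 5-ASA was not past the threshold (adjusted p = 0.589, edgeR with Benjamini-Hochberg adjustment). *Ep300* rose by 0.39 with OSCAR overexpression, and 5-ASA changed it by -0.05 (standard error 0.05, adjusted p = 0.524, edgeR with Benjamini-Hochberg adjustment). *Rxra* fell by 0.20 with OSCAR overexpression, and 5-ASA changed it by -0.05 (standard error 0.06, adjusted p = 0.665, edgeR with Benjamini-Hochberg adjustment), a change that turned to 0.02 when treated culture 2 was left out.

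Of the 17 genes drawn beside the TFs in Fig. 2f, 15 could be tested, and 12 were upregulated and 2 downregulated by 5-ASA at an adjusted p below 0.05. Among these, the upregulated *Slc38a2* was below 0.05 in 7 of 16 alternatives and the downregulated *Il1a* in 8 of 15. Under the replicate block their adjusted p was 0.0585 and 0.0476 (edgeR with Benjamini-Hochberg adjustment). Past the criteria, *Psat1*, *Slc7a5*, *Phgdh*, *Pycr1* and *Slc1a5* were downregulated by OSCAR overexpression and upregulated by 5-ASA. *Psat1* and *Phgdh* encode enzymes of serine synthesis, and 5-ASA took back 73.4% and 71.6% of their change. *Slc7a5*, an amino acid transporter gene that overlaps *Gm20388* on the other strand, regained 83.7%, *Slc1a5* 49.0% and *Pycr1* 40.1%. *Asns*, which encodes asparagine synthetase, regained 105% of a fall of -0.97. Among the genes of fatty acid synthesis, *Fads2* rose by 0.46, *Scd1* by 0.29 and *Acaca* by 0.28 with 5-ASA, while the rise of *Fasn* by 0.14 was not past the threshold (adjusted p = 0.155, edgeR with Benjamini-Hochberg adjustment). *Tnf* had 8 to 15 counts in the untreated and 2 to 3 in the treated Ad-OSCAR cultures and *Il1b* had at most 7 in any culture, so neither was tested. In 10 alternatives, DESeq2 and the fit without a filter among them, *Tnf* passed the criteria as upregulated by OSCAR overexpression and downregulated by 5-ASA.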

To further determine which FlipDEGs and FlipTFs could be particularly important 5-ASA targets in OA, we asked whether the 5-ASA-altered DEGs demonstrated similar expression patterns in response to other known drugs/compounds. For this, we conducted in silico analysis with Connectivity Map (CMap), a large dataset comprising the transcriptomes of >20 K drugs/compounds that have been used extensively for drug repurposing and mode-of-action analyses^32^. This analysis indicated how closely the 5-ASA-induced Flip-DEG profile resembled the DEG profiles induced by each of the >20 K drugs/compounds. We then took the top 10% of the most similar CMap profiles and listed the most enriched targets (see Methods for details). This revealed eight putative 5-ASA targets. Three have already been noted in the analyses above, namely, PTGS2/COX-2, RXRA, and PPARG. The other five predicted targets were ERBB2, TBXAS1, NR1I2, PPARD, and RARG (Fig. 2g): these were also in the Flip^catabolic^ and Flip^anabolic^ gene sets (Supplementary Data 2), and two (PPARD and RARG) were in the 14 TFs that we found were most strongly altered by 5-ASA treatment (Fig. 2e). Moreover, Zhu et al.^33^ showed that an RXR agonist can suppress OA and that this relies on activation of PPARγ. In addition, like PTGS2/COX-2, TBXAS1 is also a key enzyme in the eicosanoid pathway (Supplementary Fig. 4a, b).

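The drug profiles of CMap were not analysed here, and the values are those of the genes in the chondrocytes. *Erbb2*, which overlaps *Mien1* on the other strand, fell by 0.47 on the log2 scale with OSCAR overexpression (standard error 0.06) and rose by 0.15 with 5-ASA (standard error 0.06, adjusted p = 0.0907, edgeR with Benjamini-Hochberg adjustment). *Ppard* did not change detectably with OSCAR overexpression (log2 fold change 0.10, standard error 0.07, adjusted p = 0.247, same test), and its change with 5-ASA was -0.18 (standard error 0.07, adjusted p = 0.0971, same test). *Rarg* fell by 0.52 with OSCAR overexpression (standard error 0.05), and its change of 0.07 with 5-ASA was not past the threshold (adjusted p = 0.381, same test). *Tbxas1* had 2 to 5 counts with Ad-Control, 2 to 13 with Ad-OSCAR and 4 to 7 with Ad-OSCAR and 5-ASA, and *Nr1i2* had at most 2 counts in any culture, so that no change could be detected at this depth. *Tbxas1* overlaps *Hipk2* on the other strand. With the block on replicates, the adjusted p for 5-ASA was 0.118 for *Erbb2*, 0.067 for *Ppard* and 0.411 for *Rarg* (edgeR with Benjamini-Hochberg adjustment). Of the 8 genes in this list, which also holds *Ptgs2*, *Pparg* and *Rxra*, 1 was an OSCAR DEG by the criteria (*Ptgs2*) and 1 had an adjusted p below 0.05 for 5-ASA (the same gene).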

### PPARγ signaling in chondrocytes may mediate the cartilage-protective effects of 5-ASA

Of the DEGs/TFs that we identified, *Ptgs2/*COX-2, *Alox5/*LOX-5, and *Pparg*/PPARγ were most strongly regulated by OSCAR overexpression in chondrocytes, and these effects were vigorously reversed by 5-ASA. Thus, by downregulating PPARγ, OSCAR may upregulate COX-2 and LOX-5. These then promote inflammation because they are key arachidonic-acid metabolizers and convert it into inflammatory eicosanoids, namely, the prostaglandins (PGs), thromboxanes, leukotrienes (LTs), and lipoxins^34,35^. 

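Ranked by the size of the log2 fold change with OSCAR overexpression, *Ptgs2* was the first and *Alox5* the fifth of the 20 eicosanoid genes tested, and *Pparg* was the fourth of the 13 TF genes, of which *Sox9* was the first. The place of *Alox5* counts the fitted value of *Ptger3* ahead of it, which rests on a group at or under 3 counts. Ranked by the change with 5-ASA, *Alox5* was the first and *Ptgs2* the fifth of the eicosanoid genes, and *Pparg* was the third of the TF genes. On the log2 scale, 5-ASA took back 5.59% of the change with OSCAR overexpression in *Ptgs2*, 39.4% in *Alox5* and 41.8% in *Pparg*. A percent of a log2 fold change is not a percent of the level. By the same measure 5-ASA took back 6.39% in *Oscar*, whose treated mean was 51.0% of the untreated mean. Between treated and untreated Ad-OSCAR cultures, the values did not overlap for *Ptgs2* and *Pparg* and overlapped for *Alox5*. With 3 cultures against 3 an exact permutation test cannot go below 0.1, so the single genes rest on the test that shares its estimate of the spread across genes.

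**Figure D2:**
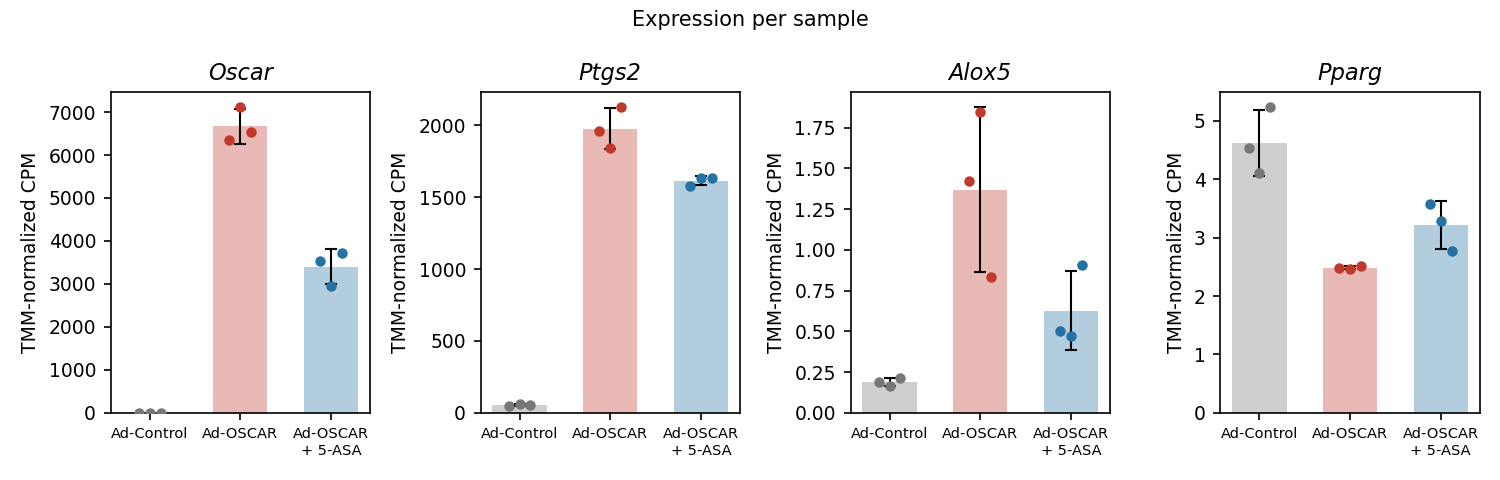
Normalized CPM of *Oscar*, *Ptgs2*, *Alox5* and *Pparg* (y axes, one panel per gene) in Ad-Control, Ad-OSCAR and 5-ASA-treated Ad-OSCAR chondrocytes (x axis). Points are the 3 cultures of each group, bars are means and error bars are SDs, and the mean of *Ptgs2* was 53.6, 1977 and 1617 CPM in the 3 groups.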

COX exists as COX-1 and COX-2 isoforms. The latter produces PGE2, which drives smooth muscle contraction, pain, fever, and vasodilation. Notably, specific COX-2 inhibitors have been used to treat OA and rheumatoid arthritis (RA) with a low risk of adverse gastrointestinal effects^36^. Of the six LOX genes, LOX-5 produces LT^37^, which activates leukocytes. Notably, LTB4 plays an essential role in RA-associated pain and bone damage^38^.

Since elucidating the molecular mechanisms by which 5-ASA protects cartilage could reveal therapeutic targets, we focused further on COX-2 and LOX-5 as either markers of the eicosanoid pathway or true targets. In either case, exploring the link between OSCAR, PPARγ, COX-2, and LOX-5 could help illuminate the key role of PPARγ in OA pathogenesis. Thus, we asked whether OSCAR binding to collagen-II affected the eicosanoid pathway in chondrocytes. Indeed, IL-1β+COL^pep^-treated Ad-OSCAR-infected chondrocytes demonstrated *Ptgs2*/COX-2 and LOX-5 protein/mRNA upregulation. Inducible nitric oxide synthase (iNOS), which produces the key inflammatory mediator nitric oxide^39^, was also upregulated. Significantly, 5-ASA treatment inhibited all these effects (Fig. 3a, b). Immunofluorescence staining confirmed that IL-1β+COL^pep^ upregulated *Ptgs2*/COX-2, and 5-ASA suppressed this effect (Fig. 3c, d). As expected, these changes also affected chondrocyte PGE2 and LTB4 expression: IL-1β+COL^pep^ elevated the secretion of both mediators into the supernatant, and 5-ASA suppressed this (Fig. 3e). We then confirmed that 5-ASA downregulated *Ptgs2*/COX-2 expression via OSCAR by infecting chondrocytes with Ad-Ptgs2 and then treating them with IL-1β+COL^pep^ with or without 5-ASA: 5-ASA significantly reduced the overexpression of *Ptgs2*/COX-2. This was not observed when IL-1β+COL^pep^ was not present, which indicates that 5-ASA suppressed *Ptgs2*/COX-2 expression via OSCAR (Supplementary Fig. 5a, b). The gain-of-function experiments conducted with COX2 via Ad-Ptgs2 revealed that the overactivation of the eicosanoid pathway results in an opposing effect when compared to the impact of 5-ASA. The overexpression of Ptgs2 exhibited a contrasting effect to that of 5-ASA concerning the expression of Flip^catabolic^ DEGs, including well-known markers of cartilage catabolism, such as *Mmp3*, *Mmp9*, *Mmp13*, and *Adamts5* mRNA, in chondrocytes (Supplementary Fig. 5c). The possibility that 5-ASA blocked COL^pep^-induced OSCAR-mediated PGE2 production via *Ptgs2*/COX-2 was confirmed by infecting chondrocytes with Ad-shPtgs2, which silences *Ptgs2*/COX-2: when these cells were stimulated with COL^pep^, they were unable to produce PGE2, as expected, and 5-ASA treatment had no effect on this (Supplementary Fig. 5d, e). IL-1β+COL^pep^ treatment of primary (uninfected) chondrocytes also elevated COX-2, LOX-5, and iNOS protein/transcripts, and these effects were reversed by 5-ASA (Fig. 3f, g).

**Fig. 3:**
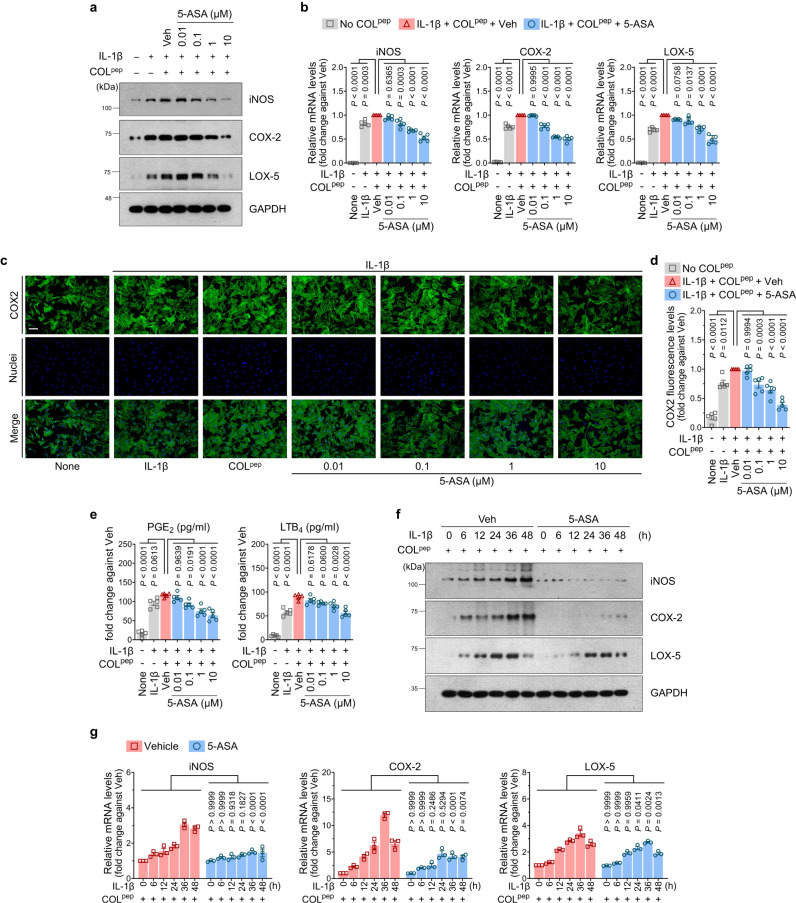
5-ASA inhibits the PPARγ-COX-2 pathway in primary chondrocytes. **a**–**e** Ad-OSCAR-infected mouse chondrocytes were cultured for 48 h on dishes that were coated with 2 µg/ml COL^pep^ or the GPP10 control peptide together with 10 ng/ml IL-1β and either vehicle or the indicated concentration of 5-ASA (n = 5 independent primary chondrocyte cultures). **a** Western blotting with anti-iNOS, -COX-2, and -LOX-5 antibodies. **b** qRT-PCR analysis of iNOS, COX-2, and LOX-5 mRNA. **c**, **d** Immunofluorescence staining of COX-2. **c** COX-2 was stained green (upper boxes), while the nuclei were blue due to DAPI staining (middle boxes). The merged images are shown in the lower boxes. (Scale bar, 50 µm). **d** Quantification of the fluorescence intensity in each group. **e** ELISA analysis of PGE2 and LTB4 concentrations released into the supernatant. **f**, **g** Primary mouse chondrocytes were cultured with 10 ng/ml IL-1β and COL^pep^ and iNOS, COX-2, and LOX-5 immunoblotting (**f**) and qRT-PCR (**g**) were performed (n = 5 independent primary chondrocyte cultures). The data are shown as means ± s.e.m. *P*-values were determined by one-way ANOVA followed by Tukey’s multiple comparisons test (**b**, **d**, **e**) or two-way ANOVA followed by Sidak’s post hoc test (**g**). Source data are provided as Source Data files.

Since PPARγ can inhibit COX-2 expression^40^ and *Ptgs2*/COX-2 expression was strongly suppressed by 5-ASA, we speculated that COL^pep^-stimulated OSCAR promotes *Ptgs2*/COX-2 by downregulating PPARγ and that 5-ASA relieves this suppressive effect by competing with COL^pep^. To test this, IL-1β+COL^pep^-treated primary chondrocytes were incubated with either 5-ASA or the PPARγ-agonist rosiglitazone^41^, and PPARγ expression was measured. As expected, IL-1β+COL^pep^ downregulate PPARγ expression. However, 5-ASA greatly increased it, in fact, even better than rosiglitazone (Fig. 4a). Thus, 5-ASA binding to OSCAR strongly induced PPARγ. Next, we induced chondrocytes to overexpress PPARγ with Ad-Pparg (Fig. 4b), cultured them with IL-1β+COL^pep^ to upregulate OSCAR expression, treated them with 5-ASA, and measured *Ptgs2/*COX-2 expression. While IL-1β+COL^pep^ increased *Ptgs2*/COX-2 expression as expected, overexpressing PPARγ halved that effect, and this was further augmented when 5-ASA was also present (Fig. 4c). Moreover, overexpressing *Pparg* had the same effect as 5-ASA in terms of the Flip^anabolic^ DEGs (and known markers of cartilage anabolism^7,8^) *Rxra*, *Col2a1*, *Acan*, and *Sox9* mRNA expression by the IL-1β+COL^pep^-treated chondrocytes: both treatments increased these mRNA levels (Supplementary Fig. 5f). These results together suggest that (i) when OSCAR expression in chondrocytes is increased by collagen binding, PPARγ is downregulated, which upregulates *Ptgs2*/COX-2 expression and thereby elevates PGE2 secretion and inflammation; and (ii) 5-ASA treatment reverses this pro-inflammatory effect on the PPARγ-COX-2-PGE2 axis.

**Fig. 4:**
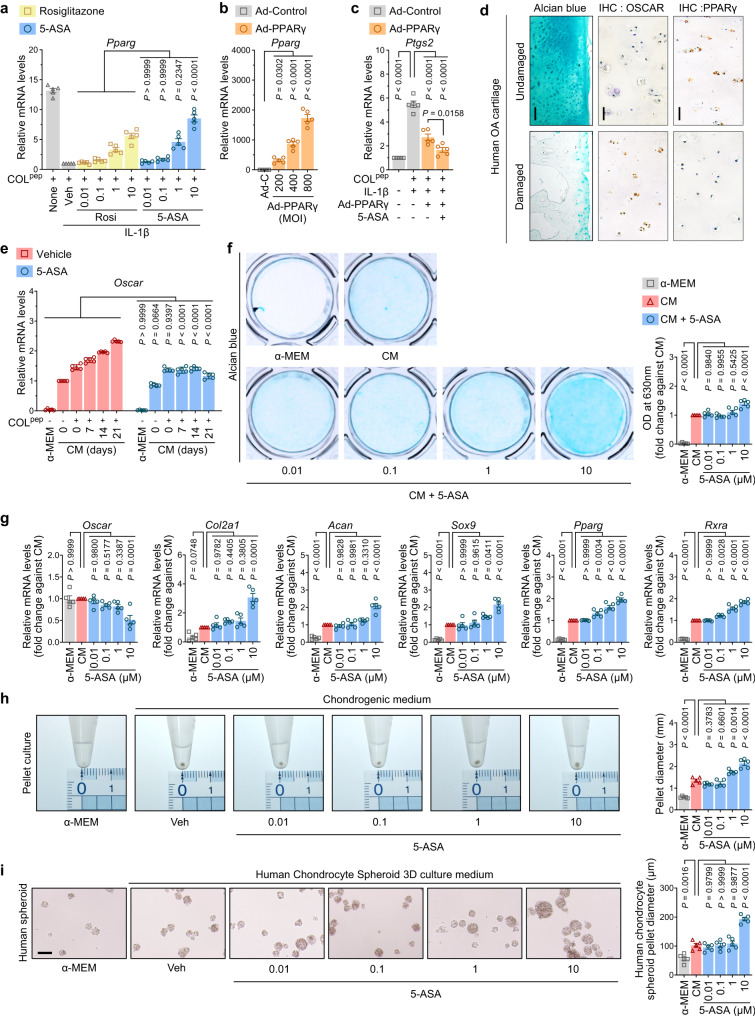
5-ASA enhances PPARγ signaling in chondrocytes and chondrogenesis. **a** Primary chondrocytes were treated without IL-1β or with 10 ng/ml IL-1β and 10 µM 5-ASA or 10 µM rosiglitazone (Rosi), and *Pparg* mRNA was measured with qRT-PCR. **b** Primary chondrocytes were infected with Ad-Control (Ad-C; 800 MOI) or the indicated Ad-PPARγ MOI for 2 h, and *Pparg* mRNA was measured with qRT-PCR. **c** Primary chondrocytes were infected with 800 MOI Ad-PPARγ and then treated with 10 ng/ml IL-1β with or without 5 µM 5-ASA. COX-2/*Ptgs2* mRNA was determined by qRT-PCR (*n* = 5 independent primary cultures in **a**–**c**). **d** Articular cartilage from ten patients obtained during total knee replacement surgery was subjected to Alcian-Blue staining (left) and IHC for OSCAR and PPARγ expression (middle and right, respectively). The damaged and undamaged sections were assessed separately. Representative Alcian blue-stained (scale bar, 100 µm) and IHC (scale bar, 50 µm) images are shown. **e** Murine bone marrow-derived MSCs were cultured in a chondrogenic medium (CM) with or without 5-ASA for 7, 14, and 21 days, and qRT-PCR was conducted to determine *Oscar*. **f**–**g** Bone marrow-derived MSCs were cultured in a chondrogenic medium with or without 5-ASA for 3 weeks, stained with Alcian Blue, and photographed (left, **f**). Alcian-Blue activity was quantified by measuring the absorbance at 630 nm (right, **g**). qRT-PCR was conducted to determine *Oscar*, *Col2a1*, *Acan*, *Pparg*, *Sox9*, and *Rxra* mRNA expression (**g**). **h** Bone marrow-derived MSCs were subjected to pellet culture in e-tubes for 3 weeks with or without 0.01, 0.1, 1, and 10 µM 5-ASA, after which the pellet diameter was measured with a micro ruler (*n* = 5 independent primary cultures in **e**–**h**). **i** Human chondrocytes were subjected to spheroid culture in a 3D microenvironment with or without 0.01, 0.1, 1, and 10 µM 5-ASA for 1 week, and the diameter of the spheroids was measured (*n* = 5 independent cultures in **i**). The data are shown as means ± s.e.m. *P*-values were obtained by one-way ANOVA followed by Tukey’s multiple comparisons test (**b**, **c**, **f**–**i**) or two-way ANOVA followed by Sidak’s post hoc test (**a**, **e**). Exact *P*-values were provided in the Source Data file.

### 5-ASA stimulates MSC chondrogenesis

The key role of PPARγ in the mode-of-action of 5-ASA in chondrocytes suggested another possibility by which 5-ASA improves OA, namely, it may promote cartilage regeneration. This notion reflects the fact that (i) MSCs from OA patients differentiate into chondrocytes in vitro less well than normal-donor MSCs^42^, and (ii) PPAR-γ promotes human-MSC chondrogenesis in vitro^43^. To test whether 5-ASA promotes chondrogenesis by blocking OSCAR activity, we first asked whether OSCAR could impair MSC chondrogenesis. Thus, the damaged/undamaged articular cartilage areas of ten OA patients who underwent total knee-replacement surgery (Supplementary Data 3) were identified with Alcian-Blue staining (which recognizes cartilage glycosaminoglycans). The damaged/undamaged areas were then subjected to OSCAR and PPARγ immunohistochemistry. Significantly, OSCAR protein was very low in the undamaged cartilage but highly upregulated in the damaged cartilage, whereas PPARγ protein demonstrated the opposite pattern (Fig. 4d). Thus, high OSCAR and low PPARγ expression could potentially be associated with poor cartilage regeneration and MSC activity.

Next, we asked whether 5-ASA treatment promoted murine bone marrow-derived MSC differentiation into glycosaminoglycan-producing chondrocytes. We noted that after 21 days of culture in a chondrogenic medium containing COL^pep^, the differentiating chondrocytes started to express OSCAR. This was suppressed when 5-ASA was also present (Fig. 4e). Notably, 5-ASA also increased chondrogenesis in a dose-dependent manner, as shown by greater Alcian-Blue staining (Fig. 4f). Moreover, this not only associated with decreased *Oscar* transcription, it also associated with increased expression *of Pparg*, the Flip^anabolic^ DEG *Rxra*, and the three markers cartilage-anabolism genes collagen-II/*Col2a1*, *Acan*, and *Sox9*^26^ (Fig. 4g). The expression of the latter indicates that chondrocytes emerging in the presence of 5-ASA are capable of cartilage anabolism. Interestingly, if the bone marrow-derived MSCs were infected with Ad-shPparg before culture in chondrogenic medium containing COL^pep^, 5-ASA could no longer increase cell expression of *Col2a1*, *Acan*, and *Sox9* (Supplementary Fig. 5g). This suggests that (i) PPARγ can induce beneficial cartilage anabolism (as well as antagonize harmful eicosanoid pathway-mediated joint inflammation), and (ii) 5-ASA can promote the production of cartilage-anabolic chondrocytes in a PPARγ-dependent manner.

The pro-chondrogenic effect of 5-ASA was also observed when human chondrocytes underwent pellet or 3-dimensional culture with soluble COL^pep^ with/without 5-ASA: 5-ASA clearly associated with greater pellet diameters (Fig. 4h), chondrocyte cohesion, and healthy growth (Fig. 4i). Thus, OSCAR expression associated with cartilage damage and suppressed PPARγ expression, while 5-ASA promoted MSC chondrogenesis in a manner that relied on increased PPARγ expression. This suggests that 5-ASA could potentially promote cartilage regeneration.

### 5-ASA may prevent cartilage destruction by blocking OSCAR-mediated upregulation of ECM degradation

OA chondrocytes demonstrate upregulation of the ECM-degrading enzymes MMP3, MMP9, MMP13, and ADAMTS5^4,5^, which are crucial effectors of the cartilage destruction in OA^44^, and downregulation of the ECM molecules collagen-II and ACAN^45^. These changes are thought to be caused by the pro-inflammatory molecule IL-1β^4,5^. Notably, our RNA-seq analysis showed that OSCAR overexpression strongly upregulated MMP3, MMP9, MMP13, and ADAMTS5, and downregulated collagen-II, ACAN, and the cartilage-anabolism marker SOX9, and this was powerfully reversed by 5-ASA treatment. This was confirmed by immunoblotting and RT-PCR of primary chondrocytes treated with IL-1β+COL^pep^ or IL-1β alone (Supplementary Fig. 6).

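*Mmp3* (ENSMUSG00000043613.8; chromosome 9 of GRCm38 from 7445822 to 7455975) was 2159 ± 103 CPM with Ad-Control, 11076 ± 310.2 with Ad-OSCAR and 13147 ± 975 with Ad-OSCAR and 5-ASA (SD, n = 3 each). Its log2 fold change was 2.36 with OSCAR overexpression (standard error 0.05) and 0.25 with 5-ASA (standard error 0.05, adjusted p = 0.00125 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mmp9* (chromosome 2 from 164940780 to 164955850) rose by 2.82 with OSCAR overexpression (standard error 0.16) and by a further 0.61 with 5-ASA (standard error 0.10, adjusted p = 0.000404, same test), from 8.36 ± 0.702 to 12.7 ± 1.42 CPM (SD, n = 3 each). *Mmp13* (chromosome 9 from 7272514 to 7283331) rose by 1.21 with OSCAR overexpression (standard error 0.04). Its change with 5-ASA was 0.12 (standard error 0.04, adjusted p = 0.0566, same test) and had an adjusted p below 0.05 in 7 of 16 alternatives, the replicate block among them with 0.0364. *Adamts5* (chromosome 16 from 85856173 to 85901828) rose by 1.27 with OSCAR overexpression and by a further 0.30 with 5-ASA (standard error 0.04, adjusted p = 3.14e-05, same test), to 1425 ± 14.7 from 1158.5 ± 41.0 CPM (SD, n = 3 each). In the block fit, the adjusted p for 5-ASA was 9.29e-05 for *Mmp3*, 0.000727 for *Mmp9* and 0.000114 for *Adamts5* (edgeR with Benjamini-Hochberg adjustment). The log2 fold changes of these 4 genes with 5-ASA were above 0 in every fit that left out one culture. *Col2a1*, *Acan* and *Sox9*, which fell with OSCAR overexpression, each rose with 5-ASA.

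**Figure D3:**
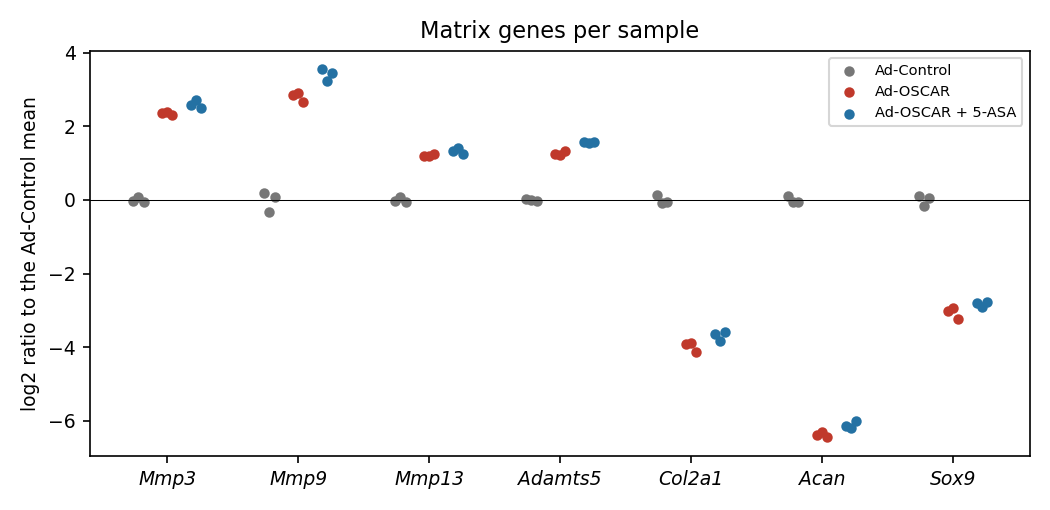
Log2 ratio to the Ad-Control mean (y axis) of *Mmp3*, *Mmp9*, *Mmp13*, *Adamts5*, *Col2a1*, *Acan* and *Sox9* (x axis) in each culture of Ad-Control, Ad-OSCAR and 5-ASA-treated Ad-OSCAR chondrocytes. Each point is one culture, and for all 7 genes the treated cultures lie above the untreated Ad-OSCAR cultures.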

Notably, when IL-1β-stimulated chondrocytes were treated with 5-ASA for up to 30 min, we observed that it had no effect on the strong but transient IL-1β-induced increase in MAPK and NF-κB signaling (Supplementary Fig. 7a, b). This suggests that 5-ASA ameliorates OA by reversing the longer-term OSCAR-associated pro-inflammatory signaling generated by IL-1β rather than by modulating other signaling pathways in OA. Thus, OSCAR may promote cartilage catabolism and inhibit cartilage anabolism, and 5-ASA may reverse this.

### 5-ASA treatment attenuates DMM surgery-induced OA, even when administered well after disease onset

We next asked whether IA injection of 0.5, 1, or 2 mg/kg 5-ASA attenuated DMM surgery-induced OA in mice. Thus, 5-ASA was injected for 8 weeks starting 1 week after surgery and the mice were sacrificed at 9 weeks (Fig. 5a). 5-ASA strongly inhibited articular-cartilage erosion and other pathological signs in the affected knee in a dose-dependent fashion (Fig. 5b, c). This was confirmed by contrast agent-enhanced cartilage 3D micro-computed tomography: 5-ASA markedly inhibited SBP thickening and bone-volume increase (Fig. 5d, e). Thus, local 5-ASA administration significantly reduced trauma-induced articular-cartilage degeneration.

**Fig. 5:**
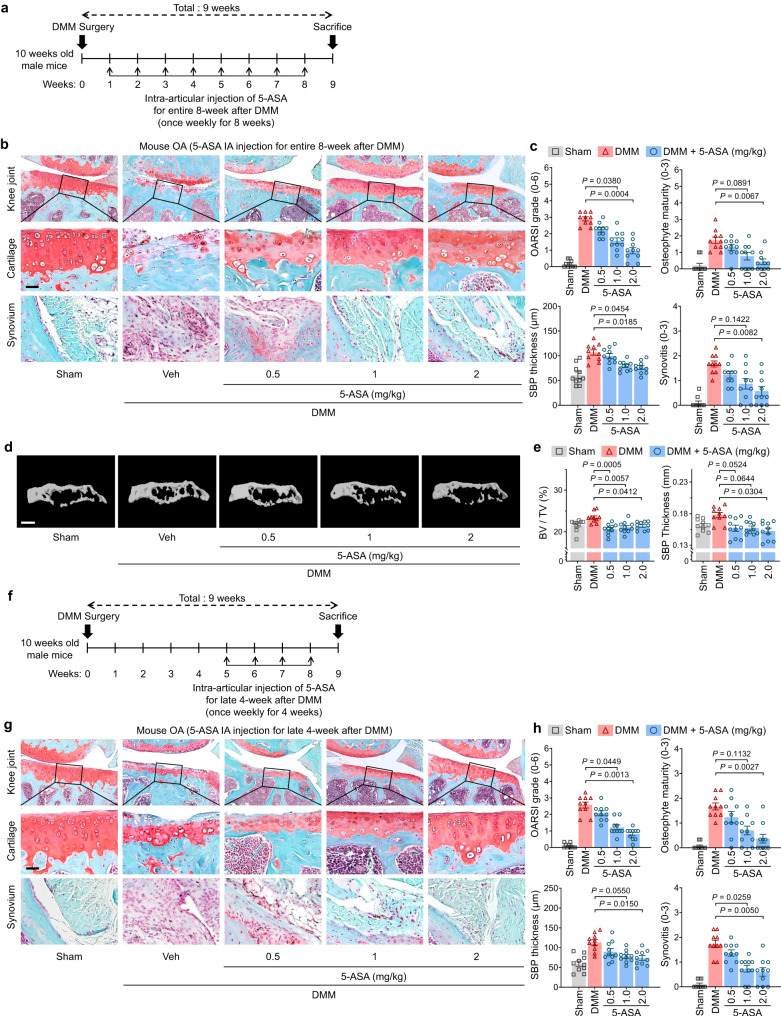
5-ASA attenuates post-traumatic OA. **a**–**c** C57BL/6 J mice were subjected to sham operation or DMM surgery and then IA-injected once per week for the 8-week observation period with vehicle (Veh) or 5-ASA (0.5, 1, or 2 mg/kg) and sacrificed 9 weeks after the operation (*n* = 10 mice per each group) (**a**). **b** Representative Safranin-O staining and fast green counter staining images. Scale bar, 25 µm. **c** Quantitation of the following OA variables: OARSI grade, osteophyte maturity, subchondral bone plate thickness, and synovitis. **d**, **e** Representative reconstructed micro-CT images and quantitative analysis of mouse SBPs 10 weeks after DMM surgery compared to sham controls (**d**). Scale bars, 1000 μm. **e** Quantitation of the SBP variables, namely, SBP thickness and bone volume fraction (BV/TV). *n* = 10 mice per each group. **f**–**h** C57BL/6 J mice were injected as described in (**a**), except the 5-ASA injections started at 5 weeks (**f**). Representative images are shown (**g**). OA variables were quantitated (**h**) as described in (**c**). The OARSI grade, synovitis, and osteophyte maturity data are shown as means ± 95% confidence intervals (CI). Differences between groups were determined with the Kruskal–Wallis test followed by the Mann–Whitney *U* test. Means ± s.e.m. with two-tailed *t*-test for SBP thickness. Exact *P* values can be found in the accompanying Source Data. Scale bars, 25 μm.

Next, to determine whether 5-ASA can reduce OA when given well after OA is evident, 5-ASA treatment was only started 5 weeks after DMM surgery (Fig. 5f). In the untreated group, severe cartilage erosion, accompanied by the development of osteophytes and thickening of the subchondral bone plate, along with notable synovitis, were observed. Conspicuously, the administration of 5-ASA during weeks 5–8 demonstrated a significant amelioration of these OA parameters (Fig. 5g, h). Notably, the 5-ASA-induced reduction in disease was as large as when 5-ASA was administered for the whole 8 weeks (Fig. 5b, c). The patterns were also observed for the other markers of OA (Fig. 5).

We then showed that 5-ASA could even induce DMM surgery-damaged cartilage to recover when it was first started after the disease had progressed to severe degenerative OA, namely, 8 weeks after DMM (Fig. 6a). Hence, mice subjected to a 4-week treatment with 5-ASA from weeks 8–11 exhibited a decrease in several OA markers when contrasted with mice at the 12-week post-DMM surgery stage. In fact, the final OARSI grade of the 5-ASA-treated mice sacrificed at week 12 was much lower than that of untreated mice that were sacrificed at week 8. This was also true for the other OA indicators. Significantly, the treated mice that were killed at week 12 had thicker cartilage than the mice that were sacrificed at week 8 (Fig. 6b, c). These findings suggest that 5-ASA could not just arrest OA progression; it could reverse it. However, additional studies are needed to confirm this.

**Fig. 6:**
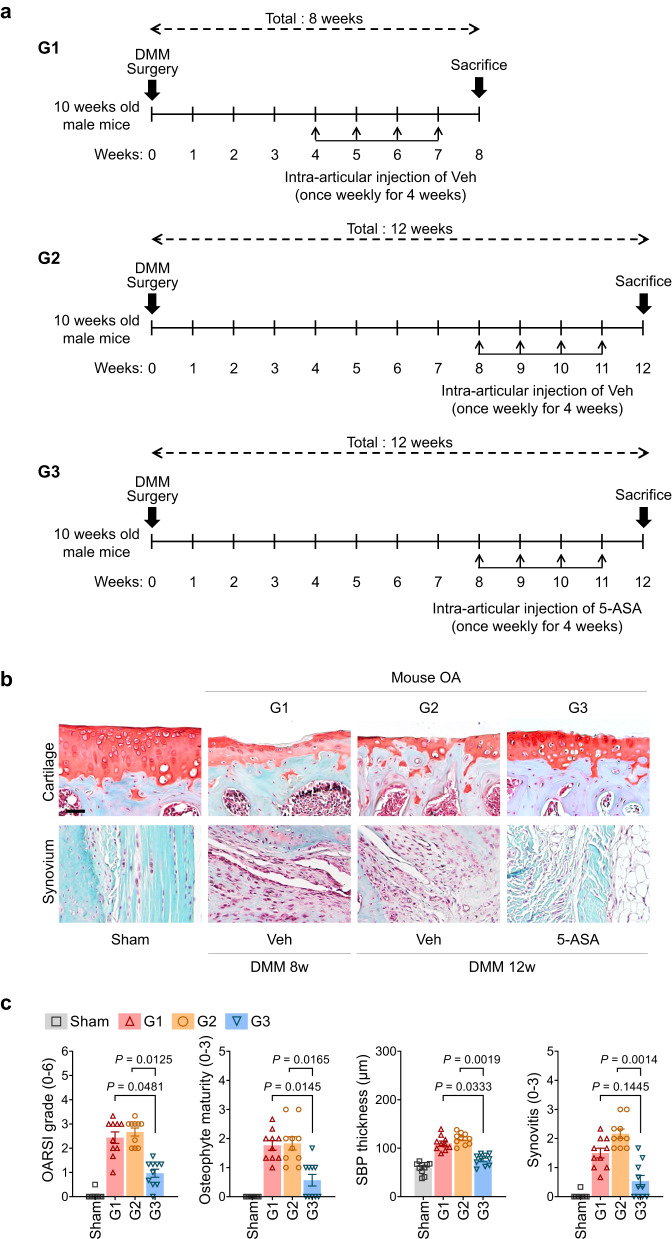
5-ASA induces cartilage regeneration, even when administered in late-stage OA. **a** Mice were subjected to sham operation or DMM surgery and then IA-injected once per week for the indicated 4-week prior to sacrifice with vehicle (Veh; G1 and G2) or 5-ASA (2 mg/kg; G3) and sacrificed 9 (G1) or 12 weeks (G2 and G3) after the operation (*n* = 10 mice per group). **b** Representative Safranin-O staining and fast green counter staining images. Scale bar, 25 µm. **c** Quantitation of the following OA variables: OARSI grade, osteophyte maturity, subchondral bone plate thickness, and synovitis. The OARSI grade, synovitis, and osteophyte maturity data are shown as means ± 95% confidence intervals (CI). Differences between groups were determined with the Kruskal–Wallis test followed by the Mann–Whitney *U* test. Means ± s.e.m. with two-tailed *t*-test for SBP thickness. Exact *P* values can be found in the accompanying Source Data. Scale bars, 25 μm.

### 5-ASA treatment in OA protects the cartilage from destruction and is associated with the downregulation of OSCAR and ECM-degrading enzymes

Immunohistochemistry of the knee cartilage of mice with DMM-induced post-traumatic OA showed that the surgery upregulated OSCAR protein expression, as expected^14,15^ and 5-ASA reversed this (Fig. 7a). Moreover, DMM surgery significantly upregulated MMP3, MMP13, and ADAMTS5 and downregulated COL2A1 and ACAN, and these effects were all markedly improved by 5-ASA treatment (Fig. 7). The latter findings are consistent with our RNA-seq, RT-PCR, and immunoblotting analyses.

**Fig. 7:**
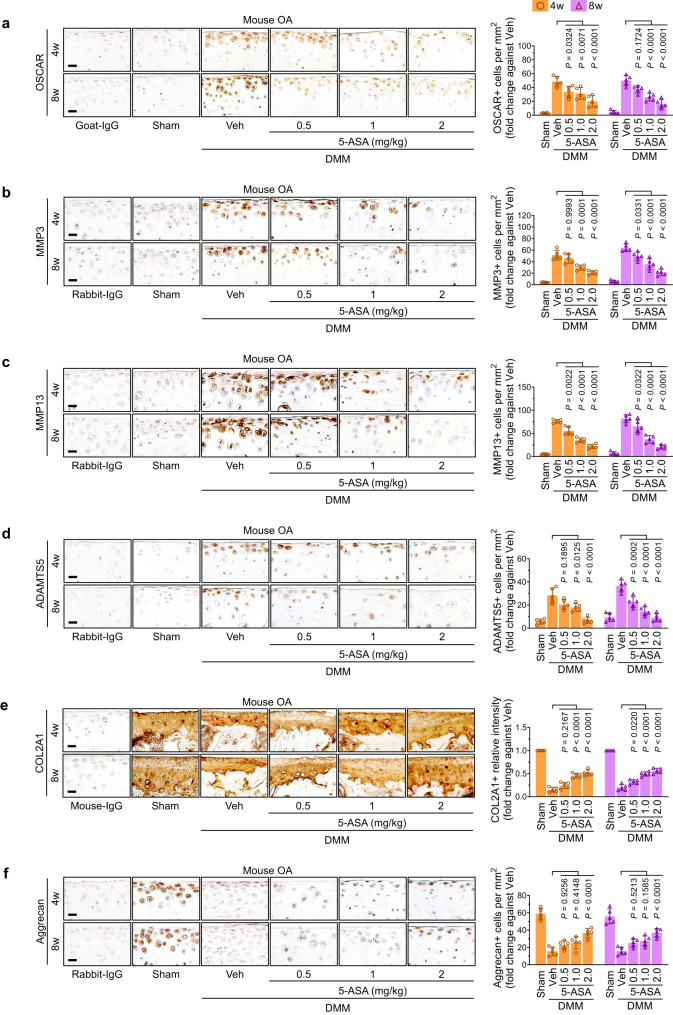
5-ASA reduces catabolism and enhances anabolism in OA mouse joint tissues. **a**–**f** C57BL/6 J mice were subjected to sham operation or DMM surgery, IA-injected with vehicle (Veh) or 5-ASA (0.5, 1, and 2 mg/kg) for 8 weeks as shown in Fig. 5a, and sacrificed 9 weeks after the operation (*n* = 10 mice per each group). The joint tissues were subjected to immunohistochemistry for OSCAR (**a**), MMP3 (**b**), MMP13 (**c**), ADAMTS5 (**d**), ACAN (**e**), and COL2A1 (**f**) and the protein expression levels were quantified. Scale bar, 25 µm. The data are shown as mean ± s.e.m. (*n* = 5 for each group; nonparametric test). *P*-values were obtained by two-way ANOVA was performed followed by Sidak’s multiple comparisons test. Source data are provided as Source Data files.

## Discussion

The OA hallmark is the tipping of the fine balance between chondrocyte production of ECM and chondrocyte-mediated ECM catabolism: the latter predominates, which results in cartilage destruction. This reflects that enzymatic degradation, oxidative stress, and mechanical stress^46^ lead to the production of ECM fragments (including COL^pep^), which are recognized as damage-associated molecular patterns (DAMPs) by receptors on chondrocytes. The DAMP signals also induce proinflammatory cytokines that promote ECM catabolism and interrupt ECM anabolism. These factors together decrease chondrocyte numbers, which reduces their ability to maintain cartilage homeostasis^47^.

OSCAR may play an important role in these osteoarthrogenic mechanisms because it recognizes the triple-helix collagen peptide^10–12^. This notion was advanced by our previous study showing that OA cartilage in humans and mice expresses more OSCAR than normal cartilage^14,15^. The present study further supported this hypothesis since we found that simply overexpressing OSCAR in articular joints led to OA-like cartilage destruction and inflammation. Moreover, downregulating OSCAR expression by IA-injection of shOSCAR-expressing adenovirus significantly ameliorated DMM-induced OA (Supplementary Fig. 1). Thus, OSCAR may play a very important role in OA pathogenesis.

The putative key role of OSCAR in OA, in turn, suggests that OSCAR antagonists of OSCAR-collagen binding could suppress OA-associated articular cartilage destruction in humans. Here, we report our discovery that 5-ASA can serve as an OSCAR antagonist that effectively reduces DMM-induced OA and the cartilage destruction generated by OSCAR overexpression in the joint. It should be noted that during the writing of this paper, Li et al.^48^ reported that culturing human osteochondral explant models of OA with 5-ASA downregulated cartilage degradation. While they did not link this effect to OSCAR or conduct in vivo experimentation, these findings are highly consistent with our own, which together suggest that 5-ASA may have marked chondroprotective effects.

5-ASA is an anti-inflammatory drug that is widely used to treat IBDs, especially UC^49^. Here we show that it may also be suitable as a DMOAD since it not only halted cartilage destruction in an animal model of OA, it also appeared to induce cartilage regeneration: even when 5-ASA was first administered in late-stage (8–11-week) murine OA, when there is immense cartilage damage, the OARSI grades recovered markedly and the cartilage thickness was greater than that of untreated mice that were sacrificed at week 8. Our mechanistic analyses suggest that these therapeutic properties are due to the ability of 5-ASA to bind to OSCAR, thereby triggering OSCAR-PPARγ signaling that simultaneously (i) antagonizes inflammation and (ii) promotes chondrogenesis. With regard to the former, we found that 5-ASA competed with collagen for binding to OSCAR, and its binding to OSCAR upregulated PPARγ. This downregulated the eicosanoid pathway, including COX-2 and its generation of PGE2 (Supplementary Fig. 8). The human osteochondral explant study of Li et al.^48^ also observed that culture of the explants with 5-ASA downregulated COX-2. It should be noted that while it is widely believed that systemic administration of COX-2 inhibitors (i.e., common nonsteroidal anti-inflammatory drugs) does not associate with chondroprotective effects in OA, a recent systematic review suggested that some COX-2 inhibitors could act as DMOADs if they are injected IA^50^. Moreover, another recent systematic review found that even when injected systemically, some COX-2 inhibitors (e.g., celecoxib) can modify the cartilage, bone, and synovial disease in OA, and these effects are mediated by the regulation of prostaglandins and direct changes to the tissues^51^. Since our 5-ASA treatment in mice involves IA injections and is potentially a novel drug for OA, it is thus possible that COX-2 and LOX-5 could be effectors of OA. Alternatively, they are simply markers of the eicosanoid pathway. With regard to the potential role of OSCAR-PPARγ signaling in chondrogenesis, we showed that 5-ASA may also improve OA by enhancing MSC chondrogenesis, chondrocyte aggregation and growth, and cartilage repair, which is a highly desirable attribute as a DMOAD. It is likely that PPARγ also participates in this regenerative outcome since it was upregulated by 5-ASA during chondrogenesis in vitro, and both 5-ASA treatment and overexpressing PPARg caused the developing chondrocytes to gain cartilage anabolic properties.

The importance of the OSCAR-PPARγ signaling pathway in OA is supported by the known roles of PPARγ, which is a ligand-activated TF that plays key roles in inflammation, fibrosis, and tissue repair^52^. Moreover, PPARγ agonists protect animal models from OA, and these effects are mediated by their anti-inflammatory properties in vitro and in vivo^52^. In addition, Zhu et al.^33^ showed recently that a retinoic acid metabolism blocking agent can suppress DMM-induced inflammatory signaling and OA and that this depends on the activation of PPARγ. However, the exact molecular mechanisms by which such PPARγ agonists improve OA have not been determined. Vasheghani et al.^53^ also showed that mice in which PPARγ was inducibly knocked out developed very severe accelerated DMM surgery-induced OA. Thus, our study greatly advances our knowledge about the in vivo role of PPARγ in articular cartilage homeostasis, as well as confirming that upregulating this molecule may be a viable therapeutic target for OA.

Our finding that 5-ASA protected joints from OA by promoting the anti-inflammatory properties of PPARγ is consistent with UC research: multiple studies show that 5-ASA largely improves UC by increasing intestinal-wall expression of PPARγ, which downregulates local cytokine and inflammatory-mediator production^54^. The mode-of-action of 5-ASA in UC and OA exhibits similarities, which aligns with the observation that these two diseases share several pathogenic changes^55^.

Thus, IA delivery of 5-ASA may have considerable therapeutic potential in OA. This also raises the possibility that systemic administration of 5-ASA that is not formulated for bowel selectivity could be useful for OA that involves multiple joints. The feasibility of 5-ASA as a DMOAD is further supported by the fact that it and its precursors (e.g., sulfasalazine, also known as azulfidine) or derivatives (e.g., 4-aminosalicylic acid, acetylsalicylic acid, methyl salicylate, and 4-aminobenzoic acid^56^) are already being used for human therapy. For example, sulfasalazine is both the first 5-ASA to be widely used for IBD and an effective disease-modifying anti-rheumatic drug for RA^57^. Moreover, oral and topical 5-ASA has undergone years of formulation development with large-scale clinical trials and is very safe^58^.

In summary, our study shows that 5-ASA has chondroprotective effects that significantly ameliorate OA by modulating the OSCAR-PPARγ axis. Studies with other OA models and humans are warranted. Notably, OSCAR is a highly complex and multifactorial mediator: our RNA-seq analyses showed that OSCAR also downregulates several other signaling pathways, and 5-ASA reverses this. Moreover, PPARγ agonism can involve non-inflammatory pathways^52,59^, and 5-ASA also modulates IBD by non-PPARγ pathways^60^. Thus, further research on the roles of these pathways in the protective effects of 5-ASA on articular cartilage is also needed. Research on the mechanisms by which OSCAR overexpression alone drives OA pathogenesis is also warranted.

## Methods

### Mice

Murine experiments were conducted with male 10–11-week-old C57BL/6 J (C57BL/6BomTac, DBL, South Korea) or Institute of Cancer Research (ICR) mice (IcrTac; ICR, DBL, South Korea). All mice were housed in pathogen-free barrier facilities at 5 or less per cage at 24–26 °C, humidity ranging from 30–60%, and with a 12 h light/dark cycle. The mice were randomly allocated to each experimental group. In accordance with the ethical guidelines for animal research, we rigorously implemented animal welfare monitoring and euthanasia practices throughout the study. All animal experiments were approved by the Institutional Animal Care and Use Committees (IACUC, Protocol No: IACUC 18–109, 20–047, and 21–076) of Ewha Womans University and followed the National Research Council and ARRIVE Guidelines.

### Human samples

Cartilage tissues with OARSI grade 6 and the surrounding normal cartilage were acquired during total knee replacement surgery from ten patients with OA. The patients were 63–78 years old, and three and seven were male and female, respectively (Supplementary Data 3). To rule out the effects of other underlying diseases, we ensured that none of the patients had RA, metabolic disease, or other inflammatory diseases at the time of surgery. The institutional review board of Yonsei University (Protocol No. IRB 3-2018-0251), Gangnam Severance Hospital, South Korea, approved the use of the articular cartilage. All participants provided written informed consent authorizing the utilization of their tissue samples for research purposes and the publication of information that could potentially identify individuals.

### Recombinant adenoviruses and 5-ASA

Vector Biolabs (Malvern, PA, USA) manufactured the adenoviruses that expressed OSCAR (Ad-OSCAR; catalog No. ADV-267721), Ad-Control (1060), Ad-shControl (1122), shOSCAR (Ad-shOSCAR; shADV-267721), COX-2 (Ad-Ptgs2; ADV-281024), shCOX-2 (Ad-shPtgs2; shADV-281024), PPARγ (Ad-PPARγ; ADV-269122), or shPPARγ (Ad-shPparg; shADV-269122). 5-ASA was obtained from Sigma-Aldrich (Cat# A3537; St Louis, MO, USA) and dissolved in PBS.

### Adenovirus-induced murine OA and treatment with 5-ASA

Experimental OA was induced in C57BL/6 J WT by IA injection of Ad-OSCAR. Thus, the IA space of the right knee joint was injected along the patellar tendon with 1 × 10^9^ plaque-forming units of Ad-OSCAR in phosphate-buffered saline (PBS; pH 7.4) (total volume, 10 µl) once a week. Mice injected with Ad-Control or the PBS vehicle served as controls. In one experiment, the weekly adenovirus injections were conducted 3 times and the mice were sacrificed a week later at week 3. In the second experiment, the adenovirus injections were conducted 8 times, and 8 weekly IA injections with 0.5, 1, or 2 mg/kg 5-ASA were also given starting 1 week after the first adenovirus injection. The mice were sacrificed at week 9.

### DMM surgery-induced murine OA and treatment with Ad-shOSCAR or 5-ASA

DMM surgery-induced OA was induced in C57BL/6 J WT male mice by surgically removing the medial meniscus ligament from the right knee joint of the hind limb^18,19,61,62^. Male mice were selected for the experiments due to a higher occurrence of the posttraumatic osteoarthritis model in males compared to females in murine studies^63^. Female hormones exhibit protective effects on cartilage, whereas male hormones exacerbate the condition^64^. Sham-operated mice served as controls. The sham operation involved conducting the same surgery on the contralateral knee but without removing the medial meniscus ligament. The mice were sacrificed 9 weeks after surgery. In one experiment, OSCAR was knocked down with weekly IA injections of Ad-shOSCAR starting 1 week after DMM surgery and ending 1 week before sacrifice. In other experiments, the mice were IA injected with 0.5, 1, or 2 mg/kg 5-ASA or 2 mg/kg vehicle once weekly, either 8 times starting 1 week after surgery (i.e., treatment over the whole OA period) or 4 times starting 5 weeks after surgery (i.e., treatment for the last half of the OA period). In both regimens, the last 5-ASA injection occurred 1 week before sacrifice at week 9.

### Articular chondrocyte isolation and adenovirus-mediated OSCAR overexpression

Murine articular chondrocytes were isolated from the femoral condyles and tibial plateaus of 4–5-day-old ICR or C57BL/6 J WT mice by digestion with 0.2% collagenase type II. After culture for 48 h in Dulbecco’s modified Eagle’s medium (DMEM; HyClone, Logan, UT, USA) containing 10% fetal bovine serum (FBS), the cells were infected with the indicated MOIs of Ad-OSCAR or Ad-Control for 2 h and then cultured for an additional 24 h alone or with 5-ASA or pharmacological agents as described below. Normal human articular chondrocytes were isolated similarly from the normal healthy cartilage that was excised from a patient with OA who underwent total knee replacement surgery.

### Histological analysis of OA

The knee joints of mice were fixed in 10% formaldehyde at 4 °C for >24 h, decalcified in 0.5 M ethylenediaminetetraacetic acid in PBS (pH 7.4) for 2 weeks, embedded in paraffin, sliced into 5-μm sections, and stained with hematoxylin and eosin, 0.1% Safranin-O (s8884; Sigma-Aldrich, St Louis, MO, USA), and 0.05% Fast green FCF (f7258; Sigma-Aldrich, St Louis, MO, USA). Sclerosis and articular cartilage destruction were identified by safranin-O staining and measured with OsteoMeasureXP (OsteoMetrics, Inc., Atlanta, GA, USA), Image-pro plus (v4.5, Media Cybernetics, Inc., Rockville, USA), Adobe Photoshop (v9.0, San Jose, CA, USA), and an Olympus DP72 charge-coupled device camera (v2.1, Olympus Corporation, Tokyo, Japan). Articular cartilage destruction was scored by using OARSI grades (0–6), which is a standard OA-grading system^18,62^ (Supplementary Data 4). The OARSI grades of the medial tibia were assessed by averaging the scores of three experienced investigators. The ratio of hyaline cartilage to calcified cartilage, osteophyte maturity, and synovitis^65^ were also determined (Supplementary Data 5). Moreover, subchondral bone sclerosis was determined by measuring the SBP thickness.

### Generation of hOSCAR-Fc fusion protein and the Tyr166Ala, Tyr200Ala, and Ser166Ala mutants

293 F cells were transfected with a pVITRO1-Fc clone that expressed hOSCAR-Fc, namely, the extracellular domain (amino acids 19–233) of human OSCAR fused to the Fc region of human IgG1. The secreted purified protein was then loaded into a Thermo Scientific™ Pierce™ Protein G-Sepharose bead column (Thermo Fisher Scientific, Waltham, MA, USA) and eluted with elution buffer (100 mM glycine, pH 2.0, and 1 M Tris-Cl, pH 7.0; Duchefa Biochemie, 2003 RV Haarlem, the Netherlands) to immediately neutralize the protein. The tubes containing high concentrations of protein were collected, extensively dialyzed against PBS, and kept frozen at −80 °C. The Tyr166Ala, Tyr200Ala, and Ser166Ala mutants of hOSCAR-Fc were generated by a PCR-based method.

### High-throughput screening of small compound libraries

In total, the libraries contained 3287 compounds. They consisted of 1316 natural compounds from Med Chem Express (MCE; Monmouth Junction, NJ, USA) and 1971 from the FDA-approved Drug library (ApexBio Technology; Houston, TX, USA). For primary screening, we established an ELISA-based high-throughput screening method using hOSCAR-Fc fusion protein and the OSCAR-binding triple-helical collagen peptide (COL^pep^) in the 96-well plate scale. COL^pep^ (short-form sequence: GPC-(GPP)_5_-GPOGPAGFO-(GPP)_5_-GPC-amide; alignment anchor residues are underlined) was from the University of Cambridge (CAS No. 2260906-29-2; Trinity Ln, CB2 1TN, UK). Its purity was confirmed by high-performance liquid chromatography. GPP10, which is a collagen-mimetic peptide (GPC-(GPP)_10_-GPC-amide; CAS No. 2260816-94-0; University of Cambridge), served as a negative control peptide. Both were dissolved in 0.01 M acetic acid. Screening was initiated by pre-coating 96-well plates with 2 μg/ml COL^pep^ overnight at 4 °C and pre-incubating each library compound at concentrations ranging from 0.0001 to 50 μM for 1 h with 0.1 μg/ml hOSCAR-Fc fusion protein. The hOSCAR-Fc mixtures were then added to the COL^pep^-bearing plates for 1 h. Horseradish peroxidase-conjugated goat anti-human IgG (Cat# LF-SA8014H; Ab Frontier, 1:3000 dilution) served as the secondary antibody. The optical density at 450 nm (OD 450 nm) was then determined. All compounds were tested five times.

### Verification testing of candidate molecules identified by screening

For verification, the COL^pep^/hOSCAR-Fc-based ELISA described above was used with increasing concentrations of candidate molecules. Moreover, to determine whether the candidates could compete with collagen-II for binding to cell-surface OSCAR, murine chondrocytes were cultured for 48 h in plates on which 2 μg/ml COL^pep^ had been immobilized, infected with Ad-OSCAR for 2 h, and then treated with each candidate molecule for 48 h. Alternatively, murine chondrocytes were not infected with Ad-OSCAR. OSCAR mRNA/protein was isolated and measured by qRT-PCR and Western blotting, respectively.

### RNA isolation and qRT-PCR

Total RNAs from primary chondrocytes or bone marrow-derived MSCs were isolated by using TRIzol (Invitrogen, Carlsbad, CA, USA). Total RNAs from murine and human knee joint tissues were isolated by using the RNA Mini Kit (Life Technologies, Carlsbad, CA, USA). The RNAs were reverse-transcribed to generate complementary DNA (cDNA) by using the Superscript cDNA synthesis kit (Invitrogen) according to the manufacturer’s instructions. qRT-PCR was performed using the KAPA SYBR Green fast qPCR kit (Kapa Biosystems, Inc., Wilmington, MA, USA) on a Step One Plus RT-PCR machine (Applied Biosystems, Foster City, CA, USA). The samples were tested in triplicate and the data were normalized by using β-actin as a housekeeping gene. Supplementary Data 6 provides the full list of primers.

### Primary culture of articular chondrocytes with COL^pep^, IL-1β, 5-ASA, and/or rosiglitazone

The cultured chondrocytes were normal human or murine chondrocytes, or murine chondrocytes that were infected with Ad-OSCAR, Ad-Control, Ad-PPARγ, or Ad-PTGS2 at the indicated MOIs for 2 h. The chondrocytes were cultured in DMEM containing 10% FBS in the indicated conditions for 2 days before being infected with adenovirus or adding COL^pep^ or other treatments. COL^pep^ treatment involved culture for 48 h on dishes that were pre-coated with 2 μg/ml COL^pep^ or GPP10 control peptide. IL-1β (10 ng/ml) treatment was conducted for the indicated time. The cells were treated with the indicated concentration of 5-ASA (or 10 µM 5-ASA) or 5-ASA vehicle (DMSO) for 24–48 h. Rosiglitazone (10 µM; R2408, Sigma Aldrich) treatment was conducted for 24–48 h.

### Western blotting analysis

Articular chondrocytes were lysed with lysis buffer (50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 0.5% deoxycholate acid, and 1% NP-40) containing protease and phosphatase inhibitors. Antibodies against the following proteins were used for Western blotting analysis: OSCAR (Cat# PA5-47171; Thermo Fisher Scientific; 1:1000 dilution), MMP3 (Cat# Ab53015; Abcam; 1:1000 dilution), MMP13 (Cat# Ab39012; Abcam; 1:1000 dilution), ADAMTS5 (Cat# Ab41037; Abcam; 1:1000 dilution), COL2a1 (Cat# sc52658; Santa Cruz Biotechnology; 1:1000 dilution), ACAN (Cat# Ab3778; Abcam; 1:1000 dilution), SOX9 (Cat# 82630 s; Cell Signaling Technology; 1:1000 dilution), p-Syk (Cat# 2711 s; Cell Signaling Technology; 1:1000 dilution), Syk (Cat# 13198; Cell Signaling Technology; 1:1000 dilution), p-PLCγ2 (Cat# 3874 S; Cell Signaling Technology; 1:1000 dilution), PLCγ2 (Cat# sc407; Santa Cruz Biotechnology; 1:1000 dilution), iNOS (Cat# Ab178945; Abcam; 1:1000 dilution), COX-2 (Cat# 12282; Cell Signaling Technology; 1:1000 dilution), LOX-5 (Cat# 3289; Cell Signaling Technology; 1:1000 dilution). p-p38 (Cat# 9211 L, Cell Signaling Technology, 1:1000 dilution), p38 (Cat# 9212 L, Cell Signaling Technology, 1:1000 dilution), p-JNK1/2 (Cat# 9251 S, Cell Signaling Technology, 1:1000 dilution), JNK1/2 (Cat# 9252 S, Cell Signaling Technology, 1:1000 dilution), p-ERK (Cat# 9101 L, Cell Signaling Technology, 1:1000 dilution), ERK (Cat# 9102 S, Cell Signaling Technology, 1:1000 dilution), p-IκBα (Cat# 9246 S, Cell Signaling Technology, 1:1000 dilution), IκBα (Cat# 9242 S, Cell Signaling Technology, 1:1000 dilution), p-p65 (Cat# 3031 S, Cell Signaling Technology, 1:1000 dilution), p65 (Cat# 8242 S, Cell Signaling Technology, 1:1000 dilution). p-Akt (Cat# 9271, Cell Signaling Technology, 1:1000 dilution) and Akt (Cat# 9272, Cell Signaling Technology, 1:1000 dilution). Antibodies against β-actin (Cat# sc47778; Santa Cruz Biotechnology; 1:1000 dilution) and GAPDH (Cat# sc32233; Santa Cruz Biotechnology; 1:1000 dilution) served as loading controls.

### Induced-fit docking

All the docking and scoring calculations were performed using the Schrödinger software suite (Maestro, version 11.8.012). The SDF file of 5-ASA was acquired from the PubChem database. The file was imported into Maestro and arranged for docking using Ligand Preparation. The atomic coordinates of the crystal structure of OSCAR (Protein Data Bank; PDB ID: 5CJB) were saved from the PDB and prepared by eliminating all solvents, adding hydrogens, and minimal minimization using Protein Preparation Wizard. An ionizer was used to produce an ionized state of the three selected candidate compounds at the target pH of 7.0 ± 2.0. The input for IFD was the prepared low-energy ligand forms. The IFD protocol was processed on the graphical user interface. Namely, Maestro is linked with the Schrödinger software. Receptor sampling and refinement were conducted for residues within 5.0 Å of each ligand for each ligand–protein complex. IFD prime energy-minimizing with side‐chain sampling, prediction module, and the backbone of OSCAR was conducted. The entire induced‐fit receptor conformations generated with 5-ASA were scored by combining Prime and Glide Score scoring functions.

### RNA-seq analysis to identify OSCAR and 5-ASA downstream targets

Chondrocytes cultured for 2 days were infected with 800 MOI Ad-OSCAR for 2 h. They were then cultured with or without 5-ASA (10 µM) for an additional 24 h. As a control, the chondrocytes were injected with Ad-Control. All cultures were conducted in plates coated with COL^pep^. IL-1β was not present in these cultures. Total RNA was extracted and sequencing libraries were prepared according to manufacturer instructions (TruSeq Stranded mRNA Library Prep Kit; Illumina, San Diego, CA, USA). Thus, paired-end sequencing was performed using an Illumina NovaSeq 6000 system according to the provided protocols for 2 × 100 sequencing. The sequencing quality of the FASTQ raw files was assessed by using FastQC. The RNA sequencing reads were trimmed by BBDuk and aligned to the GRCm38 genome reference by using STAR v2.7.1a. Raw read counts were obtained by RSEM v.1.3.1. The raw and processed RNA-seq data are available from the Gene Expression Omnibus (GEO) database (accession number GSE207056). The DEGs for OSCAR and 5-ASA were determined by comparing the Ad-Control chondrocytes to the untreated Ad-OSCAR-infected chondrocytes and the 5-ASA-treated Ad-OSCAR-infected chondrocytes, respectively. The differential expression analysis was performed by using DESeq2, and the Benjamini-Hochberg method^66^ was used for multiple test correction. Since OSCAR and 5-ASA have different ranges of gene expression regulation, we used alternative cut-off criteria to select the DEGs, namely, |log2FC | >1.5 and FDR < 0.05 for OSCAR and |FC | >1.5 and *p*-value < 0.05 for 5-ASA. The annotated human genes were mapped to mouse genes by using MGI orthology information. Enrichment factor (EF) was measured by calculating the overlap score ratio of actual value against expected value and significance was measured by using the hypergeometric test. Network analysis was conducted, with the pathways being grouped with K-means clustering. The PPI network was collected from the STRING database v.11.0^67^. Networks were visualized by Cytoscape v.3.8 software^68^.

### CMap analysis

Potentially important 5-ASA targets were also identified by using the CMap dataset (L1000), which provides the transcriptome profiles after treatment with 20413 small molecules^69^. We screened this dataset for drugs that mimic 5-ASA by calculating the Jaccard index between the FlipDEGs and the 100 most up/downregulated genes in each drug profile. Only profiles with high-quality and FDA-approved drugs were used. Since many drugs had multiple profiles due to the use of different doses, harvesting times, and cell lines, a hypergeometric test was conducted with the top 10% of all Jaccard index scores. The target scores reflect the enrichment factor of drug–target interactions in the screened 5-ASA-mimicking drugs compared to the others. The Drug-Target interactions were collected from seven public databases, namely, ChEMBL, DGIdb, DrugBank, IUPHAR, KEGG, PharmGKB, and DrugCentral.

### Immunofluorescence analysis

Normal murine chondrocytes incubated with COL^pep^, IL-1β, and/or 5-ASA were subjected to immunofluorescence staining of COX-2 (Cat# 12282; Cell Signaling Technology; 1:1000 dilution) and DAPI staining (D9542; Sigma Aldrich; 1:1000 dilution) and COX-2 fluorescence intensity was measured by Zeiss LSM 880 with Airyscan.

### ELISA for PGE2 and LTB4

Normal murine chondrocytes incubated with COL^pep^, IL-1β, and/or 5-ASA were subjected to measure ELISA optical density. We used ELISA kits for PGE2 (R&D systems, #KGE004B) and LTB4 (R&D systems, #KGE006B) according to the manufacturer’s instructions.

### Generation of bone marrow-derived MSCs, chondrogenesis, and 5-ASA treatment

Primary bone marrow mesenchymal stem cells were isolated from the tibias and femurs of 4–5-week-old male C57BL/6 J mice as previously described^70^. The cells were then incubated for 3 weeks in a chondrogenic medium (Hyclone, α-MEM containing 10 µg/ml insulin, 10 µg/ml transferrin, and 6 µg/ml sodium selenite) with or without 5-ASA (10 µM).

### Alcian-Blue staining of cartilage glycosaminoglycans and chondrogenic MSCs

Human knee joint sections were obtained as described above and bone marrow-derived MSCs cultured in the chondrogenic medium were stained with Alcian Blue (B8438; Sigma Aldrich) and photographed with Olympus DP72 charge-coupled device camera (v2.1, Olympus Corporation, Tokyo, Japan). The Alcian-Blue activity in the dishes was also quantified by measuring the absorbance at 630 nm.

### Immunohistochemistry

Human knee joint sections obtained as described above were incubated with primary anti-OSCAR antibodies (Cat# SC34235, Santa Cruz Biotechnology, Inc., Dallas, TX, USA and Biorbyt, LLC, St Louis, USA, 1:200 dilution) at 4 °C overnight, followed by use of a 3,3′-diaminobenzidine peroxidase (DAB; horseradish peroxidase) substrate detection kit (Vector Laboratories, Inc., Burlingame, CA, USA) and counterstaining with hematoxylin. Immunohistochemistry was also conducted with antibodies against MMP3 (Cat# Ab53015; Abcam, Cambridge, MA, USA; 1:50 dilution), MMP13 (Cat# Ab51072; Abcam; 1:25 dilution), Aggrecan (Cat# Ab3778; Abcam; 1:100 dilution), COL2A1 (Cat# MAB8887; Sigma-Aldrich, St Louis, MO, USA; 1:50 dilution), ADAMTS5 (Cat# GTX100332; Genetex, Irvine, CA, USA; 1:200 dilution), SOX9 (Cat# ab185230; Abcam; 1:50 dilution), and PPARγ (Cat# ab59256; Abcam; 1:25 dilution).

### Pellet culture of chondrocytes and treatment with 5-ASA

To isolate bone marrow-derived mesenchymal stem cells (BM-MSCs) from 3- or 4-week-old mice, the following procedure was employed^71^. Firstly, the mice were euthanized, and their bodies were disinfected using ethanol. Subsequently, the limbs were carefully dissected, and the skin, muscles, ligaments, and tendons were meticulously removed. The tibia and femur bones were then thoroughly cleansed and transferred to a culture dish containing α-MEM medium, where they were cut into 4–5 pieces. Following a 2-day culture period, the bone pieces were discarded, and the remaining bone marrow was cultured for an additional 5 days. During this time, fusiform-shaped cells emerged by the third day, achieving a confluence level of 70–90% within the subsequent 2 days. The obtained BM-MSCs were further cultured in pellet form within a centrifuge tube, utilizing a cartilage-specific medium. After initiating the pellet culture, 2 µg/ml of COL^pep^ was introduced into the medium on the following day. This medium was subjected to treatment with or without 5-ASA. The pellet culture was sustained for a duration of 3 weeks, with regular changes of the culture medium every 2–3 days.

### Human chondrocyte spheroid 3D culture

Human chondrocytes were subjected to spheroid culture in a 3D microenvironment with or without 5-ASA. A kit was used for this (Catalog No. SP3D-4650; Sciencell, City, Country). COL^pep^ was added to the kit medium at 2 µg/ml at the start of the culture. After 1 week, the diameter of the spheroids was measured with a micro-ruler.

### Micro-CT analysis

The right and left hind limbs of 10-week-old male mice that had undergone DMM surgery or sham surgery 10 weeks previously were fixed in 10% formaldehyde, and the femurs and tibias were scanned by in vivo micro-CT (Skyscan1176, Bruker microCT, Kontich, Belgium). Supplementary Data 7 shows the micro-CT scanning parameters and reconstruction parameters used to acquire high-quality images. The raw micro-CT data were translated into 2-dimensional cross-sectional gray-scale image slices by using Nrecon (Brucker micro-CT, Kontich, ver.1.6.9.3, Belgium), after which the following structural variables of the trabecular and cortical bones were measured by CT Analyzer (CT-AN ver.1.10.9.0, Brucker, Belgium): the bone volume fraction (BV/TV, %), which is related to the shape of trabeculae. To assess the changes in the tibial SBP and subchondral trabeculae, both the SBP and remaining subchondral trabecular bone regions were manually segmented from the tibia, after which the BV was quantified.

### Statistical analyses

The sample size for each experiment was not predetermined. To analyze differences between 2 and >2 groups, students' two-tailed *t*-test, one-way analysis of variance (ANOVA), or two-way ANOVA were conducted, respectively. If ANOVAs were significant, pairwise multiple comparisons were conducted. Data based on the comparison of two samples with a variable measured using an ordinal grading system were analyzed using Sidak’s multiple comparisons test. Data based on ordinal grading systems were analyzed using the non-parametric Mann–Whitney *U* test. Each *n* indicates the number of biologically independent samples, mice per group, or human specimens. The sample size for each experiment was not predetermined. The *P* values are indicated in the figures or in Source Data, and the error bars represent s.e.m. for parametric data and the calculated 95% CIs for nonparametric data. Except where stated, the experiments were not randomized and the investigators were not blinded to allocation during experiments and outcome assessment. Multiple comparisons were performed using Tukey’s test, Sidak’s test, or Dunn’s test with *P* values set at <0.0001. All graphs and statistical analyses were made by using GraphPad Prism (v8.4.3, San Diego, CA, USA). *P-*values are indicated in the figures. The error bars in the figures show S.E.M. or 95% confidence intervals. All data were collected from at least three independent experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Information

Supplementary Datasets 1-7

Reporting Summary

### Source data

Source Data

## Data Availability

The data that support the findings of this study are available within the article and its Supplementary Information files. Source data are provided in this paper. RNA-seq data of the Ad-OSCAR-infected and 5-ASA-treated chondrocytes have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE207056. The CMap and transcription factor datasets utilized in this study are available at https://clue.io/ and https://maayanlab.cloud/Harmonizome/, respectively. The following figures have associated raw data: Figs. 1b, f, 1i, 3b, d, e, g, 4a–c,e–i, 5c, e, h, 6c, 7a–f; Supplementary Figs. 1c, 2a–c, g, 3a–c, f, h, 5a–g, 6b, d, 7b. For gel Source data, see Supplementary Figure 9. Source data are provided in this paper.

# Supplementary material for: 5-aminosalicylic acid suppresses osteoarthritis through the OSCAR-PPARγ axis
**Source:** Nat Commun. 2024 Feb 3;15:1024. doi: 10.1038/s41467-024-45174-6
**Supplement:** Supplementary file 2 — Supplementary Information

# Supplementary Information

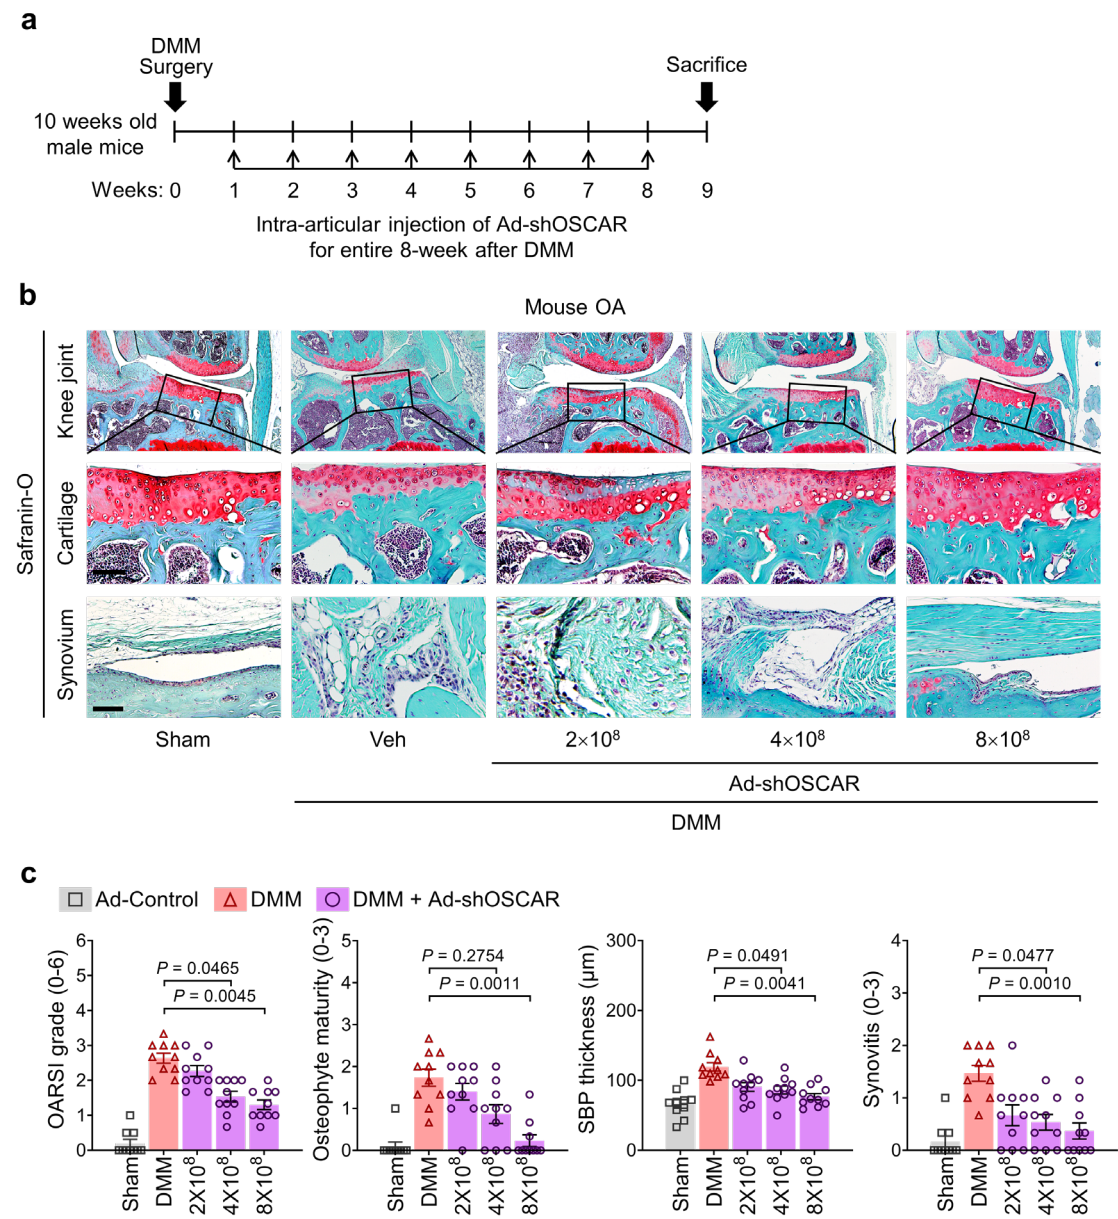

**Supplementary Fig. 1. Osteoarthritis can be suppressed by knocking down OSCAR.**

**a** Schematic depiction of Ad-shOSCAR treatment of mice that underwent DMM surgery to induce OA. **b, c** The knee joints of C57BL/6-J mice were subjected to sham operation or DMM surgery. The joints were also injected IA with Ad-shOSCAR or Adeno-control (Ad-C) (MOIs

of  $2 \times 10^8$ ,  $4 \times 10^8$ , and  $8 \times 10^8$ ) once a week for 8 weeks starting 1 week after surgery. The mice were sacrificed 9 weeks after the operation ( $n = 10$  mice per group). The knee joints were sectioned and stained with Safranin-O staining and fast green counterstaining. **b** shows representative images. **c** shows the effect of Ad-shOSCAR on the following OA variables: OARSI grade, osteophyte maturity, SBP thickness, and synovitis. The OARSI grade, synovitis and osteophyte maturity data are shown as means  $\pm$  95% confidence intervals (CI). Differences between groups were determined with Kruskal-Wallis test followed by Mann-Whitney  $U$  test. Means  $\pm$  s.e.m. with two-tailed  $t$ -test for SBP thickness. Exact  $P$  values can be found in the accompanying Source Data. Scale bars, 25  $\mu$ m.

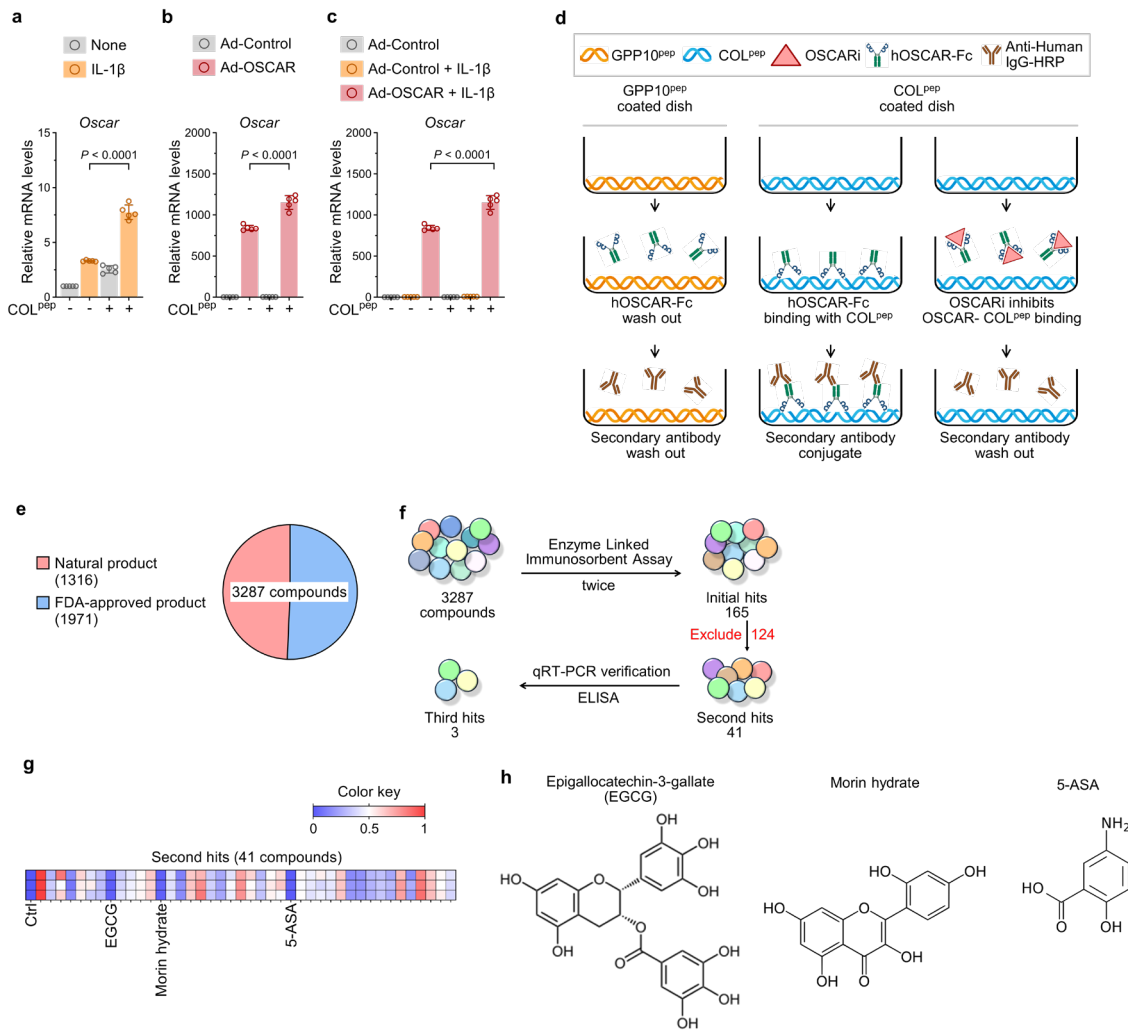

**Supplementary Fig. 2. Screening for DMOAD candidate therapeutics by using a high-throughput format.**

**a** Readouts of the binding of COL<sup>pep</sup> to OSCAR on the chondrocyte cell surface. This binding event leads to upregulation of OSCAR transcription<sup>15</sup>. (Left) Primary (uninfected) chondrocytes. Culture on immobilized COL<sup>pep</sup> alone, or with IL- $\beta$  alone, slightly increases native OSCAR expression. Both stimuli markedly elevate native OSCAR expression. (Right) Ad-OSCAR-infected chondrocytes: adenovirus-derived/native OSCAR expression is elevated by culture on COL<sup>pep</sup> alone and further augmented when IL-1 $\beta$  is also present. The readout is qRT-PCR-determined OSCAR mRNA levels or immunoblotting-determined OSCAR protein levels. **d, e** Schematic depiction of the ELISA screening system that was used to detect small-

molecule inhibitors of the binding of OSCAR to collagen. Small compounds from two different libraries (**e**) were mixed with purified human Fc-OSCAR protein and added to ELISA plates that had been pre-coated with OSCAR-binding collagen peptide (COL<sup>pep</sup>). Horseradish peroxidase-conjugated anti-human IgG served as the secondary antibody. The readout was OD450. **f** Schematic depiction of the screening process. ELISA was used to find first hits. Candidates that were previously reported ( $n = 124$ , Supplementary Table 1) were excluded, leaving 41 candidates. The candidates that competed most strongly with COL<sup>pep</sup> ( $n = 3$ ) were selected for verification dose-ELISA. **g** ELISA heatmap of the 41 second-hit OSCAR inhibitors. Control, wells coated with negative control collagen mimetic peptide GPP10. +Control, wells coated with COL<sup>pep</sup> and treated with OSCAR-Fc alone. **h** Structure of the three strongly competing candidates, namely, epigallocatechin-3-gallate, morin hydrate, and 5-ASA. *P*-values were determined by one-way ANOVA followed by Tukey's multiple comparison's test. The schematic illustration in the figure created with BioRender.com.

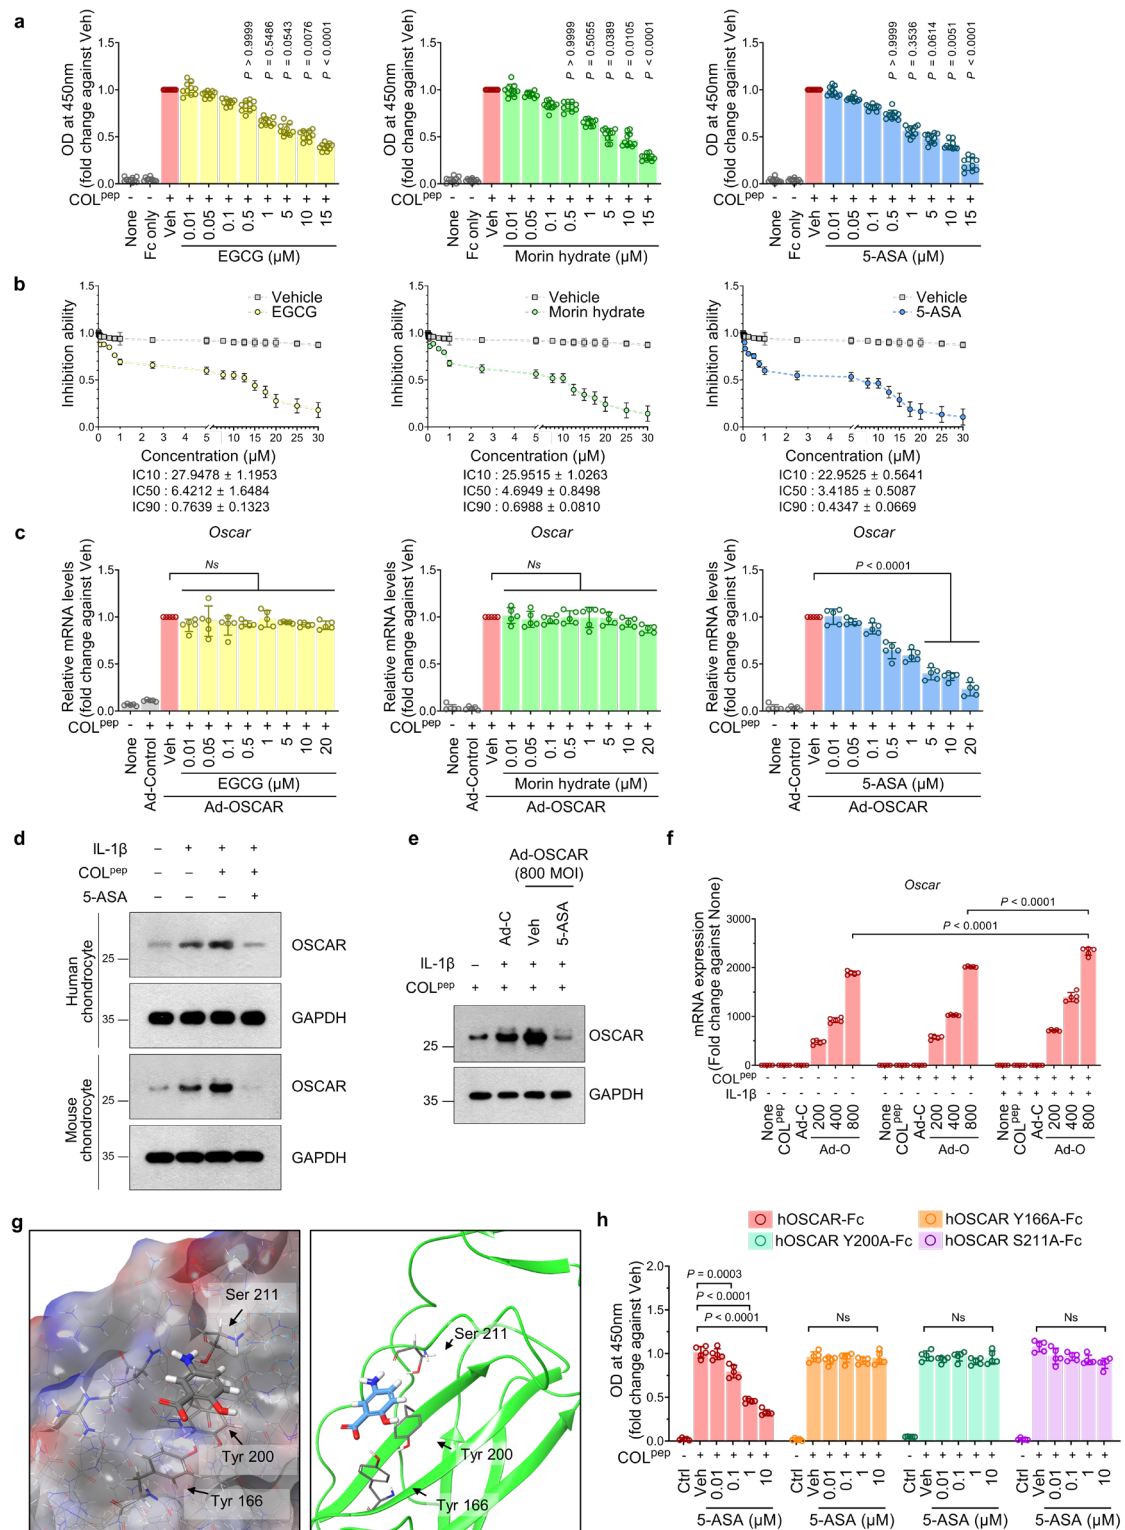

**Supplementary Fig. 3. Identifying 5-ASA as an OSCAR antagonist.**

**a** Verification ELISA. COL<sup>pep</sup>-coated plates were incubated with hOSCAR-Fc mixed with increasing concentrations of each candidate to determine whether the three candidates

could compete with COL<sup>pep</sup> for OSCAR. **b** IC10, IC50 and IC90 values of EGCG, Morin hydrate and 5-ASA. **c-e** In vitro experiments to determine whether the three candidates could compete with COL<sup>pep</sup> for OSCAR on the surface of primary murine chondrocytes. The binding of COL<sup>pep</sup> to OSCAR on chondrocytes promotes OSCAR expression<sup>14</sup>. **c** Chondrocytes were infected for 2h with Ad-OSCAR (MOI 800) on COL<sup>pep</sup>-coated or uncoated plates without IL-1 $\beta$ , treated for 48h with each of the three candidates. **d-f** Chondrocytes were cultured for 48h on COL<sup>pep</sup>-coated or uncoated plates without or with IL-1 $\beta$ , and then treated with 5-ASA for 48h (**d**), or infected for 2h with indicated MOI of Ad-OSCAR (200, 400 or 800 MOI) (**e, f**). The indicated dose of each candidate (**b**) or 10  $\mu$ M 5-ASA (**d, e**) was then added. Vehicle (Veh) was DMSO. OSCAR mRNA (**c**) or protein (**d, e**) was then measured by RT-PCR and western blotting, respectively. Representative western blots are shown. **g** Induced-fit docking analysis to determine the key OSCAR residues that bind to 5-ASA. Three different binding site poses of 5-ASA with hOSCAR-Fc were predicted and shown. The locations of the Tyr166, Tyr200 and Ser211 residues are indicated (arrows). The residues comprising the binding cavity are depicted with a stick model inside an electrostatic transparent surface potential mapping on OSCAR (left). The interaction pose is also displayed with a ribbon model (right). Red colors represent for negative charges and blue for positive, respectively. 5-ASA is drawn with thick sticks. **h** Effect of mutating the Tyr166, Tyr200 and Ser211 residues to arginine by site-directed mutagenesis on 5-ASA competition with COL<sup>pep</sup> for OSCAR. ELISA was conducted on COL<sup>pep</sup> coated plates with wildtype hOSCAR-Fc, hOSCAR Y166A-Fc, hOSCAR Y200A-Fc, or hOSCAR S211A-Fc in the presence or absence of 5-ASA. Optical density at 450 nm (OD 450) was determined. *P*-values were determined by Kruskal-Wallis test followed by Dunn's multiple comparisons test (**a**), or one-way ANOVA followed by Tukey's multiple comparison test (**b, c**), or two-way ANOVA followed by Sidak's multiple comparisons test (**f, h**).

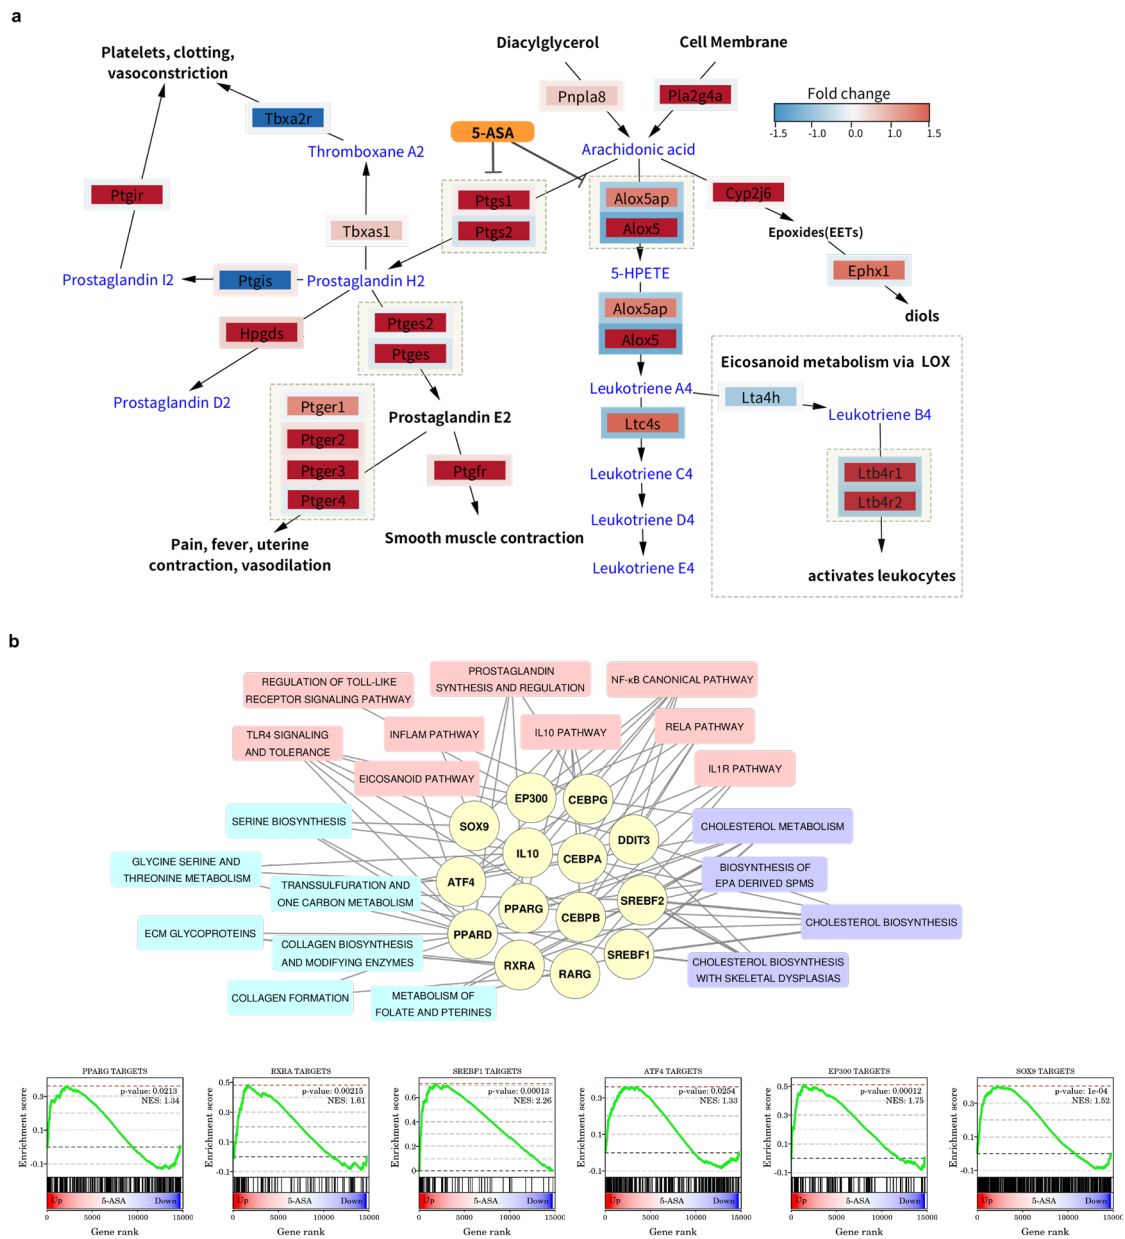

**Supplementary Fig. 4. 5-ASA may reduce inflammation in OA by downregulating the eicosanoid pathway.**

**a** (left) The protein-protein interaction network that is up/downregulated by OSCAR overexpression but then flipped by 5-ASA. The proteins encoded by the flipped DEGs are colored according to the degree of log2-scale fold change caused by OSCAR overexpression (center of boxes) and 5-ASA (border). Blue indicates downregulation while pink/red indicates upregulation. Thus, when a protein/DEG is up-regulated by OSCAR overexpression but this is

flipped by 5-ASA, the box is pink/red in the center and blue at its border. 5-ASA particularly strongly downregulates *Ptgs2* and *Alox5* (yellow box linked with blocked arrows). (right) The relationship between OSCAR overexpression and the genes belonging to the eicosanoid-related pathways in MsigDB. The blue-pink/red color scheme used in the protein network is also employed to denote the effect of 5-ASA treatment (border of circles) on OSCAR-regulated DEGs (center). 

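Of the eicosanoid genes drawn in Supplementary Fig. 4a that could be tested, 9 were upregulated and 0 downregulated by OSCAR overexpression past the criteria. After *Ptgs2*, the largest change was in the prostaglandin E2 receptor gene *Ptger2*, which rose by 3.64 on the log2 scale (standard error 0.20) and overlaps *Gm17173* and *Gm49364* on the other strand. *Ptger3* had 0 to 2 counts with Ad-Control and was at least 3.08-fold higher with Ad-OSCAR, so its place among these genes is not known. The phospholipase gene *Pla2g4a*, whose product releases arachidonic acid from membranes, rose by 2.23 (standard error 0.06). With 5-ASA, 4 of the genes were downregulated and 1, *Ptgfr*, was upregulated at an adjusted p below 0.05. *Ptgfr*, which overlaps *Gm43618* on the other strand, rose by 1.12 with OSCAR overexpression and by a further 0.25 with 5-ASA (standard error 0.06, adjusted p = 0.00715 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ephx1* fell by 0.17 with 5-ASA (standard error 0.05, adjusted p = 0.0187, same test). Under the replicate block, the adjusted p was 0.0106 for *Ptgfr* and 0.0303 for *Ephx1* (edgeR with Benjamini-Hochberg adjustment).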

The DEGs that are most strongly affected by OSCAR are connected to OSCAR by red lines. The next most strongly affected DEGs are connected with orange lines. **b** The normalized enrichment score (NES) for downstream genes of each TF was calculated by gene-set enrichment analysis (GSEA).

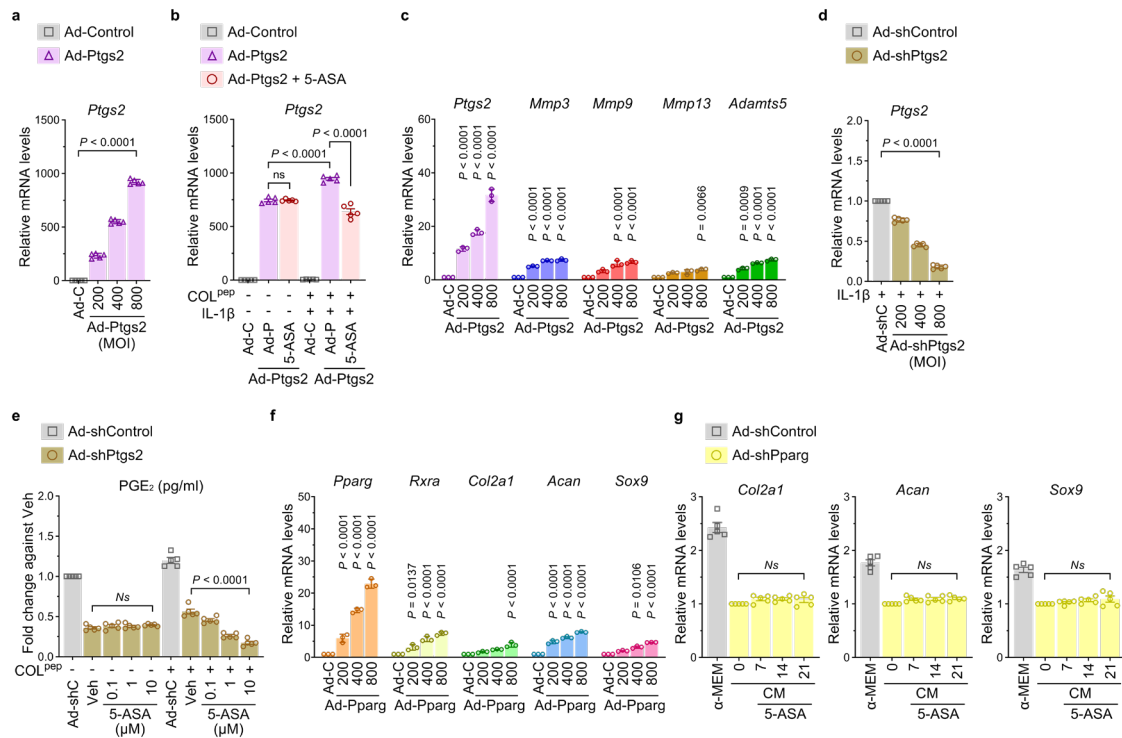

**Supplementary Fig. 5. 5-ASA binding to OSCAR suppresses COL<sup>pep</sup>-induced COX-2 expression in chondrocytes by activating PPAR $\gamma$ .**

**a** Primary murine chondrocytes were infected with Ad-Control (Ad-C; 800 MOI) or the indicated Ad-Ptgs2 MOI for 2 h and *Ptgs2* mRNA was measured with qRT-PCR. **b** Primary chondrocytes were infected with Ad-Control (Ad-C; 400 MOI) or Ad-Ptgs2 (400 MOI) for 2 h, treated with 3  $\mu$ g/ml COL<sup>pep</sup> + 10 ng/ml IL-1 $\beta$  with or without 10  $\mu$ M 5-ASA for 48 h, and *Ptgs2* mRNA was measured with qRT-PCR. **c** Primary chondrocytes were infected with Ad-Control (Ad-C; 800 MOI) or the indicated Ad-Ptgs2 MOI for 2 h and *Ptgs2*, *Mmp3*, *Mmp9*, *Mmp13* and *Adamts5* mRNA was measured with qRT-PCR. **d** Primary chondrocytes were infected with Ad-shControl (Ad-shC; 800 MOI) or the indicated Ad-shPtgs2 MOI for 2 h and *Ptgs2* mRNA was measured with qRT-PCR. **e** Primary chondrocytes were infected with Ad-shControl (Ad-shC; 800 MOI) or Ad-shPtgs2 (800 MOI) for 2 h and treated with 3  $\mu$ g/ml COL<sup>pep</sup> + 10 ng/ml IL-1 $\beta$  with or without the indicated 5-ASA concentration for 48 h. ELISA was used to measure the PGE<sub>2</sub> that was

released into the supernatant. **f** Primary chondrocytes were infected with Ad-Control (Ad-C; 800 MOI) or the indicated Ad-Pparg MOI for 2 h and *Pparg*, *Rxra*, *Col2a1*, *Acan* and *SOX9* mRNA was measured with qRT-PCR. **g** Murine bone marrow-derived MSCs were infected with Ad-shControl (Ad-shC; 800 MOI) or Ad-shPparg (800 MOI) for 2 h and cultured in chondrogenic medium (CM) with and without 5-ASA for 7, 14 and 21 days, and qRT-PCR was conducted to determine *Col2a1*, *Acan* and *SOX9*. The data are shown as means  $\pm$  s.e.m. *P*-values were obtained by one-way ANOVA followed by Tukey's multiple comparisons test (**a**, **d**, **g**), or two-way ANOVA followed by Sidak's multiple comparisons test (**b**, **c**, **e**, **f**).

with/without 5 $\mu$ M 5-ASA for 48 h ( $n = 5$  independent primary chondrocyte cultures). **a, b**  
The cultures were on dishes coated with 2  $\mu$ g/ml GPP10 control peptide or COL<sup>pep</sup>. **c, d**  
The cultures were on uncoated dishes. In **a, c**, Western blotting was conducted with  
OSCAR, COL2A1, ACAN, SOX9, MMP3, MMP9, MMP13 and ADAMTS5 antibodies.  
In **b, d**, qRT-PCR was conducted for OSCAR, COL2A1, ACAN, SOX9, MMP3, MMP9,  
MMP13, and ADAMTS5 mRNA. The data are shown as means  $\pm$  s.e.m. *P*-values were  
obtained by one-way ANOVA followed by Tukey's multiple comparisons test (**b**), or two-  
way ANOVA followed by Sidak's multiple comparisons test (**d**).

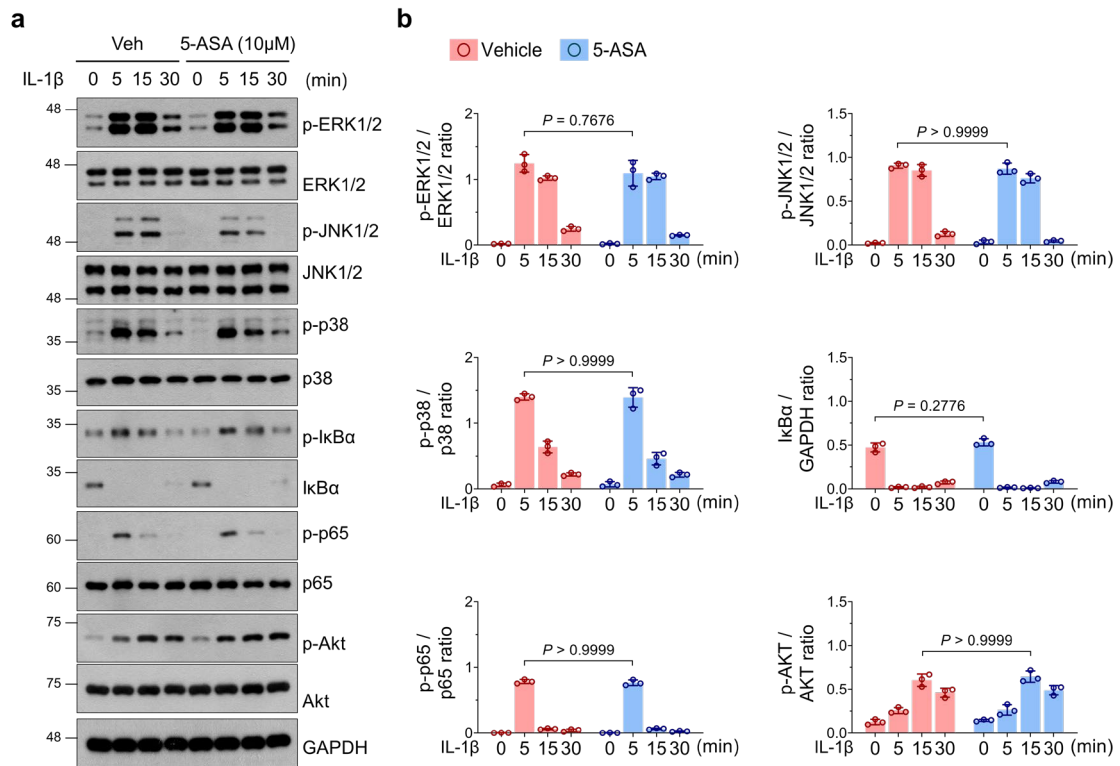

### Supplementary Fig. 7. 5-ASA does not alter IL-1 $\beta$ -induced MAPK and NF- $\kappa$ B pathways in chondrocytes.

ICR murine chondrocytes were serum-starved for 6 hours and stimulated with 10 ng/ml IL-1 $\beta$  in the presence of 10  $\mu$ M 5-ASA or DMSO for the indicated times. Western blot analysis was conducted with the indicated antibodies (**a**) and the results were then quantified (**b**). Three independent experiments were conducted. These data are shown as means  $\pm$  s.e.m. Two-way ANOVA was conducted followed by Sidak's multiple comparisons test.

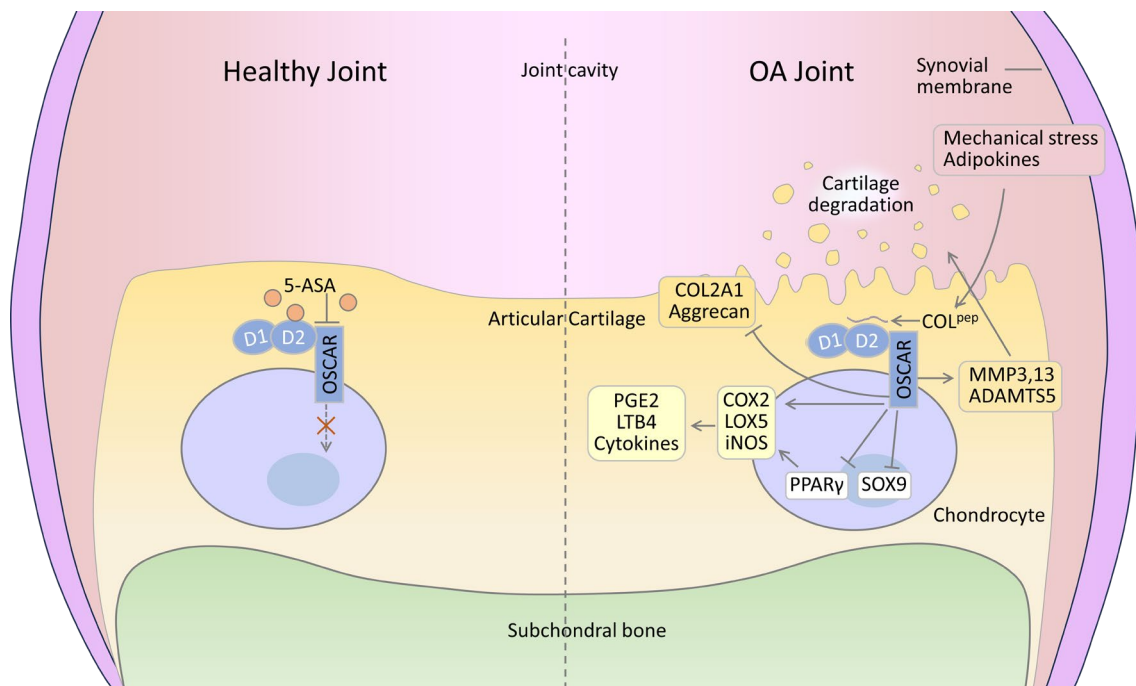

**Supplementary Fig. 8. Proposed model by which 5-ASA could act as a therapeutic agent during OA pathogenesis.**

OSCAR-induced OA pathogenesis is negatively regulated by 5-ASA. Healthy cartilage can be maintained by 5-ASA, which inhibits OSCAR. The schematic illustration in the figure created with BioRender.com.

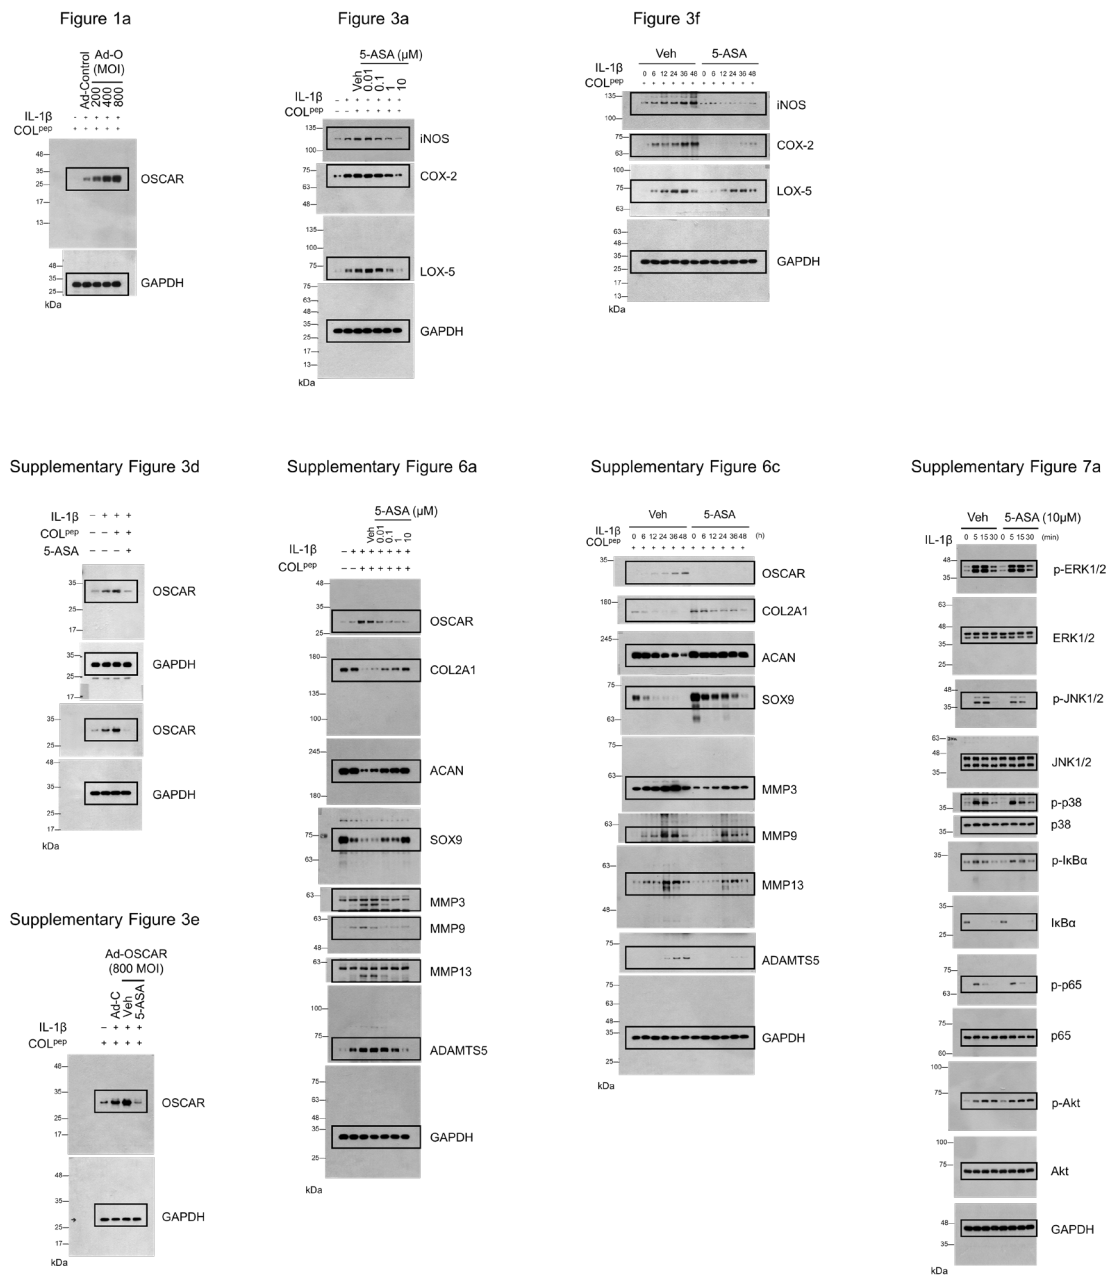

**Supplementary Fig. 9. Uncropped scans of all blots.**

Uncropped scans with size marker indications.

# Supplementary material for: 5-aminosalicylic acid suppresses osteoarthritis through the OSCAR-PPARγ axis
**Source:** Nat Commun. 2024 Feb 3;15:1024. doi: 10.1038/s41467-024-45174-6
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <p>Histological and immunohistochemical staining images Image were acquired using the Olympus DP72 (version 2.1) camera. For immunofluorescence staining, the stained cells were Imarged using a Zeiss 880 Airyscan and OsteoMeasure XP version 2.0.0.2. For RNA-seq analysis, all procedures were performed by Macrogen using an Illumina NovaSeq 6000 system. Networks were visualised by Cytoscape v3.8 software. Micro-CT data were scanned by Skyscan1176 and the raw micro-CT data were translated into 2-dimensional cross-sectional gray-scale images slices by using Nrecon (Brucker micro-CT), after which the following structural variables of the trabecular and cortical bones were measured by CT Analyzer (CT-AN ver.1.10.9.0). Quantification of the western blot was performed using the program Media Cybernetics Image-pro plus 4.5 and ImageJ.</p> <p>For qRT-PCR analysis, all procedures were performed by StepOne™ Software, version 2.3. Graphpad Prism 8.4.3 was used for data analysis and collection. A schematic scheme was created using BioRender.com.</p>                                                                                                                                                                                                                                                          |
| Data analysis   | <p>Sclerosis and articular cartilage destruction were identified by safranin-O staining and measured with OsteoMeasureXP (ver.2.0.0.2 OsteoMetrics, Inc., Atlanta, GA, USA), Image-pro plus (v4.5, Media Cybernetics, Inc., Rockville, USA), Adobe photoshop (v9.0, San Jose, CA, USA), and an Olympus DP72 charge-coupled device camera (v2.1, Olympus Corporation, Tokyo, Japan).</p> <p>Protein band intensity was quantified by densitometric analysis using ImageJ (v1.53e). To quantitatively analyze mRNA transcript levels, cDNA was amplified by qRT-PCR on StepOne™ Plus Real-Time PCR system Software, v2.3 (Applied Biosystems).</p> <p>For Induced-Fit Docking analysis, all the docking and scoring calculations were performed using the Schrödinger software suite (Maestro, version 11.8.012). The SDF file of 5-ASA was acquired from the PubChem database.</p> <p>For RNA sequencing analysis data, the PPI network was collected from STRING database v.11.0. Networks were visualized by Cytoscape v.3.8 software, STAR aligner (version2.7.1a), and normalized TPM (Transcripts Per Kilobase Million) values of each gene were calculated using RSEM (version 1.2.17) with Gencode v22 annotation. Raw read counts were obtained by RSEM v.1.3.1.</p> <p>Micro CT analysis data was using Skyscan 1176, and CT Analyzer.</p> |

Statistical analyses were performed using GraphPad Prism (v8.4.3, San Diego, CA, USA) or IBM SPSS Statistics 25. All the graphs and heatmaps of log2(fold change) were plotted using GraphPad Prism v8.4.3).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data that support the findings of this study are available within the article and its Supplementary Information files or from the corresponding author on reasonable request. Source data are provided with this paper. RNA-seq data of the Ad-OSCAR-infected and 5-ASA-treated chondrocytes can be obtained from Gene Expression Omnibus (GEO) under accession number GSE207056. The following figures have associated raw data: Figures 1b, 1f, 1i, 3b, 3d-e, 3g, 4a-c, 4e-i, 5c, 5e, 5h, 6c and 7a-f; Supplementary Figures 1c, 2a-c, 2g, 3a-c, 3f, 3h, 5a-g, 6b, 6d and 7b. For gel Source data, see Supplementary Data 1.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | 10 human specimens, comprising 7 female and 3 male patients, underwent total knee replacement surgery.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Reporting on race, ethnicity, or other socially relevant groupings | <i>Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.</i> |
| Population characteristics                                         | International Cartilage Repair Society (ICRS) grade 4 cartilage tissues were obtained from patients with osteoarthritis aged from 63 to 78 years during total knee replacement surgery. The cartilage tissue offered by these patients were grouped by intact and damaged region for the following analysis. No patients with osteoarthritis had rheumatoid arthritis, metabolic diseases, or other inflammatory diseases at the time of surgery.                                                                                                                                                                                                                                                                                                                 |
| Recruitment                                                        | Patients undergoing surgery were recruited for offering cartilage on an 'as available' basis in Gangnam Severance Hospital. The protocol, including the use of cartilage, was approved by the Ethics Committee of Yonsei University Gangnam Severance Hospital, Seoul, Korea. All participating patients provided signed informed consent. There exists the potential for self-selection bias or other forms of bias, which could inadvertently skew the results contrary to our intentions.                                                                                                                                                                                                                                                                      |
| Ethics oversight                                                   | Human subjects research was performed according to the Institutional Review Boards at Yonsei University Gangnam Severance Hospital. The institutional review board of Yonsei University (Protocol No: IRB 3-2018-0251), Gangnam Severance Hospital, South Korea approved the use of the articular cartilage. All participants provided written informed consent for the use of their tissues for research purposes.                                                                                                                                                                                                                                                                                                                                               |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|             |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size | Statistical methods were used to predetermined sample size in vitro and in vivo analyses. We designed in vivo experiments to ensure that minimum number of mice are used to obtain biologically significant results. Sample sizes were chosen based on previous utilizing these outcome measures (PMID: 32859940, 37893216). Sample sizes were deemed to be sufficient based on size of effects seen and reaching statistical significance based on the available samples. For in vivo osteoarthritis experiments, n≥10 was used and experiments were repeated twice. For experiments in which large biological difference was expected such as OARSI scoring of cartilage rescue from DMM-induced osteoarthritis, at least n=10 was utilized and experiments were repeated twice. For human data, at least n=10 was used for gene expression experiments due to large variability in human samples. |
|-------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | No data was excluded from analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Replication     | All findings were replicated in a at least four independent experiments performed under identical conditions.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Randomization   | For in vitro experiments, samples were randomly allocated to different experimental groups prior to treatment. Additionally, cultures were selected randomly for various treatments. To ensure the robustness and reproducibility of our results, the experiments were performed multiple times.<br>For mouse experiments, mice were randomly assigned by a technician blinded to the experimental design. Male mice were selected for the experiment in order to avoid concerns about hormonal effect in female mice. After the selection, mice for the DMM surgery, or intra-articular injection were allocated randomly without subjective judgement. |
| Blinding        | Investigators were not blinded during sample collection for qPCR, western blotting or immunofluorescence experiments. However, these results of these assays are not subjective and provide quantitative data, removing the need for blinding. Only histological analysis required subjective grading of samples. Investigators were blinded to the cartilage destruction analysis, Subchondral bone plate thickness analysis, ratio of hyaline and calcified cartilage analysis of mice during histological analysis and scoring.                                                                                                                       |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Primary antibodies used for immunohistochemistry were as follows;<br/>OSCAR (1:200; Santa Cruz Biotechnology; sc34235; Lot#E2115), OSCAR (1:200; Biorbyt; orb185679; Lot#BR5396), MMP3 (1:50; Abcam; ab53015; Lot#GR3228789-8), MMP13 (1:25; Abcam; ab51072; Lot#GR3244070-7), type II collagen (COL2A1; 1:50; Sigma-Aldrich; MAB8887; Lot#3215502), Aggrecan (1:100; Abcam; ab1031; Lot#3253326), and ADAMTS5 (1:50; GeneTex; gtx100332; Lot#39568)</p> <p>Secondary antibodies used for immunohistochemistry were as follows;<br/>donkey anti-rabbit IgG (H&amp;L) conjugated with Biotin-SP (Jackson ImmunoResearch, 711-065-142; dilution 1:200), and goat-anti rat IgG (H&amp;L) conjugated with Biotin (abcam, ab6844; dilution 1:200).</p> <p>Primary antibodies used for western blotting were as follows;<br/>OSCAR (PA5-47171; Lot#TK2675474; Thermo Fisher Scientific), MMP3 (Cat# Ab53015; Abcam), MMP13 (Cat# Ab39012; Abcam), ADAMTS5 (Cat# Ab441037; Abcam), COL2a1 (Cat# sc52658; Santa Cruz Biotechnology), ACAN (Cat# Ab3778; Abcam), SOX9 (Cat# 87630s; Cell Signaling Technology), p-Syk (Cat# 2711s; Cell Signaling Technology), Syk (Cat# 13198; Cell Signaling Technology), p-PLCy2 (Cat# 3874S; Cell Signaling Technology), PLCy2 (Cat# sc407; Santa Cruz Biotechnology), iNOS (Cat# Ab3523; Abcam; 1:1000 dilution), COX-2 (Cat# 12282; Cell Signaling Technology), LOX-5 (Cat# 3289; Cell Signaling Technology), p-p38 (Cat# 9211L, Cell Signaling Technology), p38 (Cat# 9212L, Cell Signaling Technology), p-JNK1/2 (Cat# 9251S, Cell Signaling Technology), JNK1/2 (Cat# 9252S, Cell Signaling Technology), p-ERK (Cat# 9101L, Cell Signaling Technology), ERK (Cat# 9102S, Cell Signaling Technology), p-IkBa (Cat# 9246S, Cell Signaling Technology), IkBa (Cat# 9242S, Cell Signaling Technology), p-p65 (Cat# 3031S, Cell Signaling Technology), p65 (Cat# 8242S, Cell Signaling Technology), p-Akt (Cat# 9271, Cell Signaling Technology), Akt (Cat# 9272, Cell Signaling Technology), <math>\beta</math>-actin (Cat# sc47778; Lot#C1919; Santa Cruz Biotechnology), GAPDH (Cat# sc32233; Lot#K3016; Santa Cruz Biotechnology)</p> <p>Secondary antibodies used for western blotting were as follows;<br/>goat anti-rabbit IgG (H&amp;L) conjugated with HRP (Jackson ImmunoResearch, 111-035-003), goat anti-mouse IgG+IgM (H&amp;L) conjugated with HRP (Jackson ImmunoResearch, 115-035-044), and donkey anti-goat IgG conjugated with HRP (Santa Cruz, sc-2020).</p> <p>Primary antibodies used for immunofluorescence were as follows;<br/>COX-2 (1:1000; Proteintech; Cat# 12375-1-AP; Lot#00093476). Normal mouse IgG is an affinity purified, unconjugated isotype control immunoglobulin from mouse</p> <p>Secondary antibody used for immunofluorescence was as follows;<br/>rabbit anti-mouse IgG+IgM (H&amp;L) conjugated with Alexa Fluor 488 (Jackson ImmunoResearch, 315-485-044).</p> |
| Validation      | All antibodies used in this study were validated by the suppliers as follows;                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

Primary antibodies used for immunohistochemistry were as follows;

-OSCAR (1:200 dilution; Santa Cruz Biotechnology; D-19; sc34235; Lot#E2115) for IHC; species (Mouse, Human, Rat), application (WB, IF, ELISA)  
 manufacturer's website (<https://datasheets.scbt.com/sc-34235.pdf>)  
 -OSCAR (1:200 dilution; Biorbyt; orb185679; Lot#BR5396) for IHC; species (Mouse, Human, Rat), application (ELISA, ICC, IF, IHC-P)  
 manufacturer's website (<https://www.biocompare.com/9776-Antibodies/5801021-OSCAR-antibody/>)  
 -OSCAR (1:1000 dilution; Thermo Fisher Scientific; PA5-47171; Lot#TK2675474) for WB; species (Mouse), application (WB)  
 manufacturer's website (<https://www.thermofisher.com/antibody/product/OSCAR-Antibody-Polyclonal/PA5-47171>)  
 -MMP3 (1:50 dilution; Cat# Ab53015; Lot#GR3228789-8; Abcam;) for IHC; species (Mouse, Rat, Human), application (IHC-P, WB, ELISA, ICC/IF)  
 manufacturer's website (<https://www.abcam.com/products/primary-antibodies/mmp3-antibody-ab53015.html>)  
 -MMP13 (1:25 dilution; Cat# Ab51072; Lot#GR3244070-7; Abcam;) for IHC; species (Human), application (WB, Flow Cyt, ICC/IF, IHC-Fr, IHC-P or IP)  
 manufacturer's website (<https://www.abcam.com/products/primary-antibodies/mmp13-antibody-ep1263y-ab51072.html>)  
 -Aggrecan (1:100 dilution; Cat#3778; Lot#3253326; Abcam;) for IHC; species (Human, Mouse), application (IF, IHC-P, WB)  
 manufacturer's website (<https://www.abcam.com/products/primary-antibodies/aggrecan-antibody-6-b-4-ab3778.html>)  
 -COL2A1 (1:50 dilution; Cat# MAB8887; Lot#3215502; Sigma-Aldrich;) for IHC; species (Chicken, Human, Mouse, Salamander), application (IF, IHC, WB)  
 manufacturer's website ([https://www.merckmillipore.com/KR/ko/product/Anti-Collagen-Type-II-Antibody-clone-6B3,MM\\_NF-MAB8887](https://www.merckmillipore.com/KR/ko/product/Anti-Collagen-Type-II-Antibody-clone-6B3,MM_NF-MAB8887))  
 -ADAMTS5 (1:200 dilution; Cat# GTX100332; Genetex;) for IHC; species (Human, Mouse), application (WB, IHC-P)  
 manufacturer's website (<https://www.genetex.com/Product/Detail/ADAMTS5-antibody/GTX100332>)  
 -SOX9 (1:50 dilution; Cat# ab185966; Abcam; for IHC; species (Mouse, Human, Rat), application (Flow Cyt, ICC/IF, WB, IHC-P)  
 manufacturer's website (<https://www.abcam.com/products/primary-antibodies/sox9-antibody-epr14335-78-ab185966.html>)  
 -PPAR $\gamma$  (1:25 dilution; Cat# ab59256; Abcam;) for IHC; species (Human), application (WB, ICC/IF, IHC-P)  
 manufacturer's website (<https://www.abcam.com/products/primary-antibodies/ppar-gamma-antibody-ab59256.html>)  
 -GAPDH (1:1000 dilution; Santa Cruz Biotechnology; sc32233; Lot#K3016) for WB; species (Mouse, Rat, Human, Rabbit), application (WB, IHC, IF)  
 manufacturer's website (<https://www.scbt.com/scbt/product/gapdh-antibody-6c5>)  
 B-actin (1:1000 dilution; Santa Cruz Biotechnology; sc47778; Lot#C1919) for WB; species (mouse, rat, human, avian, bovine, canine, porcine, -rabbit, Dictyostelium discoideum, Physarum polycephalum), application (WB, IP, IF, IHC, ELISA)  
 manufacturer's website (<https://www.scbt.com/p/beta-actin-antibody-c4>)

Primary antibodies used for western blotting were as follows;

-OSCAR (1:1000 dilution; Cat# PA5-47171; Thermo Fisher Scientific)  
 manufacturer's website (<https://www.thermofisher.com/antibody/product/OSCAR-Antibody-Polyclonal/PA5-47171>)  
 -MMP3 (1:1000 dilution; Cat# Ab53015; Abcam)  
 manufacturer's website (<https://www.abcam.com/products/primary-antibodies/mmp3-antibody-ab53015.html>)  
 -MMP13 (1:1000 dilution; Cat# Ab39012; Abcam)  
 manufacturer's website (<https://www.abcam.com/products/primary-antibodies/mmp13-antibody-ep1263y-ab51072.html>)  
 -ADAMTS5 (1:1000 dilution; Cat# Ab41037; Abcam)  
 manufacturer's website (<https://www.abcam.com/products/primary-antibodies/adamts5-antibody-ab41037.html>)  
 -COL2a1 (1:1000 dilution; Cat# sc52658; Santa Cruz Biotechnology)  
 -ACAN (1:1000 dilution; Cat# Ab3778; Abcam)  
 manufacturer's website (<https://www.abcam.com/products/primary-antibodies/aggrecan-antibody-6-b-4-ab3778.html>)  
 -SOX9 (1:1000 dilution; Cat# 82630s; Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/sox9-d8g8h-rabbit-mab/82630>)  
 -p-Syk (1:1000 dilution; Cat# 2711s; Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/phospho-syk-tyr525-526-antibody/2711>)  
 -Syk (1:1000 dilution; Cat# 13198; Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/syk-d3z1e-xp-rabbit-mab/13198>)  
 -p-PLC $\gamma$ 2 (1:1000 dilution; Cat# 3874S; Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/product/productDetail.jsp?productId=3874>)  
 -PLC $\gamma$ 2 (1:1000 dilution; Cat# sc407; Santa Cruz Biotechnology)  
 manufacturer's website (<https://www.scbt.com/ko/p/plc-gamma2-antibody-q-20>)  
 -iNOS (1:1000 dilution; Cat# Ab178945; Abcam)  
 manufacturer's website (<https://www.abcam.com/products/primary-antibodies/inos-antibody-epr16635-ab178945.html>)  
 -COX-2 (1:1000 dilution; Cat# 12282; Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/cox2-d5h5-xp-rabbit-mab/12282>)  
 -LOX-5 (1:1000 dilution; Cat# 3289; Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/5-lipoxygenase-c49g1-rabbit-mab/3289>)  
 -p-p38 (1:1000 dilution; Cat# 9211L, Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/phospho-p38-mapk-thr180-tyr182-antibody/9211>)  
 -p38 (1:1000 dilution; Cat# 9212L, Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/p38-mapk-antibody/9212>)  
 -p-JNK1/2 (1:1000 dilution; Cat# 9251S, Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/phospho-sapk-jnk-thr183-tyr185-antibody/9251>)  
 -JNK1/2 (1:1000 dilution; Cat# 9252S, Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/sapk-jnk-antibody/9252>)  
 -p-ERK (1:1000 dilution; Cat# 9101L, Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-antibody/9101>)  
 -ERK (1:1000 dilution; Cat# 9102S, Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/p44-42-mapk-erk1-2-antibody/9102>)  
 -p-Ik $\beta$  (1:1000 dilution; Cat# 9246S, Cell Signaling Technology)

manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/phospho-ikba-ser32-36-5a5-mouse-mab/9246>)  
 -IkB $\alpha$  (1:1000 dilution; Cat# 9242S, Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/ikba-antibody/9242>)  
 -p-p65 (1:1000 dilution; Cat# 3031S, Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/phospho-nf-kb-p65-ser536-antibody/3031>)  
 -p65 (1:1000 dilution; Cat# 8242S, Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/nf-kb-p65-d14e12-xp-rabbit-mab/8242>)  
 -p-Akt (1:1000 dilution; Cat# 9271, Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-antibody/9271>)  
 -Akt (1:1000 dilution; Cat# 9272, Cell Signaling Technology)  
 manufacturer's website (<https://www.cellsignal.com/products/primary-antibodies/akt-antibody/9272>)  
 - $\beta$ -actin (1:1000 dilution; Cat# sc47778; Santa Cruz Biotechnology)  
 manufacturer's website (<https://www.scbt.com/p/beta-actin-antibody-c4?requestFrom=search>)  
 -GAPDH (1:1000 dilution; Cat# sc32233; Santa Cruz Biotechnology)  
 manufacturer's website (<https://www.scbt.com/p/gapdh-antibody-6c5?requestFrom=search>)

Primary antibodies used for immunofluorescence were as follows;

-COX-2 (1:1000 dilution; Cat# 12375-1-AP; Lot#00093476; Proteintech) for IF; species specificity (Human, Mouse, Rat), application (WB, IHC, IF)

manufacturer's website (<https://www.ptglab.com/products/PTGS2-Antibody-12375-1-AP.htm>)

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                                    |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | The HEK293F cell line used in this study was obtained from Thermo Fisher Scientific (Cat No. R79007). This cell line is derived from human embryonic kidney cells and is widely recognized for its robust growth and high transfection efficiency. |
| Authentication                                                       | None of these cell lines were authenticated by us.                                                                                                                                                                                                 |
| Mycoplasma contamination                                             | The cell line was tested monthly to be negative for mycoplasma contamination.                                                                                                                                                                      |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | There was no commonly misidentified cell lines that used in our research.                                                                                                                                                                          |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The study involved the following laboratory animals:<br>C57BL/6J male mice (purchased from Jackson laboratory and bred in the unit)<br>OSCAR knock out mice (embryos were a gift from Prof Yongwon Choi and mice were bred in house).<br>All mice used in experimental studies were males aged 8-12 weeks old weighing between 20-25g.<br>Experimental OA was induced by DMM (destabilization of the medial meniscus) surgery or IA (intra-articular) knee injection.<br>10-12 week old male mice were used.<br>For primary cell culture, chondrocytes were isolated from the femoral condyles and tibial plateaus of postnatal day 5 WT mice. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Reporting on sex        | DMM : C57BL/6J WT male mice<br>Primary chondrocyte: neonatal 4-5-day-old ICR male and female mice<br>Detailed information can be found in the methods section.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Field-collected samples | This study did not involve animals collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | All animal experiments were approved by the institutional committee and conformed to the guidelines and laws set by the Laboratory Animal Genomic Center, Ewha, South Korea.                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Seed stocks

Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.

## Novel plant genotypes

Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.

## Authentication

Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

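RNA from 9 cultures of mouse articular chondrocytes on COL pep-coated plates was sequenced by the authors, 3 cultures each of Ad-Control, Ad-OSCAR and 5-ASA-treated Ad-OSCAR cells. According to the paper's methods, the authors trimmed the reads with BBDuk, aligned them with STAR to GRCm38 and made estimated counts per gene with RSEM, which need not be whole numbers. The deposited estimated counts are not scaled to a common total. The authors' deposited files also hold TPM (transcripts scaled to the library) made by RSEM, which were not tested here. The paper's methods and its reporting summary name different versions of RSEM, and the strand setting of the counting is not stated in the paper's text, so genes that overlap another gene are named with that gene, apart from an overlap that is not reported here. The deposited files list 55471 genes, of which 55144 were found in GENCODE M21 without regard to the version of the identifier, and symbols and coordinates are from that annotation of GRCm38.

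The estimated counts were rounded to whole numbers. Total counts ranged from 19733448 to 28192740 per culture, with a median of 22276105 for Ad-Control, 26160383 for Ad-OSCAR and 26138694 for 5-ASA-treated cells. Between 8.97% and 10.1% of genes had counts that were not whole before rounding. At these depths, 3 counts were taken as the smallest level that can be shown, and folds against a group at or under it are given as lower bounds. Such bounds cover counting error only.

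Differential expression was tested in R 4.3.3 with edgeR 4.0.16, by TMM normalization, filterByExpr by group and the quasi-likelihood F test without robust estimation, in one fit of all 9 cultures with group as the only factor. The filter left 15362 genes, and the biological coefficient of variation was 5.11%. A standard error is the log2 fold change divided by the root of F. Following the paper's methods, OSCAR DEGs had |log2FC| > 1.5 and an adjusted p below 0.05, and 5-ASA DEGs had |FC| > 1.5 and an unadjusted p below 0.05. The paper's text words the 5-ASA comparison as against Ad-Control, and both that comparison and the one against untreated Ad-OSCAR cells were made. The change of single genes with 5-ASA was taken from the second. Gene lists were tested with limma 3.58.1 (camera, inter-gene correlation 0.01, log2 CPM with a prior count of 2), with Benjamini-Hochberg adjustment over 10 tests for the lists that stand for the paper's pathways and separately over 12 tests for 6 further lists of marker genes, which were written after the data had been seen. The pathway databases, TF targets and drug profiles used by the paper were not used here. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

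The genes named are every gene the paper names for these data, in its text on Fig. 2 and Supplementary Fig. 4 and in the drawings of Fig. 2e, 2f, 2g and Supplementary Fig. 4a. To these were added, for OSCAR overexpression and for 5-ASA, the 5 genes with the largest log2 fold change in each direction past the thresholds, with a mean of at least 1 CPM over all cultures and no overlap between the values of the groups. A few genes of the MMP, ADAMTS and collagen families are named beside them as members of a count, and were chosen after their values were seen.

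The pairing tested comes from the replicate numbers 1 to 3 that the sample annotations give in each group. The alternatives were DESeq2 1.42.0 with all cultures or only those compared, RLE normalization, no filter on low counts, at least 10 counts in every culture, only the 2 groups compared, the replicate number as a block, the rotation test fry in place of camera, an adjusted p for 5-ASA, and each culture left out in turn. For the Flip genes the comparison of treated cells with Ad-Control was also tried, and for the median reversal separate Ad-OSCAR cultures for the comparisons and the OSCAR DEGs of Supplementary Data 2. The methods were also tested on simulated counts with 200 changed genes, of which edgeR recovered 99.5%, with 8 of 15024 unchanged genes called. In the same simulation the median absolute error of the log2 fold change was 0.095. The changed genes there were well counted, had the same spread and changed by more than *Ptgs2*, *Pparg* or *Col2a1* did with 5-ASA. In the real data 9983 genes had an adjusted p below 0.05 for OSCAR overexpression (edgeR). These rates therefore do not carry over to genes with few counts, to small changes or to so broad a response.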

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

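The lists of marker genes and the alternatives applied to the results in this part were chosen after seeing the data, and the test of the interferon list without its Flip genes was chosen only after the result for the whole list was seen.

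Genes of the type I interferon response, which the paper does not discuss, changed in both comparisons. Of the 23 that could be tested, 21 rose with OSCAR overexpression, with a median log2 fold change of 1.07 (adjusted p = 0.000791 by limma's camera test with Benjamini-Hochberg adjustment over 12 tests; higher in 3 of 3 cultures). With 5-ASA 21 fell, with a median of -0.46 (adjusted p = 2.29e-05, limma's camera test with the same adjustment; lower in 3 of 3 cultures). The replicate block gave medians of 1.07 and -0.46 (adjusted p = 0.000366 and 1.52e-06, camera). Over 15 alternatives the adjusted p lay between 4.86e-05 and 0.02 for OSCAR and between 1.52e-06 and 0.00314 for 5-ASA (limma's camera or fry test). An offset per library for GC content left an unadjusted p of 0.000407 for OSCAR and of 2.35e-05 for 5-ASA, and an offset for gene length left 0.000363 and 1.36e-05. The offsets were small, with a median change of the log2 fold change over the 15362 genes of 0.0165 and 0.03 for OSCAR and of 0.0055 and 0.0083 for 5-ASA, so a p that stayed low after them, here and for the lists that follow, does not exclude a bias of another form. A candidate explanation is an interferon response to the virus that differs between treated and untreated cells, which predicted a fall of the list with 5-ASA. The pattern was noticed among the Flip catabolic genes, which fall with 5-ASA by definition, and 5 genes of the list are among them, so the median of -0.46 partly restates it. Without these 5, 16 of the remaining 18 genes fell, with a median of -0.32 (unadjusted p = 0.000252, camera, 1 of 2 such tests), so the fall did not rest on them alone. The amount of virus in each culture was not measured here, so a response to the virus cannot be told apart from an effect of OSCAR or of 5-ASA on these genes. Reads shared between similar genes of this response were not tested.

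Genes of osteoclasts, cells that resorb bone, also rose. Without *Oscar* itself, 6 of 7 rose with OSCAR overexpression, with a median of 0.74 (adjusted p = 0.0467, limma's camera test with Benjamini-Hochberg adjustment over 12 tests; higher in 3 of 3 cultures). The replicate block gave 0.77 (adjusted p = 0.0499, camera). The adjusted p ranged from 8.26e-07 to 0.325 over 15 alternatives (limma's camera or fry test) and was past the threshold in 12. The offsets for GC content and gene length left an unadjusted p of 0.0262 and 0.0331. Osteoclasts in the Ad-OSCAR cultures would raise the list, and the median of 0.74 is consistent with that. The list has few genes and includes *Mmp9*, so a change of these genes in the chondrocytes cannot be told apart from it.

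Fibroblast genes fell with OSCAR overexpression, 8 of 10, with a median of -0.46 (adjusted p = 0.0417, limma's camera test with Benjamini-Hochberg adjustment over 12 tests; lower in 3 of 3 cultures). All 10 rose with 5-ASA, with a median of 0.42 (adjusted p = 2.34e-08, limma's camera test with the same adjustment; higher in 3 of 3 cultures). The replicate block gave -0.46 and 0.42 (adjusted p = 0.0493 and 1.83e-07, camera). Over 15 alternatives the adjusted p ranged from 1.44e-07 to 0.0508 for OSCAR and from 6.58e-11 to 1.15e-06 for 5-ASA (limma's camera or fry test). The offset for GC content left an unadjusted p of 0.0242 for OSCAR and of 2.85e-08 for 5-ASA, and the offset for gene length left 0.0254 and 1.78e-08. The list includes *Col1a1*, *Col1a2* and *Col3a1*, which are also in the collagen list. A different share of fibroblasts between the cultures was not tested apart from these genes, and a change of the same genes in the chondrocytes cannot be told apart from it.

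Of the genes changed by 5-ASA past both the fold limit and an adjusted p, 64 had an adjusted p of at least 0.05 for OSCAR overexpression (edgeR with Benjamini-Hochberg adjustment), 35 higher and 29 lower with 5-ASA. They are outside the response that the paper discusses. Over the alternatives their number lay between 43 and 105, the highest without a filter on low counts, and the replicate block gave 59. After the offset for GC content 95.3% of them were still called, and after the offset for gene length 100.0%. A gene past the threshold for 5-ASA and not for OSCAR is not thereby shown to respond differently, and that difference was not tested. No biological explanation was tested for these genes.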

How the results depend on the processing

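The alternatives were set before the data were examined, apart from those for the marker lists and for the genes outside the OSCAR response, which were chosen after seeing the data. Of the tests in this part, the splits of the cultures for the eicosanoid and serine lists and for the named genes were chosen only after the result was seen.

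The counts of DEGs depended on the filter for low counts. With at least 10 counts in every culture, 350 genes were upregulated by OSCAR overexpression against 701 with the filter by group, 151 were downregulated by 5-ASA against 288, and 40 were Flip catabolic against 109. Of the 350 and the 151, 345 and 149 were also called with the filter by group. Without a filter, 514 were downregulated by 5-ASA, of which 271 were also called with it. Without a filter every gene received the spread of the trend over all genes, in place of one moved toward that trend. The cause of these changes was not tested. Taking treated cells against Ad-Control for 5-ASA gave 0 Flip catabolic and 0 Flip anabolic genes, already with the unadjusted p, against 109 and 132. A call there needs 5-ASA to carry a gene past its Ad-Control level by 1.5-fold, while the median reversal was 7.83% and 57 of the 1529 OSCAR DEGs took back at least 50% of their change. The other counts of DEGs in one direction stayed within 1.5 times their value in all their alternatives, and with an adjusted p for 5-ASA the Flip genes numbered 79 and 99. Totals over both directions moved further. With at least 10 counts in every culture there were 905 OSCAR DEGs against 1529, and 402 5-ASA DEGs against 637. Without a filter there were 1013 5-ASA DEGs.

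The median reversal of the OSCAR response was 7.83% and moved in every alternative by more than its SD of 0.0413, which is the spread between the treated cultures taken one at a time and is narrow. Those values, from 7.26% to 7.34%, were computed on log2 CPM with a prior count and lie below the fitted median. It was 9.03% with DESeq2 on all cultures, 8.97% with DESeq2 on the groups compared, 8.00% with RLE, 10.51% without a filter, 6.87% with at least 10 counts and 8.48% with only the 2 groups compared. With separate Ad-OSCAR cultures it was 6.89% and over the genes of Supplementary Data 2 it was 7.24%. Across the 9 fits that each left out one culture it ran from 7.88% to 9.50%. The cause was not tested.

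With the replicate block, the OSCAR DEGs numbered 705 upregulated and 829 downregulated, with 697 and 824 genes in both fits, and the 5-ASA DEGs 344 and 274, with 334 and 270 in both. The median reversal under the block was 7.97%. The mean correlation of same-numbered cultures was -0.0209.

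With 5-ASA, the eicosanoid list had a median from -0.1411 to -0.0115 across the fits that left out one culture, and passed the threshold only without treated culture 3 (adjusted p = 0.0421, limma's camera test with Benjamini-Hochberg adjustment, against 0.0421 to 0.356 over 15 alternatives; lower in 3 of 3 cultures in the fit of all). The inflammation list was past it in 9 of 15 alternatives, with a median of -0.0649 without a filter (adjusted p = 0.0233, camera) and -0.0540 with only the 2 groups compared (adjusted p = 0.0428, camera). Its adjusted p ranged from 0.0233 to 0.102, and its medians ran from -0.0704 to -0.0515 across the fits that left out one culture. The cause was not tested. The other lists for the paper's pathways kept their direction and their side of the threshold in all 15 alternatives.

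The direction of some small changes reversed when one culture was left out. With 5-ASA, the log2 fold change ran from -0.1097 to 0.0247 for *Rxra*, from -0.0172 to 0.0189 for *Lta4h* (-0.0021 with only the 2 groups compared), from -0.2392 to 0.0837 for *Ptger1*, from -0.1335 to 0.3517 for *Ptger3*, from -0.0549 to 0.2666 for *Ucma* and from -0.1481 to 0.3814 for *Matn3*. The fitted values of *Itih5l-ps* ran from -2.22 to 0.0 and those of *Msmp* from 0.0 to 3.12, where neither treated nor untreated cultures had over 3 counts. With OSCAR overexpression, *Alox5ap* ran from -0.0003 to 0.8867 and *Gm12481* from -2.57 to 0.4572. The median of the macrophage list with 5-ASA ran from -0.0429 to 0.0468, was -0.0546 with at least 10 counts and -0.0 with only the 2 groups compared. The cause was not tested. Of 150 tests of single genes, 122 gave the same call under every alternative that could be run for them and 28 changed under at least 1. Not all could be run for each test: with at least 10 counts in every culture, 110 tests were left. Over all alternatives of these genes, 53 values lost and 17 gained an adjusted p below 0.05, and 13 reversed. For the marker lists and the genes outside the OSCAR response, 5 values were weaker, 2 stronger and 1 moved, and 7 reversed, all of them values of the macrophage list with 5-ASA.

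Low depth limits *Alox5*, *Ltb4r1*, *Ltb4r2*, *Alox5ap* and *Ptger3*, which had at most 49 counts in any culture. For *Alox5*, the adjusted p with 5-ASA was below 0.05 in 9 of 15 alternatives, while by the unadjusted p of the paper's criteria it was a Flip catabolic gene in all 15. *Sox9* was below it in 11 of 16, *Mmp13* in 7 of 16 and *Pparg* in 0 of 16, where its unadjusted p was 0.026 in the fit of all cultures.

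Of the 10 splits of 6 cultures into 3 and 3, 4 part all same-numbered pairs, and 1 of these 4, the real one, gave as large a result for every comparison tested except the eicosanoid list with 5-ASA, where 2 of 4 did. The other 6 part 1 pair, and of those 1 gave as low a p for the eicosanoid and 1 for the collagen list with 5-ASA (unadjusted p of 1.89e-08 for the latter). A share under 0.1 is not possible with 10 splits, so chance cannot be excluded by this count. Every split but the real one sets 2 cultures of one group and 1 of the other against the rest, and so still holds part of the difference between the groups. In these splits at most 1 gene was an OSCAR DEG, while 99 to 149 were 5-ASA DEGs by the unadjusted p and at most 1 gene passed by the adjusted p. Between 65 and 110 genes were DEGs in the comparison of treated cells with Ad-Control, 17 to 30 were Flip genes, and the median reversal was 2.15% to 3.12%. For the cholesterol list with 5-ASA, the unadjusted camera p in these splits lay between 4.85e-06 and 0.0252, so a low p of this test alone does not single out the real split. The same limit holds for 3 lists with OSCAR overexpression. There the unadjusted camera p ran from 9.45e-07 to 0.00017 for cholesterol, 0.000158 to 0.0288 for eicosanoid and 0.00171 to 0.0195 for inflammation. For the serine and collagen lists with OSCAR overexpression it reached 0.0778 and 0.684 (camera).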

Differences from the paper's values

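The calls of single genes under each alternative were listed after the results were seen, and no other test in this part was chosen then. For 5-ASA-treated Ad-OSCAR cells against Ad-Control, the paper gives 456 DEGs, 184 upregulated and 272 downregulated. The values found here were 4592, 2241 and 2351. None of the alternatives set before the data were examined came within 1.5 times of the paper's values, and their totals lay between 3620 and 5397 DEGs. Taking this comparison for 5-ASA gave 0 Flip catabolic and 0 Flip anabolic genes. Treated against untreated Ad-OSCAR cells called 75 of the 82 and 113 of the 118 Flip genes that Supplementary Data 2 lists. These values argue against Ad-Control as the comparison behind the paper's Flip genes. They do not by themselves show how the 456 DEGs were counted.

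The paper's numbers were also set against treated versus untreated Ad-OSCAR cells. There 288 genes were downregulated against the paper's 272, and 637 changed in all against 456, both within 1.5 times. The 349 upregulated genes were not within 1.5 times of the paper's 184. Of the alternatives set before the data were examined, 2 came within 1.5 times for the upregulated genes, namely at least 10 counts in every culture with 251 and DESeq2 on only the groups compared with 267. DESeq2 on all cultures, RLE normalization, no filter, only the 2 groups compared, the replicate block and the fits that left out one culture (330.0 to 394 genes) did not. With DESeq2 on all 9 cultures there were 82 Flip catabolic genes, the paper's number, but 70 of them are among the 82 that Supplementary Data 2 lists, against 75 of the 109 called with edgeR. The same setting gave 130 Flip anabolic genes, against the 118 that the paper lists. The paper's text gives the 184 genes as upregulated and the 272 as downregulated, while Fig. 2a draws them in the opposite directions, with 272 as upregulated and 184 as downregulated. Against the directions drawn there, the 349 upregulated genes found here were within 1.5 times and the 288 downregulated genes were not. Of the 16 alternatives set before the data were examined, 15 came within 1.5 times for the upregulated genes, all but no filter, and 7 for both directions. These 7 were DESeq2 on only the groups compared with 267 and 221 genes, DESeq2 on all cultures with 309 and 224, at least 10 counts in every culture with 251 and 151, the replicate block with 344 and 274, and the fits without Ad-OSCAR culture 1 or 3 or treated culture 2.

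The paper counts *Ptgs2*, *Ptges*, *Alox5ap*, *Ltc4s* and *Ltb4r1* among the Flip catabolic genes. Here *Ptgs2* changed by -0.29 and *Ptges* by -0.24 on the log2 scale with 5-ASA, less than 1.5-fold, *Ltb4r1* and *Alox5ap* had an adjusted p of 0.323 and 0.412 (edgeR with Benjamini-Hochberg adjustment) and *Ltc4s* could not be tested. The paper counts *Col2a1*, *Acan*, *Sox9* and *Rxra* among the Flip anabolic genes and describes *Pparg* as flipped. The changes of the former with 5-ASA were 0.28, 0.27, 0.24 and -0.05 and that of *Pparg* was 0.37, all under the fold limit. The paper places *Erbb2*, *Tbxas1*, *Nr1i2*, *Ppard* and *Rarg* in the Flip gene sets. Here *Erbb2*, *Ppard* and *Rarg* changed by 0.15, -0.18 and 0.07 with 5-ASA, and *Tbxas1* and *Nr1i2* had too few counts. None of the genes named in this paragraph was called as a Flip gene in any of the alternatives, and the Flip lists of Supplementary Data 2 hold none of them.

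Fig. 2f draws *Tnf*, *Il1a* and *Il1b* in the Flip catabolic group and *Asns*, *Slc38a2*, *Slc3a2*, *Aldh18a1* (drawn as P5CS), *Acaca*, *Fasn*, *Scd1* and *Fads2* in the Flip anabolic group. *Tnf*, which Supplementary Data 2 lists, had too few counts for the filter, and it was called as Flip catabolic in 10 alternatives. These were DESeq2 on all cultures and on only the groups compared, no filter, and the fits without any one of the Ad-Control or the treated cultures or without Ad-OSCAR culture 2. *Aldh18a1* fell by 1.43 with OSCAR overexpression and rose by 0.85 with 5-ASA, and it was called as Flip anabolic only without Ad-OSCAR culture 2. *Il1a*, which had at most 3 counts with Ad-Control, was at least 38.3-fold higher with OSCAR overexpression and then changed by -0.42, *Asns* fell by 0.97 and then rose by 1.03, and *Slc3a2* changed by 0.08 and then by 0.36. *Il1a*, *Il1b*, *Asns*, *Slc38a2*, *Slc3a2*, *Acaca*, *Fasn*, *Scd1* and *Fads2* were not called in any of the alternatives.

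The paper states that ADAMTS genes are among the Flip catabolic genes. Here 0 were, by the unadjusted p, and without a filter 1 was, *Adamts8*, named after its values were seen. The paper states that the rise of MMP3, MMP9, MMP13 and ADAMTS5 was reversed by 5-ASA, and here *Mmp3*, *Mmp9*, *Mmp13* and *Adamts5* changed by 0.25, 0.61, 0.12 and 0.30 with 5-ASA, further up. The paper states that *Ptgs2*, *Alox5* and *Pparg* were the most strongly regulated by OSCAR overexpression and that 5-ASA strongly reversed this. Here *Ptgs2* was the first and *Alox5* the fifth of the eicosanoid genes by the fitted log2 fold change and *Pparg* the fourth of the TF genes. 5-ASA took back 5.59%, 39.4% and 41.8% of their log2 fold change, which is not a percent of the level. The paper describes the expression of the TFs of Fig. 2e as the most altered by 5-ASA, and here 4 of the 13 TF genes tested were upregulated and 1 was downregulated at an adjusted p below 0.05.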

Other observations

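The tests on the level of *Oscar* and on what it implies for the reversal, and the test of the stress response list without part of its genes, were chosen only after the results were seen.

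*Oscar* was lower in treated than in untreated Ad-OSCAR cells, at 51.0% of the untreated mean. Its log2 fold change moved by 0.0745 over 3 normalizations, so library size or composition is unlikely as its source. The mean transcript length that the authors' counting assigned to *Oscar* was 1467 ± 569 bases (SD, n = 3) in Ad-Control cells, where it rested on 3 to 4 counts, and 1829 ± 0.2 bases (SD, n = 3) in Ad-OSCAR cells. This does not separate reads of the virus from those of the cells' own gene, so a lower amount of virus, or lower activity of its promoter, may also give this pattern. The cells' own gene gave 3 to 4 counts in Ad-Control cells, against 80766 to 94199 for *Oscar* in treated Ad-OSCAR cells. At its Ad-Control level that gene is too low to account for the fall, and whether Ad-OSCAR raised it was not measured. With separate Ad-OSCAR cultures for the comparisons, a median of 81.3% of the OSCAR DEGs with an adjusted p below 0.05 for 5-ASA moved against the OSCAR direction (from 77.8% to 83.2% over 6 ways to divide them). Any explanation of the reversal predicts a high share, so the share cannot tell the lower *Oscar* level as the only cause from the others. A lower *Oscar* level alone would be predicted to lower the genes that OSCAR raised, whereas *Mmp3*, *Mmp9* and *Adamts5* rose by a further 0.25, 0.61 and 0.30 with 5-ASA (adjusted p = 0.00125, 0.000404 and 3.14e-05, edgeR with Benjamini-Hochberg adjustment).

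When separate Ad-OSCAR cultures were used for the comparisons, so that their noise was not shared, the lowest median reversal over the 6 ways was 6.03%. Each way leaves 1 Ad-OSCAR culture to one of the comparisons, with a spread estimated over all groups, so the DEGs behind this value and behind the share of 81.3% rest in part on a single culture. Of the 5-ASA DEGs 97.8% and 98.3% were still called after the offsets for GC content and for gene length, and of the OSCAR DEGs 98.7% and 97.6%. The offsets moved the log2 fold changes of the 15362 genes by a median of 0.0055 and 0.0083 for 5-ASA and of 0.0165 and 0.03 for OSCAR, so they found only small trends with GC content or length, and calls that stayed after so small a correction do not exclude a bias of another form.

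More macrophages in the Ad-OSCAR cultures would raise the macrophage genes. Of the 8 of 20 that could be tested, 5 rose, with a median of 0.75 (adjusted p = 0.198, limma's camera test with Benjamini-Hochberg adjustment over 12 tests; higher in 3 of 3 cultures). The replicate block gave 0.75 (adjusted p = 0.202, camera). The adjusted p was between 2.02e-06 and 0.396 over 15 alternatives and past the threshold only with fry, so the test did not detect more macrophages and could not exclude them.

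A candidate explanation for the amino acid genes among the Flip anabolic genes is the integrated stress response, which acts through ATF4. Of 20 genes of this response, 14 fell with OSCAR overexpression, with a median of -0.48 (adjusted p = 0.027, limma's camera test with Benjamini-Hochberg adjustment over 12 tests; lower in 3 of 3 cultures), with an adjusted p between 0.000469 and 0.0508 over 15 alternatives, past the threshold in 14, and of 0.0154 under the replicate block. Of the same 20 genes, 18 rose with 5-ASA, with a median of 0.65 (adjusted p = 1.96e-12, limma's camera test with Benjamini-Hochberg adjustment over 12 tests; higher in 3 of 3 cultures). Over 15 alternatives the adjusted p ranged from 8.89e-18 to 0.000243 (limma's camera or fry test), and the replicate block gave 4.16e-12. The list shares *Psat1*, *Phgdh*, *Asns*, *Slc7a5* and *Slc3a2* with the genes drawn in Fig. 2f, in which the pattern was noticed, and for these the test is not independent of it. Without the genes of Fig. 2f and the Flip genes, 8 in all, 11 of the remaining 12 rose with 5-ASA, with a median of 0.47 (unadjusted p = 6.38e-09, camera), so the rise did not rest on them alone. GC content and gene length were not tested for this list.

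A general loss of chondrocyte identity was predicted to lower the chondrocyte markers and raise the fibroblast markers with OSCAR overexpression. The 20 chondrocyte markers, which include *Col2a1*, *Acan* and *Sox9*, had a median of -3.56 (adjusted p = 2.22e-08, limma's camera test with Benjamini-Hochberg adjustment over 12 tests; lower in 3 of 3 cultures), with an adjusted p between 5.22e-14 and 1.67e-07 over 15 alternatives. The fibroblast markers fell by 0.46, so the part on chondrocyte markers was met and the part on fibroblast markers was not. The fibroblast list cannot tell a different share of fibroblasts from a change of its genes in the chondrocytes. Its fall therefore does not exclude a loss of chondrocyte identity. By the test of single genes 8 of the 20 chondrocyte markers, *Col2a1*, *Acan* and *Sox9* among them, rose with 5-ASA and 2 fell at an adjusted p below 0.05 (edgeR with Benjamini-Hochberg adjustment). A return of the list as a set was not detected: the median was 0.12 (adjusted p = 0.138, limma's camera test; higher in 3 of 3 cultures), with an adjusted p between 0.0486 and 0.283 over 15 alternatives and of 0.173 under the replicate block.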
